# Deciphering the Molecular Basis of Wine Yeast Fermentation Traits Using a Combined Genetic and Genomic Approach

**DOI:** 10.1534/g3.111.000422

**Published:** 2011-09-01

**Authors:** Chloé Ambroset, Maud Petit, Christian Brion, Isabelle Sanchez, Pierre Delobel, Cyprien Guérin, Hélène Chiapello, Pierre Nicolas, Frédéric Bigey, Sylvie Dequin, Bruno Blondin

**Keywords:** wine yeast, fermentation, QTL, transcriptome, p-aminobenzoate

## Abstract

The genetic basis of the phenotypic diversity of yeast is still poorly understood. Wine yeast strains have specific abilities to grow and ferment under stressful conditions compared with other strains, but the genetic basis underlying these traits is unknown. Understanding how sequence variation influences such phenotypes is a major challenge to address adaptation mechanisms of wine yeast. We aimed to identify the genetic basis of fermentation traits and gain insight into their relationships with variations in gene expression among yeast strains. We combined fermentation trait QTL mapping and expression profiling of fermenting cells in a segregating population from a cross between a wine yeast derivative and a laboratory strain. We report the identification of QTL for various fermentation traits (fermentation rates, nitrogen utilization, metabolites production) as well as expression QTL (eQTL). We found that many transcripts mapped to several eQTL hotspots and that two of them overlapped with QTL for fermentation traits. A QTL controlling the maximal fermentation rate and nitrogen utilization overlapping with an eQTL hotspot was dissected. We functionally demonstrated that an allele of the *ABZ1* gene, localized in the hotspot and involved in *p*-aminobenzoate biosynthesis, controls the fermentation rate through modulation of nitrogen utilization. Our data suggest that the laboratory strain harbors a defective *ABZ1* allele, which triggers strong metabolic and physiological alterations responsible for the generation of the eQTL hotspot. They also suggest that a number of gene expression differences result from some alleles that trigger major physiological disturbances.

Industrial wine yeast strains exhibit specific traits making them suitable for alcoholic fermentation. These yeasts are specifically adapted to stressful conditions and can ferment efficiently under conditions of high ethanol concentrations, low pH, nutrient starvation, while producing suitable metabolites, especially aroma compounds. Although a large phenotypic diversity has been described, the molecular basis remains largely unknown. Various molecular mechanisms may contribute to wine yeast adaptation, including gene deletions or amplifications, chromosome polyploidy (Dunham *et al.* 2002; Dunn *et al.* 2005; Infante *et al.* 2003; Perez-Ortin *et al.* 2002; Rachidi *et al.* 1999), and nucleotide polymorphisms (Borneman *et al.* 2008; Doniger *et al.* 2008; Goffeau *et al.* 1996; Kellis *et al.* 2003; Liti *et al.* 2009; Schacherer *et al.* 2009; Wei *et al.* 2007). Analysis of the complete genome sequence of a commercial wine yeast also revealed that new (non-*Saccharomyces*) genes arising from horizontal gene transfer were present in the wine strains (Novo *et al.* 2009).

Linking genetic variation with phenotypic diversity will help to increase our understanding of the adaptation of yeast to industrial stressful environments and will facilitate strain improvement through breeding and genetic engineering. Quantitative trait locus (QTL) mapping is a proven approach to map the genetic variation responsible for quantitative traits in *S. cerevisiae*. It was successfully applied to high-temperature growth (Sinha *et al.* 2008; Sinha *et al.* 2006; Steinmetz *et al.* 2002), sporulation (Ben-Ari *et al.* 2006; Deutschbauer and Davis 2005; Gerke *et al.* 2006; Katou *et al.* 2009), cell morphology (Nogami *et al.* 2007), drug sensitivity (Kim and Fay, 2007), ethanol tolerance and growth (Hu *et al.* 2007; Katou *et al.* 2009; Smith and Kruglyak 2008), and flocculation (Brauer *et al.* 2006). QTL approaches have also been used to dissect the molecular basis of several wine yeast metabolic traits such as acetic acid production, hydrogen sulphide production, and release of volatile phenol (Marullo *et al.* 2006).

Several studies have highlighted the role of expression variations on associated phenotypes in yeast (Brown *et al.* 2008; Cavalieri *et al.* 2000; Fay *et al.* 2004). Variations in expression between wine strains have been reported in various genome-wide analyses (Rossignol 2004; Zuzuarregui *et al.* 2006). However, their impact on strain properties is poorly understood. Genomic approaches to variations in gene expression have been used to establish relationships between differences in transcript abundance and genetic polymorphisms via the mapping of expression QTL (eQTL) (Jansen and Nap 2001; Brem *et al.* 2002; Yvert *et al.* 2003; Brem and Kruglyak 2005; Ronald and Akey 2007; Ansel *et al.* 2008)). Combining the search of eQTL with that of QTL of industrially relevant traits may be of interest to gain insight into the relationships between expression variations and wine yeast traits. Indeed when an eQTL colocalizes with a phenotypic QTL, one can hypothesize that a common polymorphism controls transcription differences and the physiological trait.

Here, we report an integrated approach where we searched for both phenotypic fermentation QTL and eQTL in the laboratory yeast strain S288c and a haploid derivative of the EC1118 industrial wine strain. We identified QTL for various fermentation traits, including kinetic traits, as well as eQTL for many transcripts. We show that eQTL display hotspot regions that control many transcripts and interestingly, two of them overlap with fermentation traits QTL. We functionally characterized a QTL that controlled the maximal fermentation rate and showed that a gene involved in *p*-aminobenzoate synthesis (*ABZ1*), probably defective in the strain S288C, modulates the fermentation rate by controlling nitrogen utilization. The relationships between structural alteration of *ABZ1* and eQTL hotspot generation are discussed.

## Materials and Methods

### Strains, growth conditions, and fermentation conditions

The two parental strains compared in this study are the standard S288c (*MAT*α; *SUC2; gal2*) strain and a haploid derivative of the industrial EC1118 (HO/ho) wine yeast strain, which is referred to as 59A (*MAT*a; ho). This strain is phototrophic and has fermentation properties close to the diploid EC1118 strain (see Figure 1). The strains BY4742 (MATα; his3Δ1; leu2Δ0; lys2Δ0; ura3Δ0 and BY4742∆*ABZ1* (Matα; his3Δ1; leu2Δ0; lys2Δ0; ura3Δ0; YNR033w::kanMX4) were used for hemizygous constructions.

**Figure 1:**
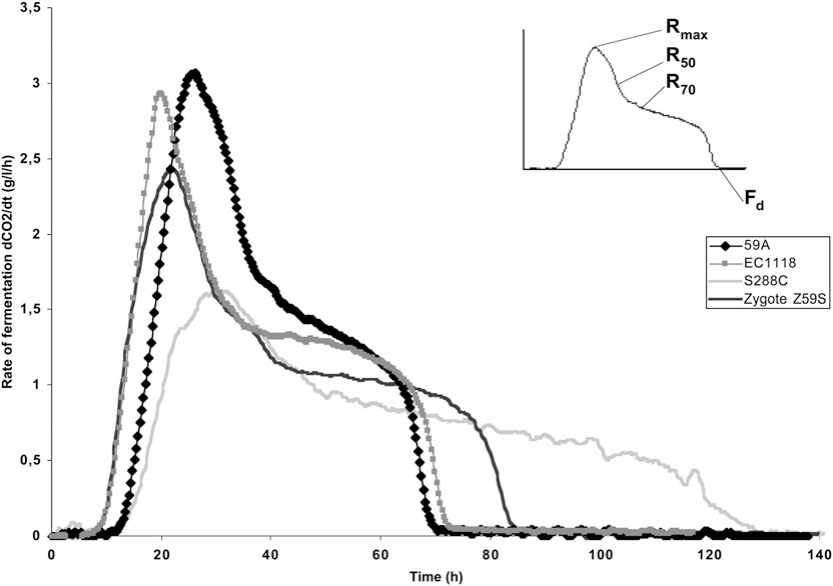
Fermentation profiles of industrial and laboratory strains. Fermentation rate profiles of the industrial wine yeast EC1118 (gray squares), its haploid derivative 59A (black diamonds), the laboratory strain S288C (gray line), and the hybrid Z59S (black line).

Fermentation experiments and precultures were carried out at 28°C on synthetic MS300 medium, which mimics a natural must described in Bely *et al.* (1990). After preculture in 125 ml shake flasks for 24 h, fermentations were performed in 1.2 l fermenters equipped with airlocks to maintain anaerobiosis and with constant stirring.

### Construction of strains for functional analysis

Hybrid strains BY4742∆*ABZ1*/59A and BY4742/59A∆*ABZ1* were constructed for the functional characterization of the *ABZ1* candidate gene via a reciprocal hemizygosity analysis.

The BY4742∆*ABZ1*strain, which isogenic to S288c but with a copy of the *ABZ1* gene deleted, was obtained from the Euroscarff society. The copy of *ABZ1* in the 59A strain was deleted and replaced with a *KanMX4* deletion module using the short-flanking homology PCR (SFH-PCR) technique (Schiestl and Gietz 1989). The two custom 60-mer primers used begin with 40 nucleotides that are identical to the upstream or the downstream region of *ABZ1* followed by 20 nucleotides that can amplify the *KanMX4* module, *ABZ1* forward: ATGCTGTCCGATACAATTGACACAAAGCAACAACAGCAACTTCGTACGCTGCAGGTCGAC; and *ABZ1* reverse: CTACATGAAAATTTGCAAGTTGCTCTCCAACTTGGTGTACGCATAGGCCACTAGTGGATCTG. After transformation using the lithium acetate transformation protocol of Schiestl and Gietz (1989), yeasts were grown with YEPD plus geneticin (200 µg/l) overnight at 28°C to select cells with the *KanMX4* integrated module. Clones were finally tested for integration by PCR on genomic DNA with the primers ABZ1 forwardctrl: TTATCGGTGCGGCAATAAAG and ABZ1 reversectrl: TATGTGACCGTCAGGACG.

### Measure of phenotypic parameters

To characterize the fermentation parameters, the fermenters were automatically weighed every 20 min and the rate of CO_2_ production was calculated from the weight loss by a method of polynomial smoothing. The number of cells was determined with an electronic particle counter (Beckman Coulter). At the end of fermentation, samples were analyzed by high-pressure liquid chromatography (HPLC) using an HPX-87H ion-exclusion column (Bio-Rad) to assess the sugars (glucose, fructose), the organic acids (succinic acid, acetic acid, pyruvic acid), and alcohols (glycerol, ethanol) according to the procedure described by Calull *et al.* (1992). Amino acids were separated by ion-exchange chromatography on an anionic Ultropac-8 lithium-form resin (Amersham Pharmacia Biotech) with a Chromakon 400 (Kontron) and a Biochrom 20 analyzer (Amersham Pharmacia Biotech). Amino acids were detected by reaction with nihydrin. Ammonia was measured using the enzymatic method from Bergmeyer and Beutler (1990) based on its conversion into glutamate by the glutamate dehydrogenase.

Fermentation parameters of the parental strains were determined from five independent fermentations and from duplicated fermentations for the other strains (segregants, hemizygous strains). Metabolites were measured in five biological replicates for the parental strains and in duplicate for the segregants, except the amino acids, which were determined from a single fermentation.

### Gene expression analysis

Microarray hybridization and image analysis was performed at the Biochip Platform in Toulouse (http://biopuces.genotoul.fr). The microarrays were obtained by spotting in duplicate the 6308 oligonucleotides (70-mer) from the yeast genome Oligoset (Operon) onto UltraGAP chips. Gene expression was analyzed for five independent cultures of each parent and one culture of each segregant. RNA was isolated at the midtime of fermentation when half of the sugar present in the medium was consumed (equivalent to 45 g CO_2_), and then labeled with the Chipshot direct labeling and cleanup kit (Promega). Each sample labeled with the Cy3 dye was compared with a common reference pool labeled with Cy5 dye and composed of a mix of equivalent concentration of the RNA of each segregant of the population (star design). Hybridizations were done twice and thus technical replicates are available for each measurement. Data analysis was performed using the R 2.9.2 software and the limma package (R Development Core Team 2010; Smyth 2005, Smyth *et al.* 2005; Smyth and Speed 2003). Within-array normalization was performed using the print-tip-loess method followed by a quantile method for between-slide normalization. For each measurement, the two technical replicates were averaged. Gene expression between the two parental strains (2 × 5 microarrays) was compared using *t*-tests. Differentially expressed genes were defined by filtering on adjusted *P* = 0.01 to control the false discovery rate (FDR) (Benjamini *et al.* 2001). For linkage analysis in the population of segregants, transcripts with a low signal-to-noise ratio were filtered out: we required the mean red (Cy5) signal to be three times greater than the mean background signal (Cy5). The complete data set is available on the Gene Expression Omnibus database (accession number GSE26437) (Edgar *et al.* 2002). An analysis of the correlation between gene expression and phenotype parameters was carried out using the Spearman correlation coefficient and the associated statistical test, followed by a correction of the multiplicity using Benjamini and Hochberg procedure. We selected genes with correlation coefficients > 0.6 and adjusted *P* < 0.05 to control the FDR.

### Genotyping and linkage analysis of the population of segregants

Genomic DNA was isolated, fragmented, labeled, and hybridized to Affymetrix YGS98 microarrays as previously described (Winzeler *et al.* 1999). This procedure was applied three times for the parental strains S288c and 59A and one time for each of the 30 segregants. Probes with a unique match on the S288c genome were then screened to identify biallelic markers using the same statistical procedure as Brem *et al.* (2002). First, probes identified as low perfect-match (PM) *vs.* mismatch (MM) hybridizers to S288c genomic DNA were discarded. All further analyses were performed on normalized log(PM/MM) values. We selected probe pairs that had high hybridization differences between S288c and 59A using the Z and z statistics described in Brem *et al.* (2002). A second test based on a clustering algorithm was used to select probe pairs for evidence of 2:2 segregation in the segregating population. Genotypes were then inferred from cluster assignments as described in Brem *et al.* (2002). This resulted in the selection of 2465 probes. The probes were further filtered using the genomic sequences of the parental strains S288c and 59A. For each probe, the presence of polymorphisms in the 59A genome was confirmed. We used Illumina high-throughput sequencing to obtain SNP information for 59A. Genomic DNA of the strain 59A was sequenced using Illumina Genome Analyzer II technology (Illumina, Inc.) with paired reads of 36 bp using standard manufacturer protocols. Read sequences (deposited in the NCBI Sequence Read Archive as study SRP004704) were aligned to the S288c genome with MAQ (ver. 0.7.1) (Li *et al.* 2008) using default parameters to detect SNP. This filtering step resulted in a map of 1834 markers used in the linkage analysis.

For each phenotype and each expression trait, linkage analysis was performed using a normal model with the Haley-Knott regression method implemented in the R/qtl package (Broman *et al.* 2003). Logarithm of odds (LOD) scores were computed for each marker every 2.5 cM. An interval estimate of the location of each QTL or eQTL was obtained as the 1-LOD support interval: the region in which the LOD score is within 1 unit of the peak LOD score. Statistical significance was assessed by random permutation of the phenotypes or expression levels relative to the genotype data. For eQTL, the permutation was performed 10 times, and the average number of transcripts showing linkage at a specific LOD score was used to calculate FDR. For each phenotypic QTL, 1000 permutations were used to calculate an individual LOD score threshold and FDR.

### The GenYeasTrait resource

A database named GenYeasTrait, which is dedicated to the analysis of QTL and eQTL data, was developed using the Gmod/Gbrowse software version 2.15 (Stein *et al.* 2002). It includes the annotation of the S288c genome from the Saccharomyces Genome Database, SNPs detected from the comparison of the 59A strain sequence with the S288c reference genome, and the fermentation and expression QTL of the project. The database can be queried by using the Gbrowse interface, which allows user friendly graphical representations of features on chromosomes and facilitates data exploration. It is available at http://genome.jouy.inra.fr/genyeastrait/.

## Results

### Characterization of segregants from a cross between a derivative haploid of the wine yeast EC1118 and the laboratory strain S288C

To generate a population of segregants for QTL analysis, the S288C laboratory strain and the 59A strain (a haploid derivative of the EC1118 strain) were used for crossing (Figure 1). The fermentation profile of the haploid derivative 59A does not however perfectly overlap with the EC1118 pattern. Such variation is consistent with the known heterozygosity of the wine yeast EC1118 genome that was shown to contain 0.2% of heterozygous SNP (Novo *et al.* 2009). The hybrid (Z59S) obtained by crossing 59A with S288C displays a fermentation profile intermediate between the two parental strains (Figure 1). Fermentation rate profiles obtained in a synthetic medium (MS300) that mimics natural grape musts provided relevant criteria to characterize the fermentation capacity of the strains. 

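The fermentation traits were measured by the authors in S288C, the laboratory strain from which the reference genome of yeast was taken, and in 59A, a haploid derivative of the commercial wine yeast EC1118. Each culture fermented the synthetic must at 28 °C, in a volume of 1.2 l by the paper's methods and of 1 l by the sample labels. Rates are given in g of CO2 per l and h, F_d_ in h, the cell population C_p_ in megacells (Mcells) per ml, and organic acids and glycerol in g per l. A figure axis of the paper gives the assimilated nitrogen N_ass_ in mg per ml, whereas its values have the size of mg per l and are printed as mg per l here. The deposited table holds 1 value per strain for each of 10 traits, which for a parent is the authors' mean over 5 biological replicates. Because single replicates were not used here, no test between the parents was run, and each difference is set against the SD that Table S1 of the paper gives for that parent.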

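59A, the wine yeast derivative, reached a maximum fermentation rate R_max_ of 2.94 g CO2 per l and h, and S288C, the laboratory strain, reached 1.63 (means of 5 biological replicates, ratio 1.80). The paper's SDs of these means are 0.05 and 0.03, so the difference is far larger than the spread between fermentations. Later in the fermentation 59A also kept the higher rate, with R_70_ at 1.49 against 0.810 g CO2 per l and h (paper's SDs 0.08 and 0.02, ratio 1.84).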

As shown in Figure 1, the two parental strains exhibit very different fermentation profiles with a much higher maximum fermentation rate (R_max_) for 59A compared with S288c. Furthermore, the 59A strain also shows a higher fermentation rate at 50% of sugar utilization (R_50_) with a consequently shorter duration of fermentation duration (F_d_). All of these data are consistent with a higher fermentation capacity of the 59A wine strain derivative compared *vs.* the laboratory strain. 

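At mid-fermentation, R_50_ was 2.33 g CO2 per l and h in 59A and 1.04 in S288C, a ratio of 2.24. Fermentation by 59A ended after 66 h and that by S288C after 128 h. S288C nevertheless formed the larger cell population, 195 Mcells per ml against 113 in 59A. Each of these differences exceeds the paper's SDs, which are 0.17 and 0.02 for R_50_, 0.7 and 4.8 h for F_d_, and 3.5 and 3.6 Mcells per ml for C_p_, with 59A first in each pair. From the higher rates and the shorter duration, the paper proposes that the wine strain derivative has the higher fermentation capacity.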

Under such fermentation conditions, the growth phase is restricted to the period of increase of the fermentation rate until R_max_, and then cells are subsequently fermented in a stationary phase (Rossignol *et al.* 2003).

The zygote Z59S was used to generated a population of haploid segregants. The spores obtained had a low viability with 54% viable. The proportion of asci with four viable spores was low (only 15%), and a majority (around 50%) had three viable spores. We kept only one complete tetrad in the analyzed population, and the other segregants were selected from 20 different asci. 

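The deposited trait table holds 30 haploid segregants of the cross between S288C and 59A, which came from 21 asci, so that some of them are sister spores. By the paper's supplement a segregant's value is a mean over 2 biological replicates, with N_ass_ from a single fermentation, but its tables give no SD for some other values, among them the 4 metabolites of 14a. Segregant 22d has no value of C_p_. Of 319 trait values compared with the tables of the paper's supplement, 1 differed by more than 5%. For each trait the distribution was tested with the Shapiro-Wilk test and with a likelihood ratio of 2 normal components against 1, whose p came from 1000 bootstrap samples. Relations between traits were tested over all 45 pairs, with Spearman's rho and Pearson's r, 100000 permutations each and Benjamini-Hochberg adjustment, which gives 1e-05 as the smallest permutation p. Each r was computed again without the 2 segregants that lie farthest from the median of 1 trait of the pair, the one that comes first in the order R_max_, R_50_, R_70_, F_d_, C_p_, N_ass_ and the other metabolites. The first spore of each ascus alone was used as an alternative, since sister spores are not independent.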

The 30 haploid progenies where characterized under the fermentation conditions previously described. To describe the fermentation capacity, we considered the fermentation rate at three different stages of fermentation: R_max_, R_50_ (fermentation rate at 50% fermentation), and R_70_ (fermentation rate at 70% fermentation). Other fermentation traits, such as fermentation duration (F_d_) and cellular population (C_p_), were taken into account. We also considered metabolites, such as the amount of assimilated nitrogen (N_ass_), glycerol (gly), acetic acid (ace), succinic acid (suc) and pyruvic acid (pyr) (Table S1, Table S2, and Table S3). We observed a high variability in the segregants fermentation profiles (supporting information, Figure S1). 

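The slowest segregant, 29c, had an R_max_ of 1.22 g CO2 per l and h and the fastest, 1b, of 2.96, around a median of 2.11. At mid-fermentation R_50_ ran from 0.865 to 2.67 g CO2 per l and h, and R_70_ ran from 0.670 to 2.08. The fermentation lasted 61.2 h in the quickest segregant and 149 h in segregant 22c, the slowest to finish. Assimilated nitrogen lay between 238 and 343 mg per l and the cell population between 69.0 and 320 Mcells per ml. Glycerol ranged from 4.48 to 7.01 g per l, acetic acid from 0.278 to 1.46, succinic acid from 0.242 to 0.454 and pyruvic acid from 0.0725 to 0.368 g per l. These ranges are over the 30 segregants, of which 29 have a value of the cell population.

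**Figure D1:**
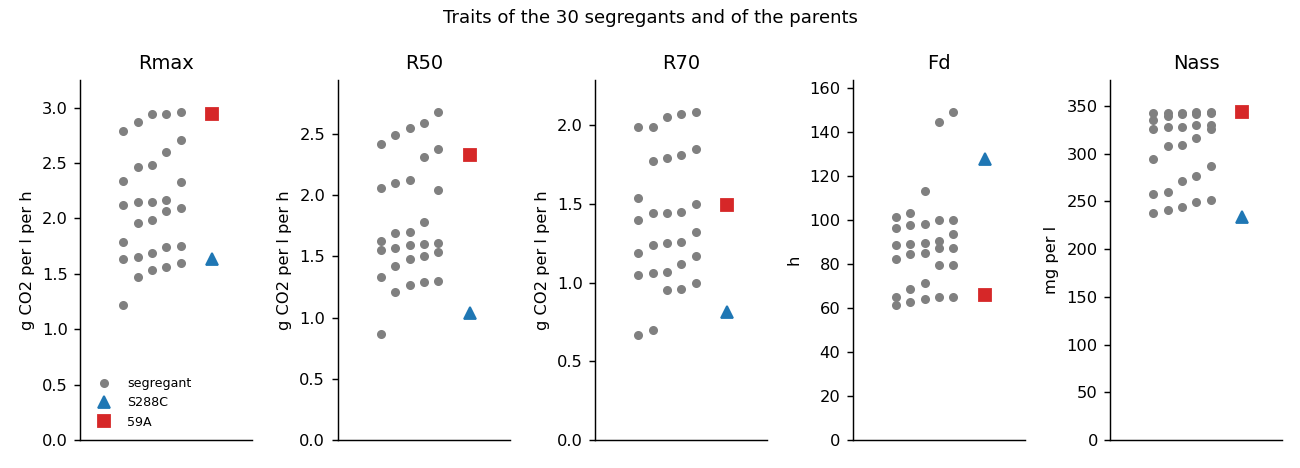
R_max_, R_50_, R_70_ (g CO2 per l and h), F_d_ (h) and N_ass_ (mg per l) of each of the 30 segregants (grey points), S288C (blue triangle) and 59A (red square). Segregant points are stacked in order of value. Both parents lie inside the range of the segregants for F_d_ and R_70_, and S288C lies under all segregants for N_ass_.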

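The values of R_max_, R_50_, glycerol, pyruvic acid and acetic acid were spread evenly enough over the 30 segregants that the Shapiro-Wilk test did not reject a normal distribution. Its p was 0.18 for R_max_, 0.087 for R_50_, 0.16 for glycerol, 0.21 for pyruvic acid and 0.68 for acetic acid. R_70_ gave 0.16. The mean R_max_ was 2.12 ± 0.499 g CO2 per l and h (SD, n = 30), the mean glycerol 5.62 ± 0.660 g per l (SD, n = 30) and the mean acetic acid 0.887 ± 0.315 g per l (SD, n = 30). For the duration F_d_ the test gave p = 0.0036, for the cell population 0.029, for assimilated nitrogen 0.00029 and for succinic acid 0.0044. A p that misses the threshold does not show that a trait is normally distributed with this number of segregants. From the distributions the paper reasons that these traits are under polygenic control.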

Several traits values (R_max_, R_50_, gly, pyr, ace) were roughly normally distributed within the population (*P* > 0.05, Shapiro-Wilk normality test), supporting a polygenic determinism of these phenotypes (Figure S2). 

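Assimilated nitrogen N_ass_ was described better by 2 normal components, centred at 259 and 331 mg per l, than by 1 (bootstrap p = 0.0010, n = 30 segregants). The lower component held 34.3% of the segregants. For the fermentation duration F_d_ the bootstrap p was 0.0070, and the upper component rests on segregants 22c and 29c, at 149 and 144.5 h. For R_70_, the rate late in the fermentation, it was 0.10, and for R_50_ 0.026, which became 0.52 with 1 segregant per ascus. Succinic acid (0.010), C_p_ (0.022) and glycerol (0.033) also had a bootstrap p under 0.05. The largest gap between neighbouring values of N_ass_ was no wider than in normal samples (gap test, p = 0.96). Values of N_ass_ crowd near their highest, 343 mg per l, which is also that of 59A (paper's SD 0). A trait crowded at its upper end can reject 1 normal component without having 2 groups. The likelihood ratio alone therefore does not show that N_ass_ is bimodal. For N_ass_, and with less weight for R_70_ and F_d_, the paper proposes that a major locus may be in control.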

The amount of assimilated nitrogen and, to some extent, R_70_ and F_d_, displayed a bimodal distribution suggesting a possible control by a major locus. Furthermore, all of these parameters, except R_50_, displayed values outside the parental range. This transgressive segregation indicates that alleles with opposite effects were present in the parental strains.

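Pyruvic acid lay above both parents in 27 of the 30 segregants and succinic acid in 23, and neither lay below both in any. S288C and 59A held 0.06 and 0.100 g per l of pyruvic acid, where the segregants' median was 0.182. For R_70_, 11 segregants were faster than both parents and 2 slower. R_max_ was below both parents in 5 segregants and above both in 1, and R_50_ in 1 and 6. Fermentation was shorter than in both parents in 6 segregants and longer in 2. Glycerol was lower than in both parents in 16 segregants and higher in 4, acetic acid in 7 and 7, and C_p_ in 6 and 4. For N_ass_ the number was 0, since 59A shares the highest value with segregants. With the parental range widened by the paper's SD of each parent, R_50_ lay outside it in 4 segregants in place of 7. R_70_ did so in 11 in place of 13, and R_max_ in 5 in place of 6, with 0 above. Succinic acid came to 18 in place of 23, glycerol to 16 in place of 20, acetic acid to 13 in place of 14 and pyruvic acid to 26 in place of 27. F_d_ stayed at 8 and C_p_ at 10. From values outside the parental range, which it calls transgressive segregation, the paper concludes that each parent carried alleles of opposite effects. For pyruvic and succinic acid these values lay on the upper side only. Whether parents and segregants were measured in the same series was not tested.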

To investigate potential relationships among fermentation traits, principal component analysis (PCA) was performed (Figure 2). 

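In a principal component analysis of R_max_, R_50_, R_70_, F_d_, C_p_ and N_ass_ over the 30 segregants, the first axis set fast fermentations against long ones and the second axis mainly followed the cell population. On the first axis the loadings were 0.95 for R_max_, 0.93 for R_50_, 0.87 for R_70_, 0.80 for N_ass_ and -0.92 for F_d_. On the second axis C_p_ had a loading of 0.90, R_70_ of -0.40 and N_ass_ of 0.31. The first axis carried 68.6% of the variance (bootstrap SD 3.2), the second 19.3% (bootstrap SD 2.8) and both together 87.9% (bootstrap SD 2.1). Traits were scaled to unit variance, and the missing C_p_ of segregant 22d was set to the mean.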

The projection on two principal axes preserves 87% of the information and explains 68% and 19% of this variation, respectively. This analysis shows that F_d_, R_70_, and R_50_ are negatively correlated. This is consistent with the idea that the fermentation rate during the stationary phase strongly determines the overall duration of fermentation. 

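Segregants that fermented fast after the growth phase finished early. R_50_ and F_d_ were related with rho = -0.92 (permutation p = 1e-05, adjusted p = 4.5e-05) and r = -0.82 (permutation p = 1e-05), with r = -0.80 without the 2 most extreme segregants. R_70_ and F_d_ gave rho = -0.90 (permutation p = 1e-05, adjusted p = 4.5e-05) and r = -0.87 (permutation p = 1e-05), with r = -0.85 without the 2 most extreme segregants. R_50_ and R_70_ rose together, with rho = 0.89 (permutation p = 1e-05, adjusted p = 4.5e-05) and r = 0.91 (permutation p = 1e-05), with r = 0.88 without the 2 most extreme segregants. All values are over 30 segregants, and 1e-05 is the smallest p that the permutations can give. The rates and the duration describe the same fermentations, so they are not independent measures and part of these relations is built in. From the opposite positions of F_d_ and the rates, the paper proposes that the rate in the stationary phase strongly determines the duration of fermentation.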

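No relation of the final cell population C_p_ of the segregants to R_70_ or F_d_ was found, and that to the maximum rate R_max_ was moderate. C_p_ and R_70_ gave rho = -0.11 (permutation p = 0.55, adjusted p = 0.62) and r = -0.031 (permutation p = 0.87), with r = 0.044 without the 2 most extreme segregants. C_p_ and F_d_ gave rho = -0.12 (permutation p = 0.53, adjusted p = 0.61) and r = -0.17 (permutation p = 0.37), with r = -0.14 without the 2 most extreme segregants. For R_max_ and C_p_ the values were rho = 0.39 (permutation p = 0.040, adjusted p = 0.078) and r = 0.42 (permutation p = 0.024), with r = 0.48 without the 2 most extreme segregants, which misses an adjusted p of 0.05. Each value is over the 29 segregants with a C_p_, and with this number a weak relation could not be detected.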

The second axis also distinguishes the final cell population C_p_ and R_70_ variables (or C_p_ and R_max_) and the C_p_ and F_d_ variables which are not correlated. This suggests that the fermentation rate is independent from the total cell population. Finally, the fermentation rate at all stages (R_m_, R_50_, and R_70_) was positively correlated with the assimilated nitrogen N_ass_. These data indicate that cell capacity to use nitrogen has a strong impact on the fermentation rate. This is consistent with previous reports on the role of nitrogen availability in fermentation rate (Bely *et al.* 1990, Varela *et al.* 2004). 

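Segregants that assimilated more nitrogen fermented faster at every stage, and the relation was closest at the maximum rate. R_max_ and N_ass_ gave rho = 0.89 (permutation p = 1e-05, adjusted p = 4.5e-05) and r = 0.80 (permutation p = 1e-05), with r = 0.80 without the 2 most extreme segregants. R_50_ and N_ass_ gave rho = 0.69 (permutation p = 6e-05, adjusted p = 0.00023) and r = 0.61 (permutation p = 0.00038), with r = 0.58 without the 2 most extreme segregants, and R_70_ and N_ass_ gave rho = 0.55 (permutation p = 0.0020, adjusted p = 0.0060) and r = 0.51 (permutation p = 0.0046), with r = 0.46 without the 2 most extreme segregants. The duration F_d_ ran the other way, with rho = -0.76 (permutation p = 1e-05, adjusted p = 4.5e-05) and r = -0.66 (permutation p = 2e-05), with r = -0.70 without the 2 most extreme segregants. N_ass_ has tied values near its upper end, where the deposited values are rounded to whole mg per l. From the positive correlations at all stages, the paper concludes that the capacity of the cells to use nitrogen has a strong impact on the fermentation rate.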

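S288C, the laboratory strain, assimilated 234 mg per l of nitrogen, and 59A assimilated 343 mg per l (means of the authors, with SDs of 7 and 0 from the paper). S288C lay under the lowest of the 30 segregants, whose median was 326 mg per l.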

The laboratory strain has a poor ability to consume nitrogen, which was associated to a weak fermentation capacity (Figure S1 and Figure S2).

**Figure 2:**
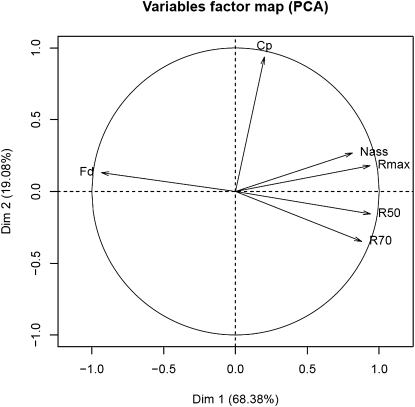
Principal component analysis (PCA) of kinetic and metabolic traits. This analysis shows that all kinetic parameters are correlated. The first component shows that N_ass_ and fermentation rates (R_max_, R_50_, R_70_) are negatively correlated with F_d_. The second component shows that C_p_ is not correlated with the other parameters.

### Transcripts abundance in parental strains and in the population of segregants

To assess the gene expression level of the entire genome of the segregants and parental strains, we performed a transcriptome analysis. The physiological condition chosen for analyzing gene expression was the point of midfermentation (50% of fermentation process). At this stage, cells are in stationary phase and are experiencing a general stress due to nutrient starvation and alcohol accumulation (about 6% at this stage). Under these physiological conditions, the transcriptome is stable and expected to provide a relevant picture regarding the capacity to resist to such stressful conditions (Rossignol *et al.* 2003). The transcriptomes of both parents and each segregant were compared with the mean transcriptome of the population (see *Materials and Methods*). 

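Gene expression was measured on 2-colour arrays of long oligonucleotides with RNA taken at mid-fermentation, when 45 g of CO2 had been released and 50% of the sugar was consumed. S288C and 59A were each grown in 5 independent cultures and each of the 30 segregants in 1, which gives 40 arrays. Sample RNA carried Cy3 and a common pool of RNA of the 30 segregants carried Cy5. A positive value was read as a higher level in the strain than in the pool. The methods name a Chipshot labelling kit and the sample labels a Pronto kit. The authors normalized each array by print-tip loess and all arrays by quantiles, with R 2.9.2 and limma, and averaged 2 technical hybridisations. The paper filters low signals for the linkage analysis and gives 4398 genes. The deposited table holds the log2 ratios of 4388 oligonucleotides, of which 4104 could be named through the reference gene table and 284 keep the name of the array. Its scale is bounded, since the lowest value of an array is -2.32 and the highest 2.09, so extreme ratios are compressed and genes at the same rank share a value. Array medians lie between -0.026 and 0.028. Over all genes r between cultures was 0.82 to 0.93 for S288C and 0.85 to 0.96 for 59A, against 0.39 to 0.59 between the parents. Between segregants it ran from -0.44 to 0.86. The dyes alone do not fix the direction of the ratio, which was checked in the data against the paper, as on the *ASP3* genes. The direction of the parental differences is therefore not independent of the paper. From these values, the parents were compared with limma's moderated test and Benjamini-Hochberg adjustment over 4388 genes, at an adjusted p under 0.01 as in the paper, and the gene lists with camera at its preset correlation of 0.01 between genes. Expression was set against each trait over the 30 segregants with Spearman's rho, at the paper's threshold of 0.6 on its size and an adjusted p under 0.05. Where a permutation p is given, it comes from 100000 permutations of the trait over the segregants. The number of arrays limits the precision of each of these values.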

We first observed that 2184 genes were differentially expressed between the parental strains at *P* < 0.01 and 262 genes up- or downregulated with a ratio higher than 2 (see *Materials and Methods*). This indicates that a large fraction of the genes in the genome are differentially expressed, with only a small subset displaying strong variations in agreement with previous reports (Brem *et al.* 2002). 

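*PLC1*, the gene of phosphoinositide-specific phospholipase C, differed most between the parents, with a log2 ratio to the pool of 0.46 ± 0.26 (SD, n = 5) in S288C and the lowest value of the scale, -2.32, in every 59A culture. The difference was 2.77 (standard error 0.10, adjusted p = 7.3e-10 from limma), but -2.32 is the value that the lowest gene of every array has, so the 59A level and its spread were not measured. *AI2*, a maturase encoded in an intron of the mitochondrial *COX1* gene, was higher in S288C by 2.16 (standard error 0.078, limma adjusted p = 6.5e-10), although 1 of the 59A cultures lay at -1.95 and the other 4 at -2.09. After quantile normalization the ends of the scale hold 1 fixed value per rank, so these are steps of rank and the size of the difference is limited by the scale. In 59A, *INO1*, which encodes inositol-3-phosphate synthase, was higher, with a difference S288C minus 59A of -1.82 (standard error 0.079, limma adjusted p = 3.5e-09). *HXK1*, a hexokinase gene, had -0.64 ± 0.20 in S288C and 0.85 ± 0.28 in 59A (SD, n = 5 each, limma adjusted p = 1.3e-06). These 4 genes were named among those whose 5 values in one parent did not overlap the 5 in the other. That choice fixes the exact permutation test at p = 0.0079, the smallest that 5 against 5 allow, so the test adds no evidence. Of 4388 genes tested, 1352 differed at an adjusted p under 0.01 from limma, 603 of them higher in S288C and 749 higher in 59A. A ratio above 2 was found for 141 of these, 100 higher in S288C and 41 higher in 59A. The methods' t-test on the same arrays gave 1181 genes after adjustment and 1594 before. From its counts, the paper concludes that a large fraction of the genes differ and that a small subset varies strongly.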

Among the top 100 genes that were strongly overexpressed in the parental strains (Table S3), 59A exhibited a large set of stress- and anaerobiosis-inducible cell wall genes from the *PAU* and *DAN* families. These genes are known to be highly expressed during alcoholic fermentation (Rossignol *et al.* 2003); however, given that several of them can cross-hybridize, it is not possible to identify unambiguously the set of genes really overexpressed. 

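The *PAU*, *DAN* and *TIR* genes, which encode cell wall mannoproteins induced by anaerobiosis, were higher in 59A almost without exception. Of 27 measured members, 26 were higher in 59A, 0 in S288C and 1 did not pass the test, with a median difference S288C minus 59A of -1.34 (26 higher in 59A when adjusted over the list alone). *PAU4* had a difference of -2.46 (standard error 0.076, limma adjusted p = 2.3e-10), *PAU5* of -2.43 and *PAU12* of -2.20. *PAU7* had -0.45 ± 0.088 (SD, n = 5) in S288C and 1.27 ± 0.070 (SD, n = 5) in 59A. The member that did not pass was *DAN4*, with -0.035 (limma adjusted p = 0.72). *PAU14* had a difference of -1.72, with 1 of its 59A cultures at 1.39 and the other 4 at 1.51. The shift of the list had p = 1.2e-19 from camera after adjustment over 27 lists, and adjusted p = 0.10 with an estimated correlation. The paper picked these families from the same arrays, so the count is not independent evidence of their direction, and near-identical copies can hybridise to the same oligonucleotides.

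**Figure D2:**
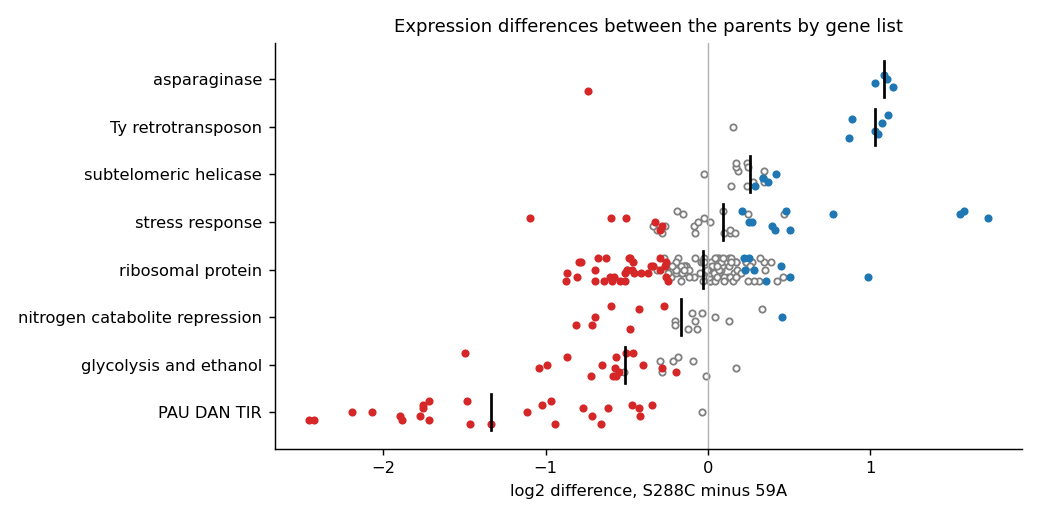
Log2 difference S288C minus 59A of the members of 8 gene lists, 1 point per gene (blue, higher in S288C and red, higher in 59A at a limma adjusted p under 0.01, open circles otherwise), with the list median as a black bar. The *PAU*, *DAN* and *TIR* genes lie left of 0 with a median of -1.34, and the asparaginase genes, apart from *ASP1*, and the Ty genes lie right of it.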

In the laboratory strain, there was a massive overexpression of 76 retrotransposons in agreement with a reshaping of retrotransposons in S288c and an amplification of Ty1 in the laboratory strain compared with EC1118 (Novo *et al.* 2009). 

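Transcripts of Ty retrotransposons were far more abundant in S288C. YNL284C-A was higher in S288C by 2.69 (standard error 0.084, limma adjusted p = 2.3e-10) and YGR038C-A by 2.24. YMR046C differed by 2.19 (standard error 0.092), with 1 S288C culture at 1.00 and the other 4 at 0.49 to 0.60. Of the 7 Ty genes described as such in Table 1, 6 were higher in S288C, 0 in 59A and 1 did not pass the test (7 higher in S288C when adjusted over the list alone), with a median difference of 1.03. Among them YPR137C-B was higher by 1.11 and YLR035C-A by 1.07. The shift of this list had an adjusted p = 1.2e-05 from camera, and adjusted p = 0.53 with an estimated correlation. A wider list of 88 Ty oligonucleotides, taken by their systematic names after the data had been seen, held 72.0 that were higher in S288C, 59.0 of them with a ratio above 2, 5.0 higher in 59A and 11.0 that did not pass (median 1.13, p = 1.4e-34 from camera and p = 0.033 with an estimated correlation). The study had selected these elements on the same arrays, and copies of an element hybridise to each other's oligonucleotides.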

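In S288C, 3 genes of the stress response stood out. *SPS100*, a spore wall gene that also responds to stress, had a log2 ratio to the pool of 1.41 ± 0.24 (SD, n = 5) in S288C and -0.31 ± 0.071 (SD, n = 5) in 59A, a 3.31-fold difference (standard error 0.10 on the log2 scale, limma adjusted p = 3.2e-08). *HSP12*, a small heat shock protein of the membrane, had 0.94 ± 0.25 in S288C and -0.63 ± 0.16 in 59A, which is 2.98-fold (limma adjusted p = 2.8e-07). *HSP30*, a negative regulator of the plasma membrane H+-ATPase, had 0.82 ± 0.73 in S288C, where its cultures varied more, and -0.73 ± 0.16 in 59A, which is 2.94-fold (limma adjusted p = 0.00052). *SSA4*, an HSP70 chaperone, was higher in S288C by 0.77 and *CTT1*, the cytosolic catalase, by 0.41 (limma adjusted p = 8.2e-07 and 0.00045), while *DDR48* was higher in 59A, with a difference S288C minus 59A of -1.10. Of 35 measured stress response genes, 11 were higher in S288C, 6 higher in 59A and 18 did not pass the test (11 and 7 when adjusted over the list alone). Their median difference of 0.091 gave no shift of the list (adjusted p = 0.28 from camera). Among the metallothionein genes, which bind copper, *CUP1-1* was higher in S288C by 0.58 (limma adjusted p = 0.0054), a call that was lost without 1 replicate at a time for S288C replicates 2 and 3 and 59A replicates 1, 2 and 3 (differences of 0.54, 0.50, 0.51, 0.50 and 0.56). The paper had named *SPS100*, *HSP12* and *HSP30* from these arrays.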

Another striking feature in the laboratory strain was the strong overexpression of several genes involved in the stress response (*SPS100*, *HSP30*, *HSP12*).

### Correlations between gene expression and phenotypes

To address the relationships between fermentation phenotypes and gene expression, we carried out a correlation analysis (see *Materials and Methods*). The expression of a large number of genes exhibited significant correlation with kinetic parameters (Table 1 and Figure S4). 

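The closest relation of a gene list to the late fermentation rate was that of the 3 metallothionein genes *CUP1-1*, *CUP1-2* and *CRS5*, which were lower in segregants of high R_70_ (median rho = -0.76, adjusted permutation p = 0.00027, all 3 called negative). The subtelomeric helicase genes, copies of *YRF1* and its relatives at chromosome ends, were lower in segregants of high R_max_, with a median rho of -0.61 over 16 members, 8 of them called (adjusted permutation p = 0.00054, and adjusted p = 0.14 with an estimated correlation). Transcripts of the mitochondrial genome were lower in segregants of high R_70_ (median rho = -0.56, 6 members, adjusted permutation p = 0.0022, and adjusted p = 0.16 with an estimated correlation). Members of all 3 lists had been seen in Table 1 when the lists were fixed, and copies within the first 2 cross-hybridise. At a rho beyond 0.6 in size and an adjusted p under 0.05, expression was correlated for 63 genes with R_max_ (15 positively, 48 negatively), 62 genes with R_50_ (29 positively, 33 negatively), 102 genes with R_70_ (50 positively, 52 negatively) and 83 genes with F_d_ (48 positively, 35 negatively). Over 100 permutations of a trait over the segregants, the highest number called was 52 for R_max_, 31 for R_50_, 2 for R_70_ and 8 for F_d_. With 1 segregant per ascus, 14 genes were called for R_max_ and 18 for R_50_.

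**Figure D3:**
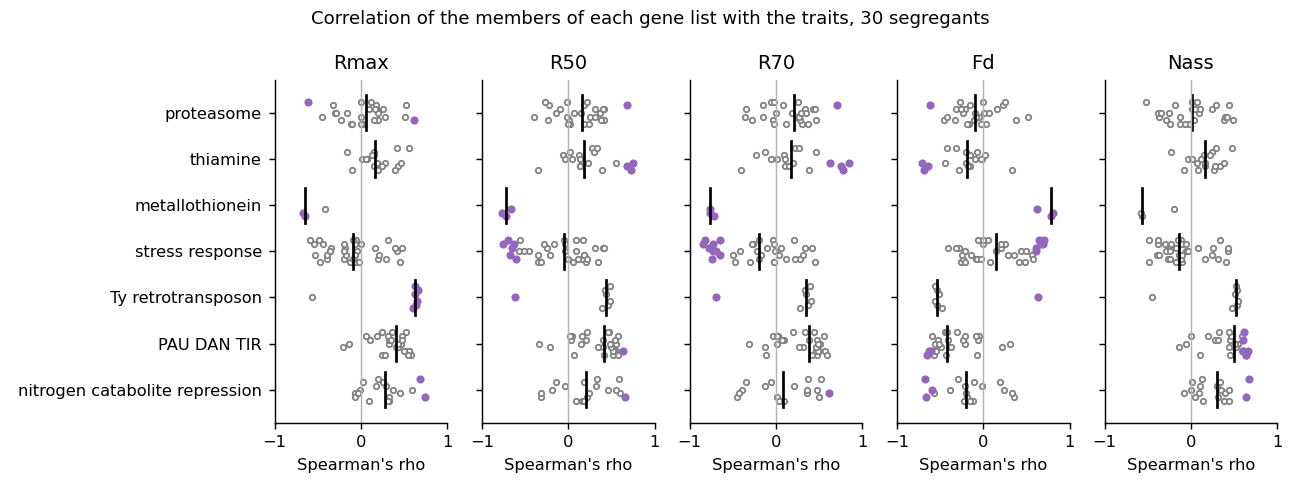
Spearman's rho of the members of 7 gene lists with R_max_, R_50_, R_70_, F_d_ and N_ass_ over the 30 segregants, 1 point per gene (purple, called at a rho beyond 0.6 in size and an adjusted p under 0.05, open circles otherwise), with the list median as a black bar. The metallothionein genes lie left of 0 for R_max_, R_50_ and R_70_ and right of 0 for F_d_.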

Genes with the strongest correlation with R_max_ were involved in nitrogen metabolism (*MEP2*, *PUT1*, *MAE1*), protein synthesis and degradation (*MAP1*, *SUP35*, *PRE1*), or Ty protein. Several of these genes were also correlated with the amount of assimilated nitrogen N_ass_. Expression of these genes is controlled by nitrogen catabolic repression (NCR), and they are induced at the beginning of the stationary phase in response to nitrogen depletion (Rossignol *et al.* 2003). 

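*MEP2*, which encodes a high-affinity ammonium permease, was expressed more highly in segregants with a high maximum rate, with rho = 0.75 (permutation p = 1e-05, adjusted p = 0.0021) and r = 0.69 (permutation p = 2e-05), with r = 0.70 without the 2 most extreme segregants. *PUT1*, the gene of proline oxidase, gave rho = 0.68 (permutation p = 5e-05, adjusted p = 0.0096) and r = 0.67 (permutation p = 0.00011), with r = 0.69 without the 2 most extreme segregants. *MAE1*, the mitochondrial malic enzyme gene, gave rho = 0.69 (permutation p = 4e-05, adjusted p = 0.0096) and r = 0.56 (permutation p = 0.00088), with r = 0.55 without the 2 most extreme segregants. The translation termination factor gene *SUP35* gave rho = 0.68 (permutation p = 7e-05, adjusted p = 0.010) and r = 0.65 (permutation p = 0.00019), with r = 0.63 without the 2 most extreme segregants. *MAP1*, a methionine aminopeptidase gene, and *PRE1*, a proteasome subunit gene, had a rho of 0.28 and 0.52 and an r of 0.25 and 0.56 (permutation p of rho 0.14 and 0.0036, of r 0.18 and 0.0012, adjusted p = 0.41 and 0.066). Of 7 Ty genes, 6 were called as positive and 0 as negative (6 and 0 when adjusted over the list alone), with a median rho of 0.62 (adjusted permutation p = 0.0015, and adjusted p = 0.14 with an estimated correlation). These Ty genes are those of Table 1 and were chosen by the study on the same arrays, and the remaining one, YJL114W, had a rho of -0.56. In a wider list of 88 Ty oligonucleotides, chosen after seeing the data, the same number was called and the median rho was 0.41. Of 18 genes under nitrogen catabolite repression, 2 were called and 14 had a rho above 0 (2 called when adjusted over the list alone), with a median of 0.27 (adjusted permutation p = 0.0027, and adjusted p = 0.027 with an estimated correlation). Among the most negative genes, *YBL113C*, a helicase-like gene at a chromosome end, gave rho = -0.75 (permutation p = 2e-05, adjusted p = 0.0021) and r = -0.61 (permutation p = 0.00018), with r = -0.58 without the 2 most extreme segregants. With 1 segregant per ascus the rho of *PUT1* was 0.46 and the call was lost, as it was for *MEP2* (0.69), *MAE1* (0.65) and *SUP35* (0.62).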

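*PUT1* and *MEP2*, which serve the use of proline and ammonium, were also expressed more highly in segregants that assimilated more nitrogen. *PUT1* gave rho = 0.67 (permutation p = 8e-05, adjusted p = 0.014) and r = 0.63 (permutation p = 0.00023), with r = 0.58 without the 2 most extreme segregants, and *MEP2* gave rho = 0.64 (permutation p = 0.00013, adjusted p = 0.020) and r = 0.57 (permutation p = 0.0012), with r = 0.48 without the 2 most extreme segregants. *SUP35* and *MAE1* had a rho of 0.595 and 0.586, under the threshold of 0.6. *LPX2* was lower in these segregants, with rho = -0.81 (permutation p = 1e-05, adjusted p = 0.00021) and r = -0.71 (permutation p = 1e-05), with r = -0.68 without the 2 most extreme segregants. In all, 58 genes were called with N_ass_, 15 positively and 43 negatively, and 29 of them were also called with R_max_, all with the same sign. R_max_ and N_ass_ are closely correlated over the same segregants and arrays, so this overlap is no separate evidence, and with 1 segregant per ascus all 14 genes called with R_max_ were shared. The number called with N_ass_ was 140 with 1 segregant per ascus, 16 without the 2 most extreme segregants and 32 with the parents added. With N_ass_ as given unrounded in the sample labels, chosen after seeing the data, 65 genes were called. Of the 18 genes under nitrogen catabolite repression, 2 were called, with a median rho of 0.31 (adjusted permutation p = 0.00054, and adjusted p = 0.017 with an estimated correlation). Over 100 permutations of N_ass_, 1 called as many genes as the real order, up to 134. From their control by nitrogen catabolite repression, the paper proposes that these correlations reflect nitrogen availability and the role of nitrogen in the fermentation rate.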

Their correlation with R_max_ and N_ass_ is consistent with their control by nitrogen availability and the role of nitrogen in fermentation rate (Figure 2 and Table 1). The genes that correlated with the fermentation rate at midfermentation (R_50_) and at 70% fermentation (R_70_) were very similar. 

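Among the genes called with both R_50_ and R_70_ were *SPC1*, a signal peptidase subunit gene, and *GCN3*, a subunit gene of the translation factor eIF2B, both lower in fast segregants, and *YLR444C*, which was higher. With R_70_, rho of *SPC1*, *GCN3* and *YLR444C* was -0.87, -0.84 and 0.80, and r was -0.85, -0.83 and 0.78 (permutation p at most 1e-05, adjusted p at most 4.6e-05), with r of -0.85, -0.81 and 0.76 without the 2 most extreme segregants. With R_50_, rho of *SPC1* and *GCN3* was -0.79 and -0.77, and r was -0.78 and -0.78 (permutation p at most 2e-05, adjusted p at most 0.00081), with r of -0.75 and -0.78 without the 2 most extreme segregants. Of the 62 and 102 genes called, 51 were shared and all 51 had the same sign, where independent lists would share 1.44. With 1 segregant per ascus 18 and 98 genes were called and 17 were shared. Across all genes, which are not independent replicates, the rho values with R_50_ and R_70_ correlated with rho = 0.90. Both traits come from the same segregants and arrays, so the 2 lists are not independent, and R_max_ shared 3 called genes with R_70_ and 8 with R_50_.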

Several genes involved in thiamine metabolism (*THI3*, *THI4*, and *PET18*) displayed a high level of correlation as did the actin gene *ACT1*, and a cell wall gene (*SCW4*). 

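*THI3*, a regulator of thiamine biosynthesis genes, was among the genes most closely related to the late rate, with rho = 0.84 (permutation p = 1e-05, adjusted p = 5.7e-06) and r = 0.80 (permutation p = 1e-05), with r = 0.77 without the 2 most extreme segregants. *THI4*, which makes the thiazole part of thiamine, and *PET18* followed. With R_70_, rho of *THI4* and *PET18* was 0.78 and 0.75, and r was 0.73 and 0.70 (permutation p at most 2e-05, adjusted p at most 0.00054), with r of 0.71 and 0.73 without the 2 most extreme segregants. *ACT1*, the actin gene, and *SCW4*, a cell wall glucanase gene, were also higher in fast segregants. With R_70_, rho of *ACT1* and *SCW4* was 0.74 and 0.75, and r was 0.67 and 0.68 (permutation p at most 7e-05, adjusted p at most 0.00065), with r of 0.64 and 0.64 without the 2 most extreme segregants. With R_50_, rho of *THI3*, *THI4*, *PET18*, *ACT1* and *SCW4* was 0.74, 0.72, 0.67, 0.72 and 0.72, and r was 0.68, 0.64, 0.65, 0.69 and 0.70 (permutation p at most 0.00021, adjusted p at most 0.0076), with r of 0.63, 0.61, 0.67, 0.66 and 0.77 without the 2 most extreme segregants. The list of 18 thiamine genes did not move as a whole, with 4 called with R_70_ and 3 with R_50_ (4 and 3 when adjusted over the list alone) and a median rho of 0.17 and 0.18 (adjusted permutation p = 0.15 and 0.15). Between the parents *PET18* was higher in 59A, with a difference S288C minus 59A of -0.48 (standard error 0.053, limma adjusted p = 1.3e-05), as was *SCW4* with -0.94 (limma adjusted p = 4.9e-07), whereas *THI3* and *THI4* had differences of -0.10 and -0.17 (limma adjusted p = 0.10 and 0.13).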

Correlation was also seen, though to a lesser extent, for genes involved in nitrogen metabolism (*MEP2*, *PUT1*, *MAP1*). 

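*MAP1* was called with the rates at both stages after the growth phase, *MEP2* with R_50_ alone and *PUT1* with neither. With R_50_, *MEP2* gave rho = 0.65 (permutation p = 0.0001, adjusted p = 0.013) and r = 0.61 (permutation p = 0.00049), with r = 0.58 without the 2 most extreme segregants, and *MAP1* gave rho = 0.66 (permutation p = 9e-05, adjusted p = 0.013) and r = 0.59 (permutation p = 0.00079), with r = 0.61 without the 2 most extreme segregants. *PUT1* gave rho = 0.59 (permutation p = 0.00092, adjusted p = 0.037) and r = 0.59 (permutation p = 0.00063), with r = 0.47 without the 2 most extreme segregants, with a rho under the threshold of 0.6. With R_70_, *MAP1* was called, with rho = 0.69 (permutation p = 3e-05, adjusted p = 0.0023) and r = 0.63 (permutation p = 0.00026), with r = 0.60 without the 2 most extreme segregants. *MEP2* and *PUT1* were not, with a rho of 0.49 and 0.53 and an r of 0.50 and 0.56 (permutation p of rho 0.0060 and 0.0032, of r 0.0055 and 0.0014, adjusted p = 0.085 and 0.053).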

The genes correlated with fermentation duration (F_d_) were mostly consistent with those that correlated with R_70_ or R_50_, but with the opposite relationship (these two traits are negatively correlated in PCA; see Figure 2). 

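Genes higher in slow, long fermentations included *APM1*, a gene of a clathrin adaptor, and *ATG1*, the autophagy kinase gene, and genes higher in short ones included *TIM21*, a gene of mitochondrial protein import. With F_d_, rho of *APM1*, *ATG1* and *TIM21* was 0.78, 0.71 and -0.70, and r was 0.69, 0.58 and -0.69 (permutation p at most 0.00062, adjusted p at most 0.0064), with r of 0.66, 0.60 and -0.65 without the 2 most extreme segregants. Of the 83 genes called with F_d_, 49 were also called with R_50_ and 48 with R_70_, all with opposite signs, where independent lists would share 1.17 and 1.93. Across all genes, which are not independent replicates, rho with F_d_ correlated with rho with R_50_ at -0.95 and with R_70_ at -0.85. The same arrays and segregants enter on both sides of each overlap. The genes shared with R_50_ and R_70_ numbered 24 and 26 with Pearson's r and 17 and 38 with 1 segregant per ascus. Without the 2 most extreme segregants of each trait they numbered 31 and 24. The count for F_d_ was 45 without segregants 22c and 29c, which have the longest fermentations.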

Peculiarly, this included various genes involved in the stress response (*CUP1*, *HSP12*, *HSP30*, *CTT1*, *SSA4*, *ATC1*) which were positively correlated with the fermentation duration F_d_, indicating that a high stress response was associated with a low fermentation capacity. 

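The copper metallothionein genes *CUP1-1* and *CUP1-2* were the genes that rose most clearly with the fermentation duration by rho, while *SPC1* had the higher r (0.73). With F_d_, rho of *CUP1-1* and *CUP1-2* was 0.79 and 0.81, and r was 0.67 and 0.68 (permutation p at most 0.00011, adjusted p at most 0.00039), with r of 0.68 and 0.67 without the 2 most extreme segregants. The heat shock genes *HSP12*, *HSP30* and *SSA4* were also higher in segregants that took long. With F_d_, rho of *HSP12*, *HSP30* and *SSA4* was 0.70, 0.69 and 0.66, and r was 0.66, 0.66 and 0.69 (permutation p at most 0.00013, adjusted p at most 0.013), with r of 0.67, 0.63 and 0.62 without the 2 most extreme segregants. *CTT1*, the catalase gene, and *ATC1* stayed under the threshold of 0.6, with a rho of 0.57 and 0.56 and an r of 0.56 and 0.58 (permutation p at most 0.0014, adjusted p = 0.036 and 0.041). Of 35 stress response genes, 6 were called as positive with F_d_ and 0 as negative (6 and 0 when adjusted over the list alone), with a median rho of 0.15 (adjusted permutation p = 0.20). All 3 metallothionein genes were called (median rho = 0.79), which the paper's Table 1 had shown before the list was fixed, and the 2 *CUP1* copies share their sequence. With 1 segregant per ascus the calls of *HSP12*, *HSP30* and *SSA4* were lost, at a rho of 0.67, 0.64 and 0.55. From the positive correlations, the paper concludes that a high stress response was associated with a low fermentation capacity.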

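The *PAU*, *DAN* and *TIR* cell wall genes were higher in segregants that assimilated more nitrogen. With N_ass_, rho of *PAU7*, *PAU23*, *PAU8* and *PAU4* was 0.66, 0.63, 0.63 and 0.60, and r was 0.53, 0.55, 0.49 and 0.48 (permutation p at most 0.0072, adjusted p at most 0.033), with r of 0.48, 0.53, 0.43 and 0.46 without the 2 most extreme segregants. Of 27 measured members, 7 were called as positive and 0 as negative with N_ass_ (7 and 0 when adjusted over the list alone), and 25 had a rho above 0, with a median of 0.50 (adjusted permutation p = 0.0033, and adjusted p = 0.17 with an estimated correlation). With R_max_ no member was called, and the median rho was 0.40 (adjusted permutation p = 0.029, and adjusted p = 0.32 with an estimated correlation). With R_50_, *PAU1* alone was called, with rho = 0.63 (permutation p = 0.00033, adjusted p = 0.019) and r = 0.50 (permutation p = 0.0057), with r = 0.53 without the 2 most extreme segregants, and the median rho was 0.41 (adjusted permutation p = 0.044, and adjusted p = 0.21 with an estimated correlation). In 59A, 1 of the cultures had *PAU1* at 1.42 and the other 4 at 1.55. The families cross-hybridise and were chosen by the study on these arrays.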

Several members of the *PAU/DAN* family previously observed to be overexpressed in the industrial strain were correlated with nitrogen assimilation, and to some extent, with R_max_ and R_50_. For the other fermentation traits, such as cell population and amount of metabolites, weak or no correlation was found with gene expression. This was probably because the stage at which gene expression was analyzed (50% of fermentation progress) was not appropriate to address these parameters, which are mainly associated with the growth phase.

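No gene was called with the cell population C_p_, succinic acid, glycerol or acetic acid, and 139 genes were called with pyruvic acid, 106 positively and 33 negatively. The genes highest with pyruvic acid were *THI20*, a thiamine biosynthesis kinase gene, *DOM34*, a ribosome rescue gene, and *EGD1*, a subunit gene of the nascent polypeptide-associated complex, and *GAL11*, a Mediator subunit gene, was the lowest. With pyruvic acid, rho of *THI20*, *DOM34*, *EGD1* and *GAL11* was 0.74, 0.72, 0.72 and -0.74, and r was 0.66, 0.72, 0.59 and -0.67 (permutation p at most 0.00038, adjusted p at most 0.0049), with r of 0.68, 0.68, 0.60 and -0.74 without the 2 most extreme segregants. At an unadjusted p under 0.05, 581 genes were related to C_p_, 413 to succinic acid, 970 to glycerol and 477 to acetic acid by Spearman's rho, and 646, 371, 1174 and 437 by Pearson's r, which also called 0 after adjustment. Without the 2 most extreme segregants 1 gene was called with glycerol and 1 with acetic acid, and with both parents added 28 were called with glycerol. For pyruvic acid the number fell to 9 with both parents added and 69 with Pearson's r, and rose to 261 with 1 segregant per ascus. For the traits without correlation, the paper proposes that mid-fermentation was not the right stage, since they are mainly set in the growth phase.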

**Table 1:** Correlations between fermentation phenotypes and gene expression

Name	Correlation	P	Adjusted *P*	Function
Spearman correlations relative to R_max_				
MEP2	0.7456	2.27E−06	0.002	Ammonium permease involved in regulation of pseudohyphal growth
MAE1	0.6902	2.44E−05	0.01	Mitochondrial malic enzyme
PUT1	0.6833	3.16E−05	0.01	Proline oxidase
SNG1	0.6824	3.28E−05	0.01	Protein involved in nitrosoguanidine (MNNG) resistance
SUP35	0.6795	3.64E−05	0.01	Translation termination factor eRF3
YLR410W-B	0.6598	7.30E−05	0.013	Retrotransposon TYA Gag and TYB Pol genes
YGR038C-B	0.6452	1.18E−04	0.017	Retrotransposon TYA Gag and TYB Pol genes
YFL002W-A	0.6357	1.60E−04	0.018	Retrotransposon TYA Gag and TYB Pol genes
YBR016W	0.6272	2.08E−04	0.02	Plasma membrane protein of unknown function
YPR137C-B	0.6241	2.28E−04	0.02	Retrotransposon TYA Gag and TYB Pol genes
YCL076W	0.6239	2.30E−04	0.02	Dubious open reading frame unlikely to encode a protein
YLR035C-A	0.6208	2.52E−04	0.022	Retrotransposon TYA Gag and TYB Pol genes
RPN6	0.6117	3.29E−04	0.025	Essential
YML131W	0.6094	3.51E−04	0.026	Putative protein of unknown function with similarity to medium chain dehydrogenase/reductases
YDR261W-B	0.6038	4.11E−04	0.029	Retrotransposon TYA Gag and TYB Pol genes
YBL113C	−0.7505	1.79E−06	0.002	Helicase-like protein encoded within the telomeric Y element
YHR219W	−0.7487	1.95E−06	0.002	Putative protein of unknown function with similarity to helicases
YKL050C	−0.7429	2.58E−06	0.002	Protein of unknown function
YHR097C	−0.7414	2.78E−06	0.002	Putative protein of unknown function
YLR326W	−0.7409	2.84E−06	0.002	Putative protein of unknown function
YRF1-3	−0.7209	7.01E−06	0.004	Helicase encoded by the Y element of subtelomeric regions
YOR289W	−0.716	8.64E−06	0.005	Putative protein of unknown function
YJL225C	−0.6931	2.18E−05	0.01	Putative protein of unknown function
GFD1	−0.6902	2.44E−05	0.01	Coiled-coiled protein of unknown function
APM1	−0.6864	2.82E−05	0.01	Mu1-like medium subunit of the clathrin-associated protein complex (AP-1)
PHM7	−0.6848	2.99E−05	0.01	Protein of unknown function
YMR244C-A	−0.6775	3.91E−05	0.01	Putative protein of unknown function
MSC3	−0.6742	4.42E−05	0.011	Protein of unknown function
MSO1	−0.6713	4.90E−05	0.011	Probable component of the secretory vesicle docking complex
TMA23	−0.671	4.94E−05	0.011	Nucleolar protein of unknown function implicated in ribosome biogenesis
MRS1	−0.6693	5.26E−05	0.011	Protein required for the splicing of two mitochondrial group I introns (BI3 in COB and AI5beta in COX1)
CUP1-2	−0.6659	5.91E−05	0.012	Metallothionein
BNA1	−0.6591	7.47E−05	0.013	3-hydroxyanthranilic acid dioxygenase
IES5	−0.6589	7.53E−05	0.013	Protein that associates with the INO80 chromatin remodeling complex under low-salt conditions
VOA1	−0.6515	9.65E−05	0.015	Putative protein of unknown function
NSA1	−0.6512	9.72E−05	0.015	Constituent of 66S pre-ribosomal particles
YGR251W	−0.6486	1.06E−04	0.016	Essential protein required for maturation of 18S rRNA
CUP1-1	−0.6475	1.10E−04	0.016	Metallothionein
YPL080C	−0.6437	1.24E−04	0.017	Dubious open reading frame unlikely to encode a protein
PIN2	−0.6419	1.32E−04	0.017	Protein that induces appearance of [PIN+] prion when overproduced
BSC4	−0.6406	1.37E−04	0.017	Protein of unknown function
CSM2	−0.6397	1.41E−04	0.017	Protein required for accurate chromosome segregation during meiosis
YMR086W	−0.6392	1.43E−04	0.017	Protein of unknown function that may interact with ribosomes
YEL077C	−0.6386	1.46E−04	0.017	Helicase-like protein encoded within the telomeric Y element
COX16	−0.6357	1.60E−04	0.018	Mitochondrial inner membrane protein
YLL066C	−0.6352	1.62E−04	0.018	Putative protein of unknown function with similarity to helicases
OXR1	−0.6348	1.64E−04	0.018	Protein of unknown function required for normal levels of resistance to oxidative damage
YRF1-6	−0.6328	1.75E−04	0.018	Helicase encoded by the Y element of subtelomeric regions
YML133C	−0.629	1.97E−04	0.02	Putative protein of unknown function with similarity to helicases
DAL81	−0.6285	2.00E−04	0.02	Positive regulator of genes in multiple nitrogen degradation pathways
TOA1	−0.6268	2.11E−04	0.02	TFIIA large subunit
MDM12	−0.6254	2.19E−04	0.02	Mitochondrial outer membrane protein
CDC12	−0.6248	2.24E−04	0.02	Component of the septin ring of the mother-bud neck that is required for cytokinesis
YMR306C-A	−0.619	2.66E−04	0.022	Dubious open reading frame unlikely to encode a functional protein
VPS24	−0.6174	2.78E−04	0.023	One of four subunits of the endosomal sorting complex required for transport III (ESCRT-III)
DDC1	−0.6154	2.95E−04	0.024	DNA damage checkpoint protein
ATH1	−0.6139	3.09E−04	0.025	Acid trehalase required for utilization of extracellular trehalose
KES1	−0.6127	3.19E−04	0.025	Member of the oxysterol binding protein family
MEC3	−0.611	3.36E−04	0.025	DNA damage and meiotic pachytene checkpoint protein
PUP1	−0.6075	3.71E−04	0.027	Endopeptidase with trypsin-like activity that cleaves after basic residues
YDL173W	−0.6038	4.11E−04	0.029	Putative protein of unknown function
SPG1	−0.6028	4.23E−04	0.03	Protein required for survival at high temperature during stationary phase
Spearman correlations relative to R_50_				
THI3	0.7442	5.30E−06	0.003	Probable alpha-ketoisocaproate decarboxylase
THI4	0.7228	1.18E−05	0.006	Thiazole synthase
ACT1	0.7201	1.31E−05	0.006	Actin
SCW4	0.7152	1.57E−05	0.006	Cell wall protein with similarity to glucanases
YLR444C	0.7063	2.19E−05	0.007	Dubious open reading frame unlikely to encode a functional protein
HPA3	0.7032	2.45E−05	0.007	D-Amino acid N-acetyltransferase
SNG1	0.6866	2.79E−05	0.007	Protein involved in nitrosoguanidine (MNNG) resistance
TIM21	0.6845	4.75E−05	0.01	Constituent of the mitochondrial inner membrane presequence translocase (TIM23 complex)
PRE1	0.6783	5.87E−05	0.011	Beta 4 subunit of the 20S proteasome
PET18	0.6747	6.61E−05	0.012	Protein required for respiratory growth and stability of the mitochondrial genome
MAP1	0.6556	1.22E−04	0.018	Methionine aminopeptidase
MAE1	0.6534	1.31E−04	0.018	Mitochondrial malic enzyme
MEP2	0.6525	1.34E−04	0.018	Ammonium permease involved in regulation of pseudohyphal growth
YNR048W	0.6463	1.62E−04	0.021	Protein proposed to interact with phospholipid translocases
ERG20	0.6449	1.69E−04	0.021	Farnesyl pyrophosphate synthetase
LYS9	0.6387	2.03E−04	0.024	Saccharopine dehydrogenase (NADP+)
TPK1	0.6356	2.22E−04	0.025	cAMP-dependent protein kinase catalytic subunit
YAR069C	0.6343	2.31E−04	0.025	Dubious open reading frame unlikely to encode a protein
BUD31	0.6343	2.31E−04	0.025	Protein involved in bud-site selection
ARC1	0.6307	2.56E−04	0.025	Protein that binds tRNA and methionyl- and glutamyl-tRNA synthetases (Mes1p and Gus1p)
PAU1	0.6294	2.65E−04	0.025	Part of 23-member seripauperin multigene family encoded mainly in subtelomeric regions
YLR179C	0.6294	2.65E−04	0.025	Protein of unknown function
CDC45	0.6249	3.01E−04	0.027	DNA replication initiation factor
RPS21A	0.6236	3.12E−04	0.027	Protein component of the small (40S) ribosomal subunit
SOL2	0.6218	3.28E−04	0.028	Protein with a possible role in tRNA export
SSZ1	0.6151	3.93E−04	0.032	Hsp70 protein that interacts with Zuo1p (a DnaJ homolog) to form a ribosome-associated complex that binds the ribosome via the Zuo1p subunit
CDC7	0.6036	5.35E−04	0.038	DDK (Dbf4-dependent kinase) catalytic subunit required for firing origins and replication fork progression in mitosis through phosphorylation of Mcm2-7p complexes and Cdc45p
DRN1	0.6031	5.41E−04	0.038	Putative debranching enzyme associated ribonuclease
JSN1	0.6013	5.66E−04	0.04	Member of the Puf family of RNA-binding proteins
TVP23	−0.7913	1.42E−06	0.002	Integral membrane protein localized to late Golgi vesicles along with the v-SNARE Tlg2p
SPC1	−0.7878	1.51E−06	0.002	Subunit of the signal peptidase complex (SPC)
GCN3	−0.7709	2.21E−06	0.002	Alpha subunit of the translation initiation factor eIF2B
CUP1-2	−0.7677	2.42E−06	0.002	Metallothionein
YLL032C	−0.7602	3.04E−06	0.002	Protein of unknown function that may interact with ribosomes
HSP30	−0.7595	1.14E−06	0.002	Hydrophobic plasma membrane localized
CUP1-1	−0.7179	1.42E−05	0.006	Metallothionein
APM1	−0.7126	1.74E−05	0.006	Mu1-like medium subunit of the clathrin-associated protein complex (AP-1)
Q0182	−0.7006	2.70E−05	0.007	Dubious open reading frame unlikely to encode a protein
HSP12	−0.6988	2.88E−05	0.007	Plasma membrane localized protein that protects membranes from desiccation
ATG1	−0.693	3.54E−05	0.008	Protein ser/thr kinase required for vesicle formation in autophagy and the cytoplasm-to-vacuole targeting (Cvt) pathway
GND2	−0.693	3.54E−05	0.008	6-phosphogluconate dehydrogenase (decarboxylating)
ATC1	−0.6814	5.28E−05	0.011	Nuclear protein
YGR026W	−0.6814	5.28E−05	0.011	Putative protein of unknown function
YEL077C	−0.6756	6.41E−05	0.012	Helicase-like protein encoded within the telomeric Y element
CRS5	−0.6659	8.83E−05	0.014	Copper-binding metallothionein
RHO5	−0.6641	9.35E−05	0.015	Nonessential small GTPase of the Rho/Rac subfamily of Ras-like proteins
SPG1	−0.659	7.49E−05	0.013	Protein required for survival at high temperature during stationary phase
SPS100	−0.6512	1.40E−04	0.019	Protein required for spore wall maturation
YOR277C	−0.6412	1.34E−04	0.018	Dubious open reading frame unlikely to encode a protein
YOL014W	−0.6409	1.90E−04	0.023	Putative protein of unknown function
SSA4	−0.6343	2.31E−04	0.025	Heat shock protein that is highly induced upon stress
ADA2	−0.632	2.46E−04	0.025	Transcription coactivator
PIB2	−0.6298	2.62E−04	0.025	Protein binding phosphatidylinositol 3-phosphate
YNR047W	−0.6249	3.01E−04	0.027	Putative protein kinase that
INP53	−0.6249	3.01E−04	0.027	Polyphosphatidylinositol phosphatase
YPC1	−0.6218	3.28E−04	0.028	Alkaline ceramidase that also has reverse (CoA-independent) ceramide synthase activity
YJL114W	−0.6165	3.79E−04	0.031	Retrotransposon TYA Gag gene cotranscribed with TYB Pol
HXT8	−0.6102	4.49E−04	0.035	Protein of unknown function with similarity to hexose transporter family members
CYC1	−0.6085	4.70E−04	0.036	Cytochrome c
CTT1	−0.6067	4.93E−04	0.037	Cytosolic catalase T
ATP6	−0.605	3.98E−04	0.032	Mitochondrially encoded subunit a of the F0 sector of mitochondrial F1F0 ATP synthase
FCP1	−0.6049	5.16E−04	0.038	Carboxy-terminal domain (CTD) phosphatase
Spearman correlations relative to R_70_				
THI3	0.8427	5.18E−09	0	Probable alpha-ketoisocaproate decarboxylase
YLR444C	0.8028	9.39E−08	0	Dubious open reading frame unlikely to encode a functional protein
THI4	0.7817	3.40E−07	0	Thiazole synthase
RPS21A	0.7759	4.71E−07	0	Protein component of the small (40S) ribosomal subunit
PET18	0.7483	1.99E−06	0.001	Protein required for respiratory growth and stability of the mitochondrial genome
TPK1	0.7468	2.14E−06	0.001	cAMP-dependent protein kinase catalytic subunit
SCW4	0.7452	2.31E−06	0.001	Cell wall protein with similarity to glucanases
ACT1	0.741	2.83E−06	0.001	Actin
HPA3	0.7243	6.04E−06	0.001	D-Amino acid N-acetyltransferase
ERG20	0.7227	6.47E−06	0.001	Farnesyl pyrophosphate synthetase
TIM21	0.7165	8.45E−06	0.001	Constituent of the mitochondrial inner membrane presequence translocase (TIM23 complex)
DRN1	0.7112	1.06E−05	0.001	Putative debranching enzyme associated ribonuclease
PRE1	0.7109	1.07E−05	0.001	Beta 4 subunit of the 20S proteasome
YAR069C	0.6963	1.93E−05	0.002	Dubious open reading frame unlikely to encode a protein
ARR1	0.6951	2.02E−05	0.002	Transcriptional activator of the basic leucine zipper (bZIP) family
RPL14B	0.694	2.10E−05	0.002	Protein component of the large (60S) ribosomal subunit
CCT7	0.6931	2.18E−05	0.002	Subunit of the cytosolic chaperonin Cct ring complex
MAP1	0.6931	2.18E−05	0.002	Methionine aminopeptidase
RPL14A	0.6916	2.31E−05	0.002	N-terminally acetylated protein component of the large (60S) ribosomal subunit
CDC7	0.6871	2.74E−05	0.003	DDK (Dbf4-dependent kinase) catalytic subunit required for firing origins and replication fork progression in mitosis through phosphorylation of Mcm2-7p complexes and Cdc45p
BUD31	0.6862	2.83E−05	0.003	Protein involved in bud-site selection
LYS9	0.6851	2.95E−05	0.003	Saccharopine dehydrogenase (NADP+)
PDC5	0.6836	3.13E−05	0.003	Minor isoform of pyruvate decarboxylase
YLR179C	0.6836	3.13E−05	0.003	Protein of unknown function
SSZ1	0.6785	3.78E−05	0.003	Hsp70 protein that interacts with Zuo1p (a DnaJ homolog) to form a ribosome-associated complex that binds the ribosome via the Zuo1p subunit
CTS1	0.6707	5.00E−05	0.004	Endochitinase
YHB1	0.6575	7.87E−05	0.006	Nitric oxide oxidoreductase
HTA1	0.6569	8.05E−05	0.006	Histone H2A
POL30	0.6551	8.55E−05	0.006	Proliferating cell nuclear antigen (PCNA)
STR3	0.6547	8.68E−05	0.006	Cystathionine beta-lyase
VPS66	0.6493	1.04E−04	0.007	Cytoplasmic protein of unknown function involved in vacuolar protein sorting.
RPS10A	0.6455	1.17E−04	0.008	Protein component of the small (40S) ribosomal subunit
CYS4	0.6429	1.28E−04	0.008	Cystathionine beta-synthase
ARC19	0.6391	1.44E−04	0.009	Subunit of the ARP2/3 complex
HYP2	0.6375	1.51E−04	0.009	Translation initiation factor eIF-5A
RPL25	0.6373	1.52E−04	0.009	Primary rRNA-binding ribosomal protein component of the large (60S) ribosomal subunit
YNR048W	0.6326	1.76E−04	0.01	Protein proposed to interact with phospholipid translocases
CHO2	0.6315	1.82E−04	0.01	Phosphatidylethanolamine methyltransferase (PEMT)
THI21	0.6271	2.09E−04	0.011	Hydroxymethylpyrimidine phosphate kinase
RSC58	0.6242	2.27E−04	0.012	Component of the RSC chromatin remodeling complex
GFA1	0.6228	2.37E−04	0.012	Glutamine-fructose-6-phosphate amidotransferase
GEA1	0.619	2.65E−04	0.014	Guanine nucleotide exchange factor for ADP ribosylation factors (ARF)
SMF3	0.6177	2.76E−04	0.014	Putative divalent metal ion transporter involved in iron homeostasis
ZEO1	0.6153	2.96E−04	0.015	Peripheral membrane protein of the plasma membrane that interacts with Mid2p
DAL7	0.6128	3.18E−04	0.015	Malate synthase
ADH7	0.6117	3.29E−04	0.016	NADPH-dependent medium chain alcohol dehydrogenase with broad substrate specificity
LYS12	0.6095	3.50E−04	0.016	Homo-isocitrate dehydrogenase
JSN1	0.6075	3.71E−04	0.017	Member of the Puf family of RNA-binding proteins
YOX1	0.605	3.97E−04	0.018	Homeodomain-containing transcriptional repressor
CTA1	0.6046	4.02E−04	0.018	Catalase A
SPC1	−0.8714	3.72E−10	0	Subunit of the signal peptidase complex (SPC)
HSP30	−0.8505	2.66E−09	0	Hydrophobic plasma membrane localized
GCN3	−0.844	4.64E−09	0	Alpha subunit of the translation initiation factor eIF2B
TVP23	−0.824	2.21E−08	0	Integral membrane protein localized to late Golgi vesicles along with the v-SNARE Tlg2p
HSP12	−0.8238	2.24E−08	0	Plasma membrane localized protein that protects membranes from desiccation
ATG1	−0.8129	4.84E−08	0	Protein ser/thr kinase required for vesicle formation in autophagy and the cytoplasm-to-vacuole targeting (Cvt) pathway
GND2	−0.8033	9.13E−08	0	6-phosphogluconate dehydrogenase (decarboxylating)
SPS100	−0.7748	5.01E−07	0	Protein required for spore wall maturation
CRS5	−0.7639	9.03E−07	0	Copper-binding metallothionein
CUP1-2	−0.7632	9.35E−07	0	Metallothionein
Q0182	−0.7597	1.12E−06	0	Dubious open reading frame unlikely to encode a protein
CTT1	−0.7352	3.70E−06	0.001	Cytosolic catalase T
YLL032C	−0.7308	4.53E−06	0.001	Protein of unknown function that may interact with ribosomes
MSC1	−0.7295	4.80E−06	0.001	Protein of unknown function
SSA4	−0.7232	6.34E−06	0.001	Heat shock protein that is highly induced upon stress
INP53	−0.7212	6.92E−06	0.001	Polyphosphatidylinositol phosphatase
RHO5	−0.7172	8.22E−06	0.001	Nonessential small GTPase of the Rho/Rac subfamily of Ras-like proteins
ATP3	−0.7136	9.55E−06	0.001	Gamma subunit of the F1 sector of mitochondrial F1F0 ATP synthase
CUP1-1	−0.7127	9.91E−06	0.001	Metallothionein
ADA2	−0.7094	1.14E−05	0.002	Transcription coactivator
YPC1	−0.6983	1.78E−05	0.002	Alkaline ceramidase that also has reverse (CoA-independent) ceramide synthase activity
NCE102	−0.694	2.10E−05	0.002	Protein of unknown function
DDR2	−0.6931	2.18E−05	0.002	Multistress response protein
YJL114W	−0.6905	2.41E−05	0.002	Retrotransposon TYA Gag gene cotranscribed with TYB Pol
UFD1	−0.6891	2.54E−05	0.003	Protein that interacts with Cdc48p and Npl4p
ATP6	−0.6831	3.19E−05	0.003	Mitochondrially encoded subunit a of the F0 sector of mitochondrial F1F0 ATP synthase
APM1	−0.6814	3.40E−05	0.003	Mu1-like medium subunit of the clathrin-associated protein complex (AP-1)
HXT8	−0.672	4.77E−05	0.004	Protein of unknown function with similarity to hexose transporter family members
PMP3	−0.668	5.49E−05	0.004	Small plasma membrane protein related to a family of plant polypeptides that are overexpressed under high salt concentration or low temperature
FCP1	−0.6535	9.01E−05	0.007	Carboxy-terminal domain (CTD) phosphatase
YNR047W	−0.6529	9.21E−05	0.007	Putative protein kinase that
ATC1	−0.6509	9.84E−05	0.007	Nuclear protein
NDD1	−0.6504	9.98E−05	0.007	Transcriptional activator essential for nuclear division
SIP18	−0.6498	1.02E−04	0.007	Protein of unknown function whose expression is induced by osmotic stress
HXT13	−0.646	1.15E−04	0.008	Hexose transporter
CYC1	−0.6455	1.17E−04	0.008	Cytochrome c
YGR026W	−0.6449	1.20E−04	0.008	Putative protein of unknown function
SME1	−0.6386	1.46E−04	0.009	Core Sm protein Sm E
YLR132C	−0.6353	1.62E−04	0.01	Essential protein of unknown function
TOM7	−0.634	1.69E−04	0.01	Component of the TOM (translocase of outer membrane) complex responsible for recognition and initial import steps for all mitochondrially directed proteins
YNL190W	−0.63	1.91E−04	0.011	Cell wall protein of unknown function
TRP4	−0.6282	2.02E−04	0.011	Anthranilate phosphoribosyl transferase of the tryptophan biosynthetic pathway
SFT1	−0.6226	2.39E−04	0.012	Intra-Golgi v-SNARE
COB	−0.6199	2.58E−04	0.013	Cytochrome b, mitochondrially encoded subunit of the ubiquinol-cytochrome c reductase complex which includes Cobp
PGD1	−0.6155	2.94E−04	0.015	Subunit of the RNA polymerase II mediator complex
DCS2	−0.6142	3.06E−04	0.015	Nonessential
GIS3	−0.6121	3.24E−04	0.016	Protein of unknown function
YBR013C	−0.6086	3.59E−04	0.016	Putative protein of unknown function
NSR1	−0.6086	3.59E−04	0.016	Nucleolar protein that binds nuclear localization sequences
YOR277C	−0.6029	4.22E−04	0.019	Dubious open reading frame unlikely to encode a protein
FCY1	−0.6026	4.25E−04	0.019	Cytosine deaminase
JJJ2	−0.6012	4.42E−04	0.019	Protein of unknown function
Spearman correlations relative to F_d_				
CUP1-2	0.8062	7.56E−08	0.0003	Metallothionein
CUP1-1	0.7866	2.56E−07	0.0004	Metallothionein
YLL032C	0.7857	2.69E−07	0.0004	Protein of unknown function that may interact with ribosomes
APM1	0.777	4.43E−07	0.0005	Mu1-like medium subunit of the clathrin-associated protein complex (AP-1)
SPC1	0.7372	3.38E−06	0.0028	Subunit of the signal peptidase complex (SPC)
TVP23	0.7336	3.98E−06	0.0028	Integral membrane protein localized to late Golgi vesicles along with the v-SNARE Tlg2p
GCN3	0.7309	4.49E−06	0.0028	Alpha subunit of the translation initiation factor eIF2B
ATG1	0.7051	1.36E−05	0.006	Protein ser/thr kinase required for vesicle formation in autophagy and the cytoplasm-to-vacuole targeting (Cvt) pathway
HSP12	0.696	1.95E−05	0.006	Plasma membrane localized protein that protects membranes from desiccation
HSP30	0.695	2.02E−05	0.006	Hydrophobic plasma membrane localized
SPG1	0.6903	2.43E−05	0.0065	Protein required for survival at high temperature during stationary phase
ADA2	0.6884	2.61E−05	0.0065	Transcription coactivator
GND2	0.6797	3.61E−05	0.0076	6-phosphogluconate dehydrogenase (decarboxylating)
SSA4	0.6626	6.63E−05	0.0127	Heat shock protein that is highly induced upon stress
CYC1	0.6566	8.14E−05	0.0133	Cytochrome c
SPT7	0.6535	9.03E−05	0.0137	Subunit of the SAGA transcriptional regulatory complex
YHR219W	0.651	9.79E−05	0.0137	Putative protein of unknown function with similarity to helicases
YNL108C	0.6492	1.04E−04	0.0138	Putative protein of unknown function with similarity to Tfc7p and prokaryotic phosphotransfer enzymes
YPL108W	0.6466	1.13E−04	0.0147	Cytoplasmic protein of unknown function
YOR277C	0.6453	1.18E−04	0.0147	Dubious open reading frame unlikely to encode a protein
YGR026W	0.6434	1.25E−04	0.0147	Putative protein of unknown function
SIP18	0.6434	1.25E−04	0.0147	Protein of unknown function whose expression is induced by osmotic stress
Q0182	0.6417	1.33E−04	0.0148	Dubious open reading frame unlikely to encode a protein
OXR1	0.6358	1.59E−04	0.0171	Protein of unknown function required for normal levels of resistance to oxidative damage
SMD2	0.6343	1.67E−04	0.0175	Core Sm protein Sm D2
FCP1	0.6301	1.90E−04	0.0192	Carboxy-terminal domain (CTD) phosphatase
SMA1	0.6294	1.94E−04	0.0192	Protein of unknown function involved in the assembly of the prospore membrane during sporulation
YBL113C	0.6287	1.98E−04	0.0192	Helicase-like protein encoded within the telomeric Y element
YJL114W	0.6274	2.07E−04	0.0193	Retrotransposon TYA Gag gene cotranscribed with TYB Pol
INP53	0.621	2.51E−04	0.0221	Polyphosphatidylinositol phosphatase
CRS5	0.6198	2.59E−04	0.0221	Copper-binding metallothionein
SKS1	0.6196	2.61E−04	0.0221	Putative serine/threonine protein kinase
POP6	0.6161	2.90E−04	0.0221	Subunit of both RNase MRP
GIS3	0.6147	3.01E−04	0.0221	Protein of unknown function
FMP48	0.6143	3.05E−04	0.0221	Putative protein of unknown function
YHR097C	0.6143	3.05E−04	0.0221	Putative protein of unknown function
RHO5	0.6143	3.05E−04	0.0221	Nonessential small GTPase of the Rho/Rac subfamily of Ras-like proteins
TMA23	0.614	3.07E−04	0.0221	Nucleolar protein of unknown function implicated in ribosome biogenesis
YGL117W	0.6103	3.42E−04	0.0227	Putative protein of unknown function
SFT1	0.6103	3.42E−04	0.0227	Intra-Golgi v-SNARE
SPS100	0.6089	3.56E−04	0.0227	Protein required for spore wall maturation
MSC1	0.6079	3.66E−04	0.0227	Protein of unknown function
ALG11	0.602	4.32E−04	0.024	Alpha-1
SME1	0.602	4.32E−04	0.024	Core Sm protein Sm E
YDL144C	0.6018	4.35E−04	0.024	Putative protein of unknown function
DCS2	0.6016	4.37E−04	0.024	Nonessential
YOL014W	0.6009	4.46E−04	0.0241	Putative protein of unknown function
YJL156W-A	0.6005	4.51E−04	0.0241	Dubious open reading frame unlikely to encode a protein
THI3	−0.714	9.39E−06	0.0052	Probable alpha-ketoisocaproate decarboxylase
SCW4	−0.7056	1.33E−05	0.006	Cell wall protein with similarity to glucanases
TIM21	−0.6984	1.77E−05	0.006	Constituent of the mitochondrial inner membrane presequence translocase (TIM23 complex)
TPK1	−0.6953	2.00E−05	0.006	cAMP-dependent protein kinase catalytic subunit
SNG1	−0.6947	2.05E−05	0.006	Protein involved in nitrosoguanidine (MNNG) resistance
THI4	−0.6877	2.68E−05	0.0065	Thiazole synthase
YLR444C	−0.6862	2.84E−05	0.0066	Dubious open reading frame unlikely to encode a functional protein
PUT1	−0.6815	3.38E−05	0.0074	Proline oxidase
ACT1	−0.6739	4.45E−05	0.0089	Actin
MEP2	−0.661	7.00E−05	0.0128	Ammonium permease involved in regulation of pseudohyphal growth
HPA3	−0.6588	7.55E−05	0.0133	D-Amino acid N-acetyltransferase
RPS21A	−0.6577	7.84E−05	0.0133	Protein component of the small (40S) ribosomal subunit
DAN2	−0.6543	8.77E−05	0.0137	Cell wall mannoprotein with similarity to Tir1p
BUD31	−0.6515	9.65E−05	0.0137	Protein involved in bud-site selection
YLR179C	−0.6506	9.94E−05	0.0137	Protein of unknown function
PET18	−0.643	1.27E−04	0.0147	Protein required for respiratory growth and stability of the mitochondrial genome
ARC1	−0.6412	1.35E−04	0.0148	Protein that binds tRNA and methionyl- and glutamyl-tRNA synthetases (Mes1p and Gus1p)
PAU1	−0.6283	2.01E−04	0.0192	Part of 23-member seripauperin multigene family encoded mainly in subtelomeric regions
HRT3	−0.6221	2.43E−04	0.0221	Putative SCF-ubiquitin ligase F-box protein
CDC7	−0.6192	2.64E−04	0.0221	DDK (Dbf4-dependent kinase) catalytic subunit required for firing origins and replication fork progression in mitosis through phosphorylation of Mcm2-7p complexes and Cdc45p
RNR2	−0.6187	2.68E−04	0.0221	Ribonucleotide-diphosphate reductase (RNR)
YIL067C	−0.6183	2.71E−04	0.0221	Uncharacterized protein of unknown function
PRE1	−0.614	3.07E−04	0.0221	Beta 4 subunit of the 20S proteasome
URA7	−0.6118	3.27E−04	0.0227	Major CTP synthase isozyme (see also URA8)
DBP5	−0.6105	3.40E−04	0.0227	Cytoplasmic ATP-dependent RNA helicase of the DEAD-box family involved in mRNA export from the nucleus
PAU7	−0.6092	3.53E−04	0.0227	Part of 23-member seripauperin multigene family
ERG20	−0.6089	3.56E−04	0.0227	Farnesyl pyrophosphate synthetase
YAR069C	−0.6087	3.58E−04	0.0227	Dubious open reading frame unlikely to encode a protein
JSN1	−0.6083	3.63E−04	0.0227	Member of the Puf family of RNA-binding proteins
RPL23B	−0.6072	3.73E−04	0.0228	Protein component of the large (60S) ribosomal subunit
CHO2	−0.6045	4.03E−04	0.024	Phosphatidylethanolamine methyltransferase (PEMT)
CDC45	−0.6034	4.16E−04	0.024	DNA replication initiation factor
YNR048W	−0.6031	4.19E−04	0.024	Protein proposed to interact with phospholipid translocases
SOL2	−0.6016	4.37E−04	0.024	Protein with a possible role in tRNA export
GLN1	−0.6	4.57E−04	0.0241	Glutamine synthetase (GS)
Spearman correlations relative to N_ass_				
PAU7	0.6761	6.32E−05	0.019	Part of 23-member seripauperin multigene family
SNG1	0.6568	8.07E−05	0.019	Protein involved in nitrosoguanidine (MNNG) resistance
PUT1	0.6556	1.22E−04	0.023	Proline oxidase
DAN2	0.6547	1.25E−04	0.023	Cell wall mannoprotein with similarity to Tir1p
PAU8	0.6383	2.06E−04	0.027	Hypothetical protein
MEP2	0.6383	2.06E−04	0.027	Ammonium permease involved in regulation of pseudohyphal growth
PLB2	0.6245	3.05E−04	0.033	Phospholipase B (lysophospholipase) involved in phospholipid metabolism
LHP1	0.6214	3.32E−04	0.034	RNA binding protein required for maturation of tRNA and U6 snRNA precursors
PAU13	0.6182	3.62E−04	0.034	Putative protein of unknown function
PAU1	0.6182	3.62E−04	0.034	Part of 23-member seripauperin multigene family encoded mainly in subtelomeric regions
MOG1	0.6151	3.93E−04	0.034	Conserved nuclear protein that interacts with GTP-Gsp1p
PAU14	0.6142	4.03E−04	0.034	Hypothetical protein
PAU4	0.6133	4.13E−04	0.034	Part of 23-member seripauperin multigene family encoded mainly in subtelomeric regions
SRB7	0.6125	4.23E−04	0.034	Subunit of the RNA polymerase II mediator complex
PAU10	0.6071	4.87E−04	0.038	Hypothetical protein
CBR1	0.6027	5.47E−04	0.038	Microsomal cytochrome b reductase
YBR016W	0.6018	5.60E−04	0.038	Plasma membrane protein of unknown function
PEX29	0.6009	5.73E−04	0.039	Peroxisomal integral membrane peroxin
YKL050C	−0.8091	1.11E−06	0.005	Protein of unknown function
MRS1	−0.7499	4.30E−06	0.009	Protein required for the splicing of two mitochondrial group I introns (BI3 in COB and AI5beta in COX1)
YBL113C	−0.7344	7.64E−06	0.01	Helicase-like protein encoded within the telomeric Y element
YHR097C	−0.7286	9.51E−06	0.01	Putative protein of unknown function
YJL225C	−0.7152	1.57E−05	0.014	Putative protein of unknown function
YMR086W	−0.709	1.98E−05	0.015	Protein of unknown function that may interact with ribosomes
YGR251W	−0.6974	3.02E−05	0.018	Essential protein required for maturation of 18S rRNA
COX16	−0.6948	3.32E−05	0.018	Mitochondrial inner membrane protein
TOA1	−0.6881	4.20E−05	0.019	TFIIA large subunit
YPL080C	−0.6823	5.12E−05	0.019	Dubious open reading frame unlikely to encode a protein
PEX14	−0.6796	5.61E−05	0.019	Peroxisomal membrane peroxin that is a central component of the peroxisomal protein import machinery
DDC1	−0.6739	6.80E−05	0.019	DNA damage checkpoint protein
YRF1-3	−0.6734	6.90E−05	0.019	Helicase encoded by the Y element of subtelomeric regions
YLL066C	−0.6707	7.54E−05	0.019	Putative protein of unknown function with similarity to helicases
YLR326W	−0.669	7.99E−05	0.019	Putative protein of unknown function
TMA23	−0.6672	8.46E−05	0.019	Nucleolar protein of unknown function implicated in ribosome biogenesis
PHM7	−0.6659	8.83E−05	0.019	Protein of unknown function
IES5	−0.6637	6.38E−05	0.019	Protein that associates with the INO80 chromatin remodeling complex under low-salt conditions
NSA1	−0.6636	9.48E−05	0.019	Constituent of 66S pre-ribosomal particles
MTF1	−0.6515	9.65E−05	0.019	Mitochondrial RNA polymerase
YMR244C-A	−0.6507	1.42E−04	0.023	Putative protein of unknown function
MDM12	−0.6503	1.44E−04	0.023	Mitochondrial outer membrane protein
YMR306C-A	−0.6489	1.50E−04	0.023	Dubious open reading frame unlikely to encode a functional protein
ERG24	−0.6489	1.50E−04	0.023	C-14 sterol reductase
ENP2	−0.6485	1.52E−04	0.023	Essential nucleolar protein of unknown function
AIM23	−0.6458	1.64E−04	0.024	Putative protein of unknown function
YHR219W	−0.6392	2.00E−04	0.027	Putative protein of unknown function with similarity to helicases
YDL173W	−0.6374	2.11E−04	0.027	Putative protein of unknown function
VOA1	−0.6352	2.25E−04	0.027	Putative protein of unknown function
CUE5	−0.6352	2.25E−04	0.027	Protein containing a CUE domain that binds ubiquitin
YOR021C	−0.6316	2.49E−04	0.029	Putative protein of unknown function
YAR028W	−0.6298	2.62E−04	0.03	Putative integral membrane protein
GFD1	−0.6267	2.86E−04	0.031	Coiled-coiled protein of unknown function
JID1	−0.6263	2.14E−04	0.027	Probable Hsp40p cochaperone
SCM3	−0.6209	3.36E−04	0.034	Nonhistone component of centromeric chromatin that binds stoichiometrically to CenH3-H4 histones
YLR363W-A	−0.6205	3.40E−04	0.034	Putative protein of unknown function
YOR289W	−0.616	3.84E−04	0.034	Putative protein of unknown function
IRC25	−0.6147	3.98E−04	0.034	Component of a heterodimeric Poc4p-Irc25p chaperone involved in assembly of alpha subunits into the 20S proteasome
TPK3	−0.6142	4.03E−04	0.034	cAMP-dependent protein kinase catalytic subunit
HCA4	−0.6133	4.13E−04	0.034	Putative nucleolar DEAD box RNA helicase
SGF11	−0.6102	4.49E−04	0.036	Integral subunit of SAGA histone acetyltransferase complex
YRF1-8	−0.608	4.76E−04	0.037	One of several telomeric Y element-encoded DNA helicases
CUS1	−0.6044	5.22E−04	0.038	Protein required for assembly of U2 snRNP into the spliceosome
GLC8	−0.6031	5.41E−04	0.038	Regulatory subunit of protein phosphatase 1 (Glc7p)
YML133C	−0.6027	5.47E−04	0.038	Putative protein of unknown function with similarity to helicases
SPO13	−0.6018	5.60E−04	0.038	Meiosis-specific protein
ELA1	−0.6004	5.79E−04	0.039	Elongin A

For each gene, the *P* value, the adjusted *P* value (Benjamini and Hochberg adjustment), and function are indicated.

### Marker map construction and identification of QTL for fermentation parameters

To genotype the entire population of this study, we hybridized the genomic DNA of the 30 segregants and parental strains on high-density olignonucleotide microarrays Affymetrix YGS98 (Winzeler *et al.* 1998). Using the genome sequences of the two strains, we obtained a dense coverage of the genome with 1834 physical markers and an average spacing of 6.6 kbp between each marker (Figure S5). The markers are expected to be reliable as we checked that each marker corresponded to a SNP in the genome sequence of the strain 59A. The coverage of the genome was rather homogeneous, with only few gaps on chromosome III and on the right arm of chromosome XIV. These regions of low coverage also have low SNP density that may explain the reduced frequency of markers (see Gbrowse at http://genome.jouy.inra.fr/genyeastrait/). The distribution of the markers in the 30 segregants was used to build a recombination map (Figure S6). Only very few chromosomes did not display crossover. We used the single tetrad to estimate the number of crossovers and found a frequency of 70 crossovers per meiosis, a number close to previous reports (Brem *et al.* 2002; Cubillos *et al.* 2011). The parental genomes markers were evenly distributed in the population, with 49.8% originating from the strain 59A and 50.2% from S288C.

We then used these markers to map QTL for the different fermentation and metabolic parameters using an interval mapping approach (see *Materials and Methods*). We obtained a significant LOD score threshold for six different phenotypes. QTL were detected for R_max_ on chromosome XIV, for the cell population C_p_ on chromosome XVI, for the assimilated nitrogen N_ass_ on chromosome XIV, and for the fermentation duration F_d_ and R_70_ on chromosome II (Figure 3). A QTL for metabolite levels was found only for succinate production with a clear QTL located on chromosome XIV and one additional potential QTL, with a LOD score below the threshold, on chromosome II (Figure 3). We observed that QTL for various fermentation traits overlapped (Table 2). This concerned a QTL for the maximum fermentation rate and a QTL for the assimilated nitrogen that overlapped in a 37.5 kb region on chromosome XIV (664875 kb to 702375 kb). These results are consistent with the previous PCA results that highlighted relationships between nitrogen utilization N_ass_ and R_max_ (Figure 2). Two other parameters, R_70_ and F_d_, mapped to a common region on chromosome II, whereas R_50_ and succinate production had a potential linkage on the same region with a LOD score just below the threshold. Careful examination of the LOD score profiles suggests that the QTL for succinate is distinct from the R_70_ QTL (Figure S7). The overlap of QTL for R_70_, R_50_, and F_d_ is consistent with the known correlations between these parameters.

**Figure 3:**
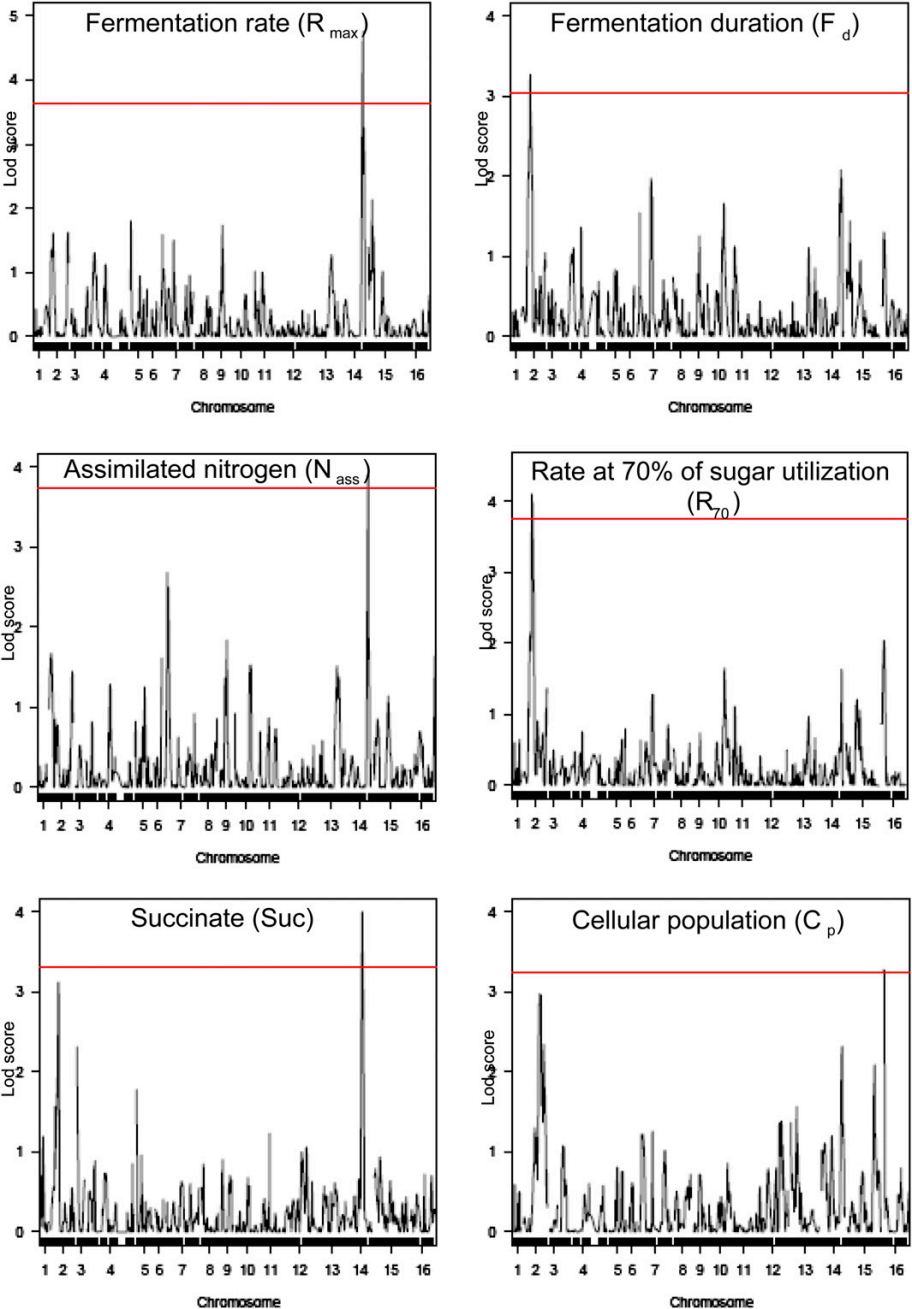
QTL mapping of kinetics traits and succinate production. The concatenated chromosomes are displayed on the X-axis and LOD score values on the Y-axis. The significant LOD score thresholds are indicated by a red line. Each peak of the LOD curve corresponds to the LOD value of linkage between a marker located in the X position and the value of each trait. Further details of QTL are in Table 2.

**Table 2:** Chromosomal location and size of the different phenotypic QTL

Traits	Chromosome	Size (kb)	Start Position (pb)	End Position (pb)	LOD Threshold	LOD Score
R_max_	XIV	37.50	664875	702375	3.64	4.76
N_ass_	XIV	37.50	664875	702375	3.73	3.91
F_d_	II	69.74	246162	315903	3.05	3.27
R_50_	II	69.74	246162	315903	3.74	3.11
Succinate	II	43.58	227328	270903	3.31	3.12
R_70_	II	60.00	263403	323403	3.75	4.1
C_p_	XVI	37.16	25617	62772	3.24	3.27
Succinate	XIV	60.00	447375	507375	3.31	4.01

The gray colors in the table indicate QTL that are overlapping. The first group of overlapping QTL, which is located on chromosome XIV, involved the maximum fermentation rate variation (R_max_) and nitrogen assimilation (N_ass_). The other group, which is localized on chromosome II, involves four traits as the succinate production, the fermentation duration, and the fermentation rate at 50% and 70% of sugar consumption. Two QTL mentioned (R_50_ and succinate on chromosome II) have a maximum LOD score just below the threshold but are conserved because they overlap with F_d_ and R_70_ QTL on chromosome II.

### Identification of expression QTL

In parallel, to identify loci controlling gene expression, the yeast genome was scanned for markers by gene expression linkages. We treated the expression signals from the whole data set of 4398 genes as quantitative traits without additional filtering and subjected them to linkage analysis using the set of markers. In doing so, a test statistic evaluating each marker-by-gene association was computed to detect the number of eQTL with different LOD score thresholds. For each significance threshold we then estimated a corresponding FDR using a permutation approach (see *Materials and Methods*). Depending on the LOD score threshold used, we could detect from 92 to 897 eQTL. Ninety-two eQTL were detected with a LOD score threshold of 4.5 (FDR of 0.26). A less stringent LOD score threshold of 3.5 (FDR of 0.50) was associated with 409 eQTL, and a LOD score threshold of 3.0 (FDR of 0.63) was associated with 897 eQTL. The high FDR associated with LOD scores was not surprising given the small population size of segregants used in our analysis. Indeed, all previous eQTL studies in yeast were performed using larger population sizes (Brem and Kruglyak 2005).

The main interest in this study was to use the QTL analysis to gain an initial insight into the eQTL architecture and its relationship with fermentation QTL. We therefore decided to analyze the data set using a permissive LOD score threshold of 3.5. The physical location of eQTL across the genome was plotted against the physical location of genes that were differentially deregulated and possessed an eQTL using this LOD score (Figure 4). The point in the diagonal indicates *cis*-linkages, *i.e.*, meaning that the QTL linkage peak coincides with the physical location of the open reading frame for the expression trait. All of the eQTL located outside this diagonal represent *trans*-linkages with a linkage peaks at loci distant from the physical location of the open reading frames. We detected only a limited number, eight, of *cis*-associations visible on the diagonal line in Figure 4A. Among them, four ASP3 genes (*ASP3-1, ASP3-2, ASP3-3,* and *ASP3-4*) displayed a local regulation consistent with the known deletion of these genes in the industrial strain (Novo *et al.* 2009). 

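The 4 *ASP3* genes, which encode cell wall asparaginase II, were higher in S288C than in 59A and varied widely over the segregants. *ASP3-1* had a log2 ratio to the pool of 0.54 ± 0.085 (SD, n = 5) in S288C and -0.60 ± 0.082 (SD, n = 5) in 59A, a difference of 1.14 (standard error 0.057, limma adjusted p = 1.1e-08). *ASP3-2* was higher in S288C by 1.03, *ASP3-3* by 1.10 and *ASP3-4* by 1.08 (limma adjusted p = 5.9e-08, 3.3e-08 and 2.3e-08), and for *ASP3-4* 1 of the 59A cultures lay at -0.63 and the other 4 at -0.51 to -0.46. For each of the 4 genes the S288C and 59A values did not overlap (exact permutation test, p = 0.0079, the smallest possible). The cytosolic asparaginase gene *ASP1*, named after its value was seen, was higher in 59A, with a difference S288C minus 59A of -0.74, so that of 5 asparaginase genes 4 were higher in S288C and 1 in 59A (the same when adjusted over the list alone), with an adjusted p of 0.0060 from camera and adjusted p = 0.56 with an estimated correlation. Over the 30 segregants *ASP3-1* ran from -1.63 to 1.65, with an SD of 0.89 against a median SD of 0.29 over all genes. For each of the 4 genes, 15 of the 30 segregants lay at or below the highest 59A culture, and 3 to 5 at or above the lowest S288C culture. The 4 genes moved together, with rho of 0.90 to 0.97 over their 6 pairs, and their copies are close enough in sequence to cross-hybridise. If 59A lacks the genes, its values are background or cross-hybridisation and the differences are lower limits. The lowest segregants, at -1.62 for *ASP3-4* to -1.74 for *ASP3-3*, lay below every 59A culture. On a common scale the 59A values are thus not the floor of these oligonucleotides. Whether segregants and parents share a scale for these genes was not tested. The paper proposes that this local regulation reflects the known deletion of the genes in the industrial strain. That deletion also served to check the direction of the ratios, so the direction found here is no separate evidence.

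**Figure D4:**
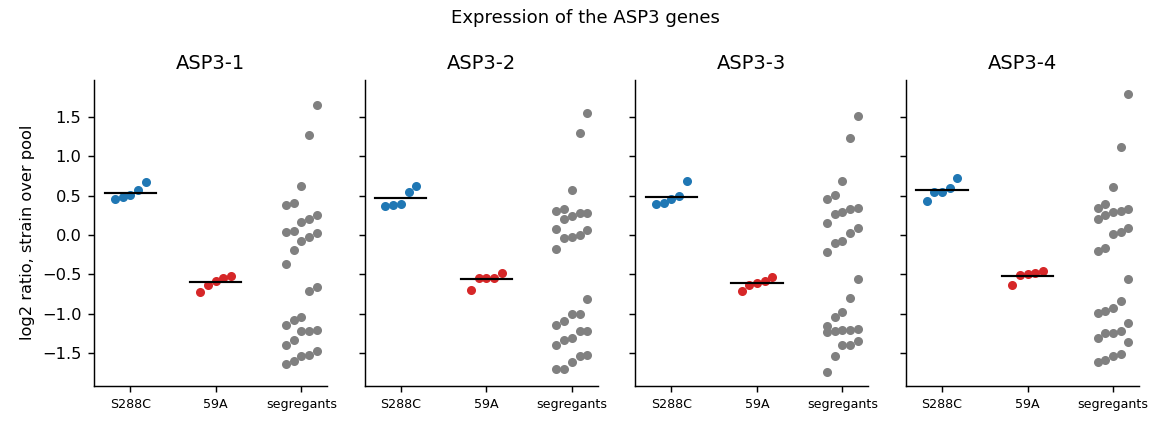
Log2 ratio of strain over pool of *ASP3-1*, *ASP3-2*, *ASP3-3* and *ASP3-4* in the 5 cultures of S288C (blue), the 5 cultures of 59A (red) and the 30 segregants (grey), with the parental means as black bars. The S288C cultures lie above the 59A cultures for each gene, and 15 of the 30 segregants lie at or below the highest 59A culture and 3 to 5 at or above the lowest S288C culture.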

Surprisingly, by observing within *trans*-eQTL distribution, we noticed the linkage of many transcripts to the same chromosomal region, which gave rise to vertical alignments of eQTL (Figure 4A). Seven such eQTL *trans*-bands could be observed and localized on chromosomes II, IV, XI, XII, XIV, XV and XVI. This distribution of eQTL corresponds to hotspot regions, which contain loci exerting a *trans*-control on the expression of a large set of genes (Figure 4A). These trans-regulatory bands were also visible at more stringent threshold levels (Figure S8), and this strengthens the notion of a role of these loci in the variation of expression of a large set of transcripts. 

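The genes that the study linked to 1 region were expressed together across the segregants. The list of 12 genes on chromosome XVI was the most tightly co-expressed, with a median rho of 0.79 between its members, followed by chromosome XV (0.70, 31 genes), chromosome IV (0.66, 16 genes) and chromosome XII (0.65, 22 genes). The median rho was 0.58 for the 42 genes of chromosome XIV, 0.57 for the 35 of chromosome II and 0.36 for the 13 of chromosome XI. The 7 lists together span 12 to 42 genes, and each median lay above all those of 10000 random gene lists of the same size, whose highest was 0.41 for chromosome XVI and 0.10 for chromosome XIV. Expression of the chromosome XIV list was lower in segregants that assimilated more nitrogen or fermented faster, with a median rho of -0.56 with N_ass_ (permutation p = 4e-05, 15 genes called negative and 1 positive) and -0.49 with R_max_ (permutation p = 0.0003, 10 negative and 1 positive). The study chose each list on these segregants by linkage to 1 locus, so co-expression of its members is not independent evidence. The paper also maps R_max_ and N_ass_ to the chromosome XIV region in these segregants. The relation of that list to both traits is therefore no separate evidence, and genotypes were not analysed here.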

The number of eQTL linked to these regions ranged from 12 on chromosome XVI to 42 on chromosome XIV (Figure 4 and Table S4). The position of individual eQTL can be examined using the Gbrowse interface at http://genome.jouy.inra.fr/genyeastrait/.

**Figure 4:**
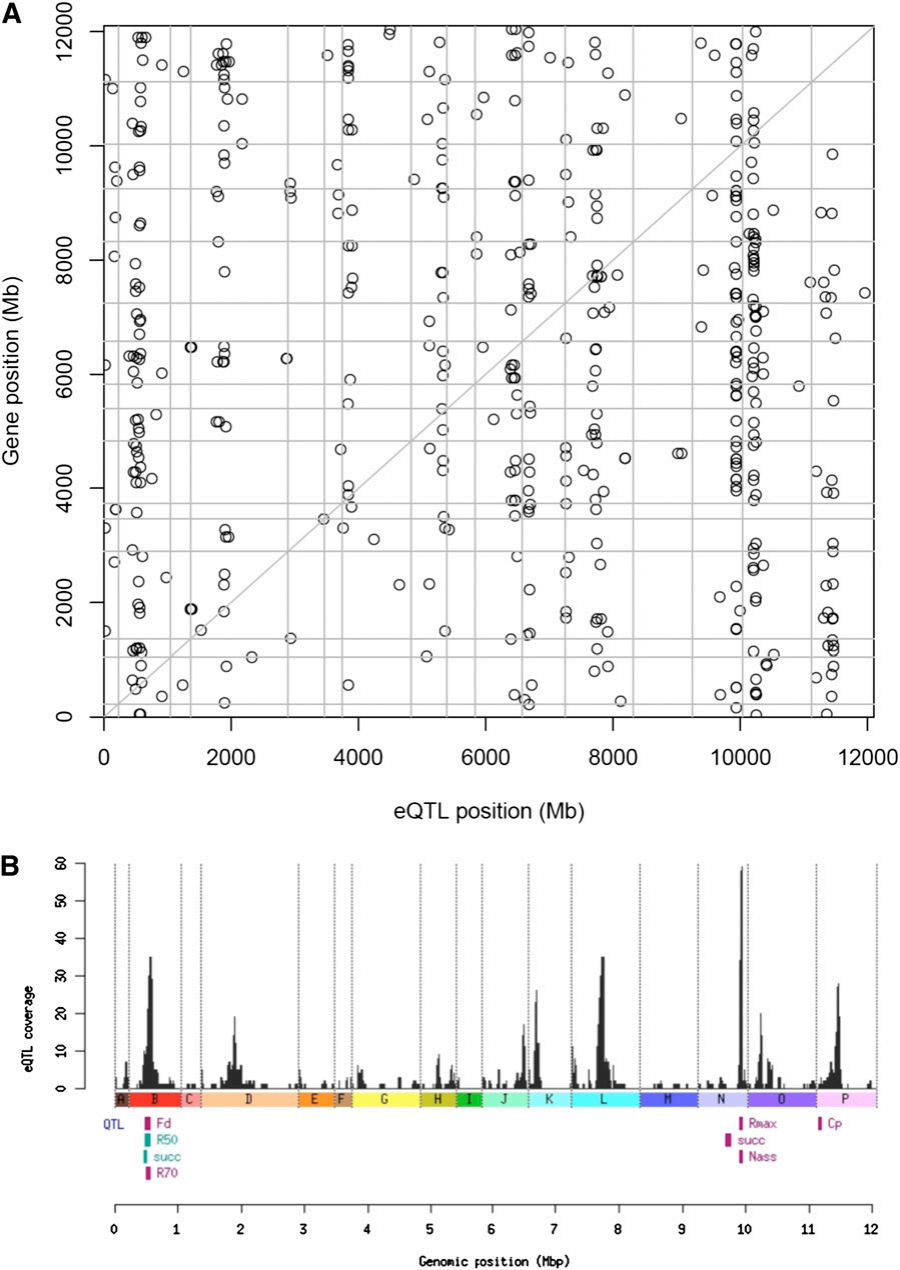
Genomic view of eQTL distribution and relationships with QTL for fermentation traits. A) Genomic view of eQTL mapping. The X-axis represents the genome location of markers, and the Y-axis represents the genome location of the regulated linked genes on concatenated chromosomes. EQTL values with LOD scores greater than 3.5 are displayed. The diagonal pattern is called “*cis*-eQTL band” and represents an association between the expression level of a gene and the genotype at the gene’s locus. Multiple vertical bands, called “*trans*-eQTL bands,” illustrate associations between the expression of many genes and a single locus. B) Overlapping of eQTL and QTL for fermentation traits. The scale below the figure indicates the genomic position across the genome in mega base pairs (Mpb). We can observe the overlapping of the hotspot on chromosome II with F_d_, R_70_, R_50_, and succinate (succ) parameters and the overlap of the hotspot located on chromosome XIV with R_max_ and N_ass_. QTL for traits with LOD scores just below the threshold are shown in blue.

### Overlap between eQTL and QTL for fermentation traits

To determine whether the chromosomal loci detected in the QTL/eQTL analysis have an impact both on fermentation phenotypes and the massive deregulation of gene expression we examined the possible relationships between eQTL and QTL of fermentation phenotypes. Figure 4B displays the positions of fermentation QTL and the number of eQTL detected across the genome to visualize the hotspots in parallel. Among the seven detected eQTL hotspot regions, two overlap with fermentation QTL. The hotspot located on chromosome II overlaps with QTL involved in the variations of F_d_, R_70_, and succinate production. The 63 kb hotspot on chromosome XIV overlaps with QTL associated with variations in R_max_ and N_ass_ (Figure 4B). The colocalization of the two fermentation QTL with the eQTL hotspots suggests that a common regulator affects both the expression of the set of genes and the fermentation traits. As variations in parameters such as nitrogen assimilation are expected to be associated with strong physiological changes, their coupling with massive changes in gene expression is unsurprising. In addition, some genes, whose expression was previously found to be correlated with the fermentation parameters, are linked to the same hotspot (*e.g.*, the stress-responsive genes *HSP12*, *HSP30*, and *SPS100* are correlated with F_d_ and R_70_ and have a linkage on the chromosome-II hotspot).

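The 35 genes linked to the chromosome II hotspot were, on balance, expressed less in segregants that fermented fast late in the process and more in those that fermented long. Of the list, 9 genes were called as negative and 2 as positive with R_70_ (median rho = -0.45, permutation p = 0.0010), and 6 as positive with F_d_ (median rho = 0.35, permutation p = 0.011). With R_50_ the median rho was -0.35 (permutation p = 0.011). *SPS100*, the third of the stress genes named for this hotspot, gave rho = 0.61 (permutation p = 0.00042, adjusted p = 0.023) and r = 0.55 (permutation p = 0.0015), with r = 0.55 without the 2 most extreme segregants with F_d_, a call that Pearson's r and the segregants without the 2 extremes did not give. *THI4*, related to the rates, was in the chromosome XI list, whose median rho with R_70_ was 0.32 (permutation p = 0.010). The study chose these lists on the same segregants, in which the paper also maps R_70_ and F_d_ to the chromosome II region. The relation of that list to these traits is therefore no separate evidence, and linkage itself was not analysed here.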

### Dissection of the eQTL hotspot associated to the variation of R_m_ and N_ass_

We explored the hotspot covering the region from 635 kbp to 732 kbp on chromosome XIV to identify putative candidate genes that could be involved in the control of R_max_ and N_ass_. We used the genome sequence of the 59A strain to search for genes with either nonsynonymous SNP leading to amino acid changes in the coding region or with SNPs in the regulatory region and a self-eQTL linkage in the hotspot. Genes potentially connected to nitrogen metabolism were preferentially considered. We found a relevant candidate gene, *ABZ1*, which codes for a *p*-aminobenzoate synthase. This gene harbors 13 SNPs in the coding sequence and 5 of these are nonsynonymous substitutions (see http://genome.jouy.inra.fr/genyeastrait). *ABZ1* is also involved in methyl donor synthesis required for biosynthesis of methionine and nucleotides. The *ABZ1* gene is therefore connected to the nitrogen biosynthetic pathways and was considered to be worth for further investigations. We used a reciprocal-hemizygosity analysis described by Steinmetz *et al.* (2002) to investigate the impact of the *ABZ1* allele on the fermentation phenotype. We constructed an isogenic pair of strains by crossing 59A with BY4742Δabz1 on one side and a 59A strain, in which the *ABZ1* gene was deleted (59AΔabz1), with BY4742 on the other side. The two diploid strains differ only in their *ABZ1* alleles. In each strain, only one allele of *ABZ1* is functional, originating from either BY4742 or 59A. The fermentation profiles obtained with these two strains revealed that the *ABZ1* allele has a strong impact on fermentation behavior (Figure 5A). R_max_ was strongly decreased whereas F_d_ was increased when the hemizygous strain carried the *ABZ1* allele originating from BY4742. These results are a first confirmation of the implication of *ABZ1* in the control of the fermentation rate. The lower fermentation rate with the *ABZ1* allele from the BY4742 strain suggests that this allele could be associated with a defect in *p*-aminobenzoate synthesis. Actually, the synthetic medium used (MS300) (see *Materials and Methods*) did not contain *p*-aminobenzoate. We therefore examined how the fermentation kinetics of the hemizygous strains were altered following supplementing the medium with *p*-aminobenzoate. Indeed, when *p*-aminobenzoate was added (1 mg/l) to the fermentation medium, the hemizygous strain carrying the BY4742 *ABZ1* allele recovered a high fermentation rate (Figure 5B). In contrast, supplementation with *p*-aminobenzoate had no effect on the reciprocal strain carrying the 59A allele. These data are consistent with the fermentation rate being modulated by a limitation in *p*-aminobenzoate biosynthesis due to the presence of *ABZ1* allele of the laboratory strain. Since the QTL for N_ass_, overlapped with the QTL for R_max_, we checked whether N_ass_ was modulated by the *ABZ1* allele. An amino-acid analysis of the fermentation medium revealed that residual assimilable nitrogen was 30 mg/l with the strain carrying the *ABZ1* allele from BY4742 *vs.* 11 mg/l with the hemizygous strain containing the 59A form. These results indicate that nitrogen assimilation is also modulated by the *ABZ1* allele.

**Figure 5:**
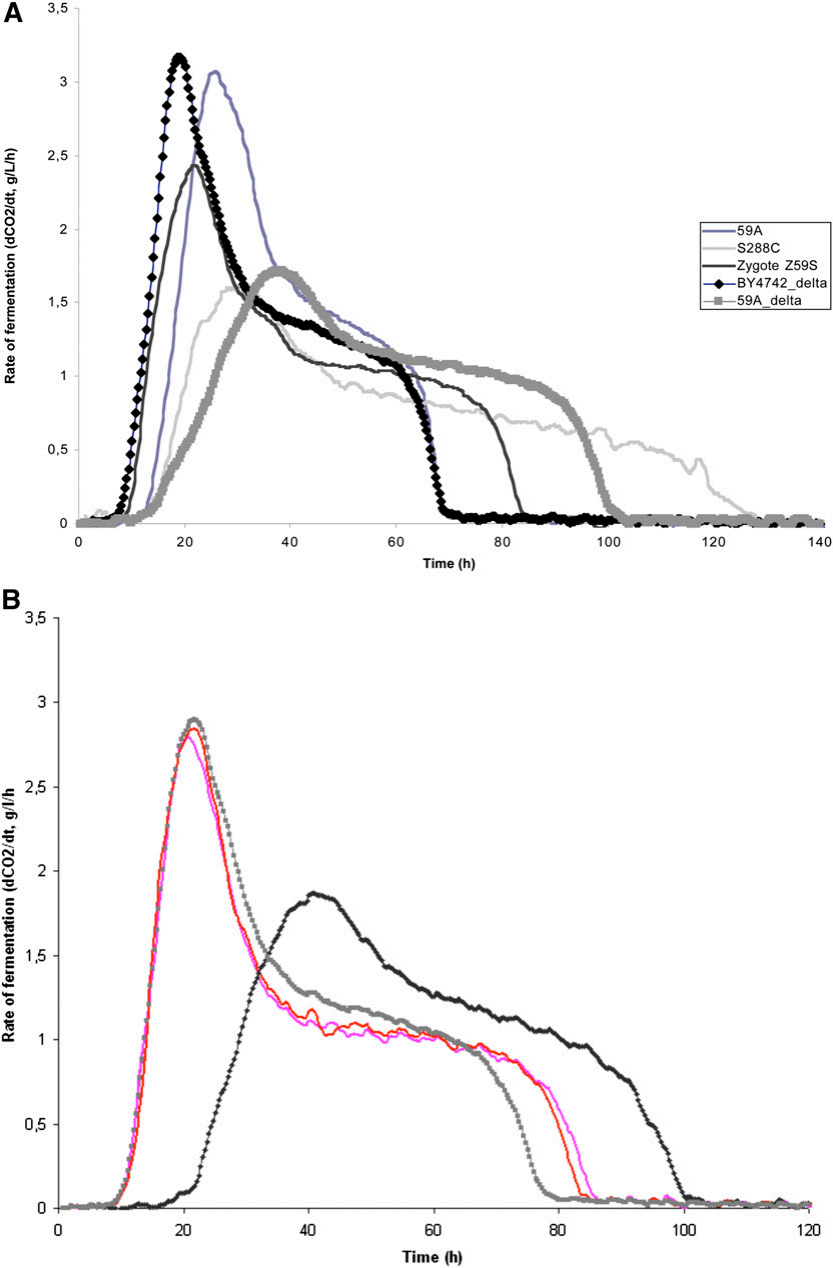
Reciprocal hemizygous analysis of ABZ1 and impact of *p*-aminobenzoate on the fermentation profiles. A) Fermentation rate profiles of the two reciprocal hemizygous strains carrying the *ABZ1* allele from BY4742 or 59A. The hemizygous strains harbor either an active *ABZ1* BY allele (strain BY4742/*ABZ1*-59A∆, thick gray line) or the 59A allele (strain 59A/*ABZ1*- BY4742∆, black line with diamonds). Profiles of the strains 59A (dark-blue line), the laboratory strain S288C (thin gray line), and the hybrid Z59S (black line) are shown. B) Impact of *p*-aminobenzoate on the fermentation profiles of hemizygous strains. Fermentation kinetics of two hemizygous strains in MS300 supplemented or not with 1 mg/l of *p*-aminobenzoic acid. Hemizygous strain carrying S288c *ABZ1* allele in MS300 without (black line) or supplemented with *p*-aminobenzoic acid (gray kinetic line). Hemizygous strain carrying 59A *ABZ1* allele in MS300, without (red kinetic line) or supplemented with *p*-aminobenzoic acid (pink kinetic line). The supplementation with *p*-aminobenzoic acid improves the fermentation capacity of the hemizygous strain carrying the S288c *ABZ1* allele.

## Discussion

The genetic determinants of variation for most of the fermentation parameters in yeast are still unknown. In this study, we addressed the genetic basis of several fermentation traits and combined this with gene-expression analysis and an eQTL approach. Using a segregating population of a limited size we identified QTL for several fermentation traits. Accurate measures of kinetic parameters—specifically fermentation rates—allowed us to show that depending on the progress of fermentation, different QTL are associated with different fermentation rates; one for R_max_, and one for R_70_. This is consistent with the notion that, depending on fermentation progress, growth, or starvation, different cellular mechanisms are critical in controlling fermentation flux. On the other hand, these parameters share other components of cell metabolism, which is indicated by their high correlation and strong association with nitrogen utilization. Indeed, we found that R_max_ and N_ass_ shared a common QTL. This QTL was dissected, and we provided functional evidence that a gene involved in *p*-aminobenzoate synthesis plays a role in controlling R_max_ and N_ass_. The *ABZ1* allele has a strong effect on the fermentation rate and on nitrogen utilization as visualized in Figure 6. We calculated that *ABZ1* could explain 51% of the variance of R_max_ and 45% of the variance of N_ass_ in the segregants population.

**Figure 6:**
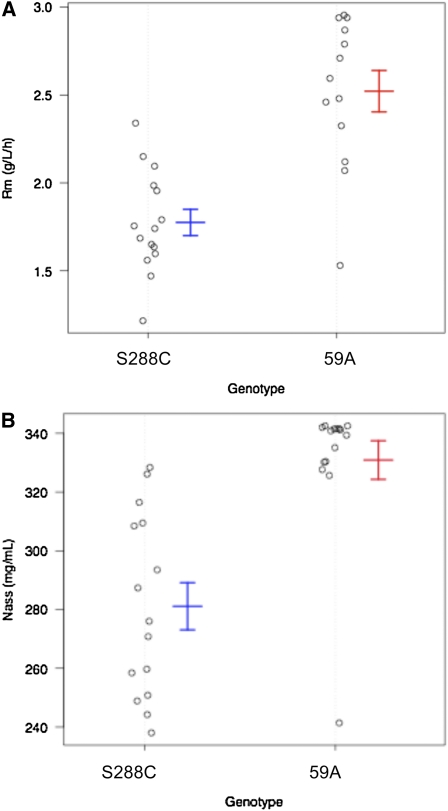
Impact of the *ABZ1* genotype on the fermentation phenotypes R_max_ and N_ass_ of the 30 segregants. A) Fermentation rate R_max_ of the segregants that inherited the *ABZ1* locus from S288C or 59A. B) Nitrogen assimilation (N_ass_) phenotype of the segregants that inherited the *ABZ1* locus from S288C or 59A. The average phenotype and standard deviation are indicated for each genotype group.

The association of a transcriptomic analysis of the segregants population to a classical QTL approach has provided an important value of the study. Given the small size of the population, these data did not intend to decipher the regulatory variations globally. However, they could help at elucidating fermentation QTL and offer new insights into their relationships with gene expression. An outstanding observation was the evidence of overlaps among several fermentation QTL and eQTL hotspots. Two out of the seven identified hotspots overlapped with phenotypes. The other hotspots were not associated with phenotypic QTL. However, only a very small number of phenotypes were investigated, and examination of additional phenotypes is required to address potential associations with other hotspots. Similar associations between eQTL hotspots and phenotypes have been reported in yeast (Yvert *et al.* 2003) and other organisms (Fu *et al.* 2009). They are thought to originate from sequence variations that have broad pleiotropic effects. In the model plant, *Arabidopsis thaliana*, variation of complex quantitative traits could be explained by a few hotspot genomic regions that controlled various parameters (Fu *et al.* 2009). In the present study, we show that the *ABZ1* allele has a strong impact on the fermentation capacity of the strain. Indeed, such physiological changes are expected to be coupled to massive changes in gene expressions, which can explain the hotspot. In this case, the hotspot results from the effects of a strong metabolic alteration and not directly from modification of a general regulator.

Our data show that the *ABZ1* allele from S288c is unable to support an R_max_ that is similar to the industrial form. Because this phenomenon is abolished by the addition of *p*-aminobenzoate to the fermentation medium, we can infer that a limitation in the flux of this metabolite is responsible for the lower fermentation rate. *p*-aminobenzoate is an intermediate of the tetrahydrofolate biosynthetic pathway, which leads to a family of cofactors required for one-carbon transfer reactions. These methyl-donor compounds are involved in the synthesis of methionine, serine, and purines (Thomas and Surdin-Kerjan 1997). A limiting flux in *p*-aminobenzoate can therefore trigger a limitation in the availability of one of these metabolites. Given the pivotal role of methionine in translation, this may limit the rate of protein synthesis and in turn the incorporation of nitrogen sources. This mechanism is consistent with the observed correlation between R_max_ and N_ass_, as well as with the overlap of their QTL. Our results highlight the critical role of methyl-donor biosynthesis in the control of nitrogen utilization during alcoholic fermentation. Interestingly, we did not observe any significant effect of the *ABZ1* allele on the growth rate of the hemizygous strains (data not shown). This suggests that the methyl-donor pathway is more critical for sugar flux then for cell growth. The difference in nitrogen utilization triggered by the *ABZ1* alleles is also clearly responsible for the differential expression of genes regulated by nitrogen sources. This explains the correlations of the genes under NCR control, such as *MEP2* and *PUT1*, with R_max_. 

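*MEP2*, the ammonium permease gene, was higher in 59A than in S288C, at 0.60 ± 0.25 against -0.22 ± 0.086 (log2 ratio to the pool, SD, n = 5 each), a difference S288C minus 59A of -0.82 (standard error 0.10, limma adjusted p = 3.2e-05). *PUT1*, the proline oxidase gene, was also higher in 59A, with a difference of -0.60 (standard error 0.11, limma adjusted p = 0.00063). *GDH2*, the NAD-dependent glutamate dehydrogenase gene, had -0.72 and *CAN1*, the arginine permease gene, -0.70. The exception was *GLN1*, the glutamine synthetase gene, named after its value was seen, which was higher in S288C by 0.46 (limma adjusted p = 0.0054). Of 18 measured genes under nitrogen catabolite repression, 7 were higher in 59A, 1 was higher in S288C and 10 did not pass limma's test at an adjusted p under 0.01 (7 and 1 when adjusted over the list alone). The list had a median difference of -0.17 and its shift an adjusted p of 0.060 from camera, and of 0.60 with an estimated correlation. At the preset correlation it fell under 0.05 without S288C replicate 1 or 2 or 59A replicate 2 or 4, at 0.043, 0.044, 0.041 and 0.032. The paper reasons that the *ABZ1* alleles change nitrogen use and thereby the expression of these genes.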

Most of the genes linked to the hotspot are however not involved in nitrogen metabolism but respond to various environmental changes including nitrogen depletion (Gasch *et al.* 2000). This suggests that they correspond to both direct and indirect effects of the *ABZ1* allele. 

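*ABZ1*, the gene of *p*-aminobenzoate synthase, an enzyme on the way to folate, had a log2 ratio to the pool of 0.36 ± 0.17 (SD, n = 5) in S288C and 0.45 ± 0.062 (SD, n = 5) in 59A. The difference of -0.080 has a 95% confidence interval of -0.24 to 0.082 and did not pass limma's test (adjusted p = 0.41) or the exact permutation test (p = 0.32). Over the 30 segregants *ABZ1* ran from -0.51 to 0.56, with an SD of 0.23, which is lower than for most genes on the arrays (28.3th percentile). Their median of 0.0009 lay below every parental culture, the lowest of which was an S288C culture at 0.23. Only 3 of the 30 segregants lay at or above that culture. Whether segregants and parents share a scale for *ABZ1* was not tested. With N_ass_ it gave rho = -0.39 (permutation p = 0.032, adjusted p = 0.19) and r = -0.48 (permutation p = 0.0075), with r = -0.41 without the 2 most extreme segregants. Of 15 genes of folate and one-carbon metabolism, 2 were higher in 59A, 0 in S288C and 13 did not pass the test (median difference -0.080, adjusted p = 0.59 from camera).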

Unexpectedly, we did not observe any deregulation of the *ABZ1* gene itself; it was not differentially expressed in the parental strains and displayed no change in the segregants. A similar lack of differential expression was also noticed for genes downstream *ABZ1* in the biosynthetic pathway, *ABZ2* and *FOL1* (data not shown). This suggests that the genes of the pathway are not or poorly regulated by the Abz1 product, 4-amino-4-deoxychorismate, or by downstream metabolites such as *p*-aminobenzoate.

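*FOL1*, which encodes a trifunctional enzyme of folic acid synthesis that uses *p*-aminobenzoate, had -0.31 ± 0.12 (SD, n = 5) in S288C and -0.13 ± 0.14 (SD, n = 5) in 59A. Its difference of -0.18 has a 95% confidence interval of -0.34 to -0.013 and missed the threshold of limma's test (adjusted p = 0.073) and of the exact permutation test (p = 0.071). The interval does not reach a ratio of 2. Over the 30 segregants its SD was 0.33 (62.1th percentile of all genes). *ABZ2* was not analysed here. From the lack of differential expression, the paper proposes that genes of this pathway are not or only poorly regulated by the product of Abz1 or by later metabolites.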

The Abz1 protein from the strain 59A contains five amino acids changes compared with the S288c form. Comparison with the Abz1sequence of *Saccharomyces cerevisiae* strains from various origins available at the Sanger Institute (Liti *et al.* 2009) or in Genbank shows that the same changes are found in other wine yeasts, such as VIN13 (Borneman *et al.* 2011) and RM11-1a (Ruderfer *et al.* 2006) (Figure S9). Three of these amino acid changes (T313R, Q650E, N777T) are found in all *Saccharomyces cerevisiae* strains (except laboratory ones) and a fourth mutation (N475D) in all except 3 of the 39 strains sequenced at the Sanger Institute. Only the L559 was found in strains from different origins [*e.g*, wild (UWOPS87.2421, UWOPS05.217) or sake (Y12)]. The four common amino acids changes were also found in *ABZ1* orthologous of other *Saccharomyces* species, indicating that they correspond to an ancestral form of the gene. This situation is consistent with a divergence of the *ABZ1* gene of S288c. This evolution has been likely associated to a partial loss of function of the *p*-aminobenzoate synthase probably due to a cultivation of the strain in rich laboratory media (Kvitek *et al.* 2008). This idea is strengthened by additional information obtained from a large-scale analysis of fermentation phenotypes of *Saccharomyces* strains that included those from the Sanger list (Liti *et al.* 2009; Camarasa *et al.*; paper in preparation). It was observed that alteration of R_max_ in the absence of PABA was associated to Abz1 amino acids that are shared by laboratory strains (Camarasa, personal communication). This is consistent with an evolution *ABZ1* toward a defective form in the laboratory strains. The laboratory allele of *ABZ1* is probably not heavily defective since it does not lead to a true PABA auxotrophy. The strain S288c grows normally in a minimal medium without PABA with no change observed by comparison with a medium supplemented with 1 mg/l PABA) (data not shown). Such a situation may have facilitated the conservation of an *ABZ1* form that triggers a phenotype only under specific conditions.

More information based on variation of fermentation parameters and their relationships with expression will certainly be gained from the dissection of the QTL corresponding to the chromosome II hotspot that controls the fermentation rate in the late phase at R_70_ and consistently at R_50_. 

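*HSP30*, *HSP12* and *SPS100* were expressed at low levels in segregants that kept a high rate late in the fermentation. *HSP30* gave rho = -0.85 (permutation p = 1e-05, adjusted p = 5.7e-06) and r = -0.84 (permutation p = 1e-05), with r = -0.83 without the 2 most extreme segregants with R_70_. *HSP12* gave rho = -0.82 (permutation p = 1e-05, adjusted p = 1.6e-05) and r = -0.84 (permutation p = 1e-05), with r = -0.84 without the 2 most extreme segregants, and *SPS100* gave rho = -0.77 (permutation p = 1e-05, adjusted p = 0.00018) and r = -0.73 (permutation p = 1e-05), with r = -0.72 without the 2 most extreme segregants. With R_50_, rho of *HSP30*, *HSP12* and *SPS100* was -0.76, -0.70 and -0.65, and r was -0.74, -0.72 and -0.60 (permutation p at most 0.00059, adjusted p at most 0.013), with r of -0.73, -0.69 and -0.53 without the 2 most extreme segregants. *CTT1*, *SSA4* and *ATC1* were called too. With R_70_, rho of *CTT1*, *SSA4* and *ATC1* was -0.74, -0.72 and -0.65, and r was -0.75, -0.76 and -0.63 (permutation p at most 0.00014, adjusted p at most 0.0070), with r of -0.74, -0.73 and -0.58 without the 2 most extreme segregants. Of 35 stress response genes, 9 were called as negative and 0 as positive with R_70_ (9 and 0 when adjusted over the list alone), with a median rho of -0.20 (adjusted permutation p = 0.057). Each gene was tested over the 30 segregants against all 4388 genes, and 1e-05 is the smallest permutation p.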

Several genes involved in stress responses (*HSP30*, *HSP12*, *SPS100*) whose level of expression correlated negatively with R_70_ have a linkage in the hotspot. These stress genes displayed a high level of expression in the laboratory strain and in the progeny that inherited the laboratory-strain form of the region (data not shown). This indicates that the locus from S288c leads to a specific stress response and a low fermentation rate. 

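In the 30 segregants, *SPS100* ranged from -1.25 to 1.65 around a median of -0.13 (log2 ratio to the pool), *HSP30* from -2.32 to 2.09 around a median of -0.30 and *HSP12* from -2.32 to 1.80 around a median of -0.16. The S288C cultures had 1.23 to 1.80 for *SPS100*, -0.28 to 1.55 for *HSP30* and 0.66 to 1.17 for *HSP12*, against -0.39 to -0.24, -0.91 to -0.51 and -0.79 to -0.36 in the 59A cultures. For each of the 3 genes the lowest S288C culture lay above the highest 59A culture (n = 5 each, exact permutation test, p = 0.0079). Genotypes of the segregants were not analysed here, so their values were not divided by allele.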

The potential mechanisms for this observation remain unknown. Our study did not address the expression of the genes acquired by the wine strain EC1118 from a horizontal transfer (Novo *et al.* 2009) as these genes were unknown at the beginning of the study. However, we have checked for linkage to makers flanking these regions and did not find any with fermentation traits and only one weak with an eQTL, suggesting that they have no strong impact on the parameters considered here.

The biological device used in the present study with a small population of segregants was able to detect fermentation QTL, but it had a lower power to detect eQTL. An additional difficulty for eQTL detection may originate from the specific physiological conditions under which we analyzed gene expression (*i.e.*, nongrowing cells under conditions of stress). Until now, yeast eQTL studies have been performed with growing cells. Under starvation and conditions of stress, many genes that respond to environmental changes have an expression more noisy than average (Gasch 2007; Razer *et al.* 2004). However, because most critical phenomena in industrial alcoholic fermentations (reduction in carbon flux, ethanol inhibition, cell death, *etc*.) take place during this phase, an assessment of the relationships between variations in gene expression and fermentation traits is required under such conditions. The findings of our study are the first step toward understanding this process. We demonstrated the role of a QTL relevant for alcoholic fermentation performance and provided an initial basis to address the relationships among fermentation QTL and variations in gene expression.

## Supplementary Material

Supporting Information

# Supplementary material for: Deciphering the Molecular Basis of Wine Yeast Fermentation Traits Using a Combined Genetic and Genomic Approach
**Source:** G3 (Bethesda). 2011 Sep 1;1(4):263–81. doi: 10.1534/g3.111.000422
**Supplement:** Supporting Information

Supporting Information 

# Deciphering the Molecular Basis of Wine Yeast Fermentation Traits Using a Combined Genetic and Genomic Approach

## Supporting Information for Ambroset *et al.*, 2011

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S9 and Tables S1-S4 (PDF, 2.5 MB)
- Figure S1 - Fermentation kinetics of EC1118 industrial strain (orange line), S288c laboratory strain (green curve), 59A (red curve), the hybrid Z59S (yellow curve) and some segregants (all other coloured curves) (PDF, 124 KB)
- Figure S2 - Distribution of fermentation parameters and metabolites production in the 30 segregants (PDF, 264 KB)
- Figure S3 - Fermentation traits value for each segregant and parental strains (PDF, 716 KB)
- Figure S4 - Correlations between fermentation parameters and the expression ratio of some genes in the population of segregants (PDF, 192 KB)
- Figure S5 - Microarray-derived marker map. Each vertical tick represents one genetic marker (PDF, 76 KB)
- Figure S6 - Markers distribution in the 30 segregants (PDF, 820 KB)
- Figure S7 - Overlapping of LOD peak values localised on chromosome II for four phenotypic traits (PDF, 60 KB)
- Figure S8 - Genomic distribution of eQTL. Positions of detected eQTL are plotted against the position of the regulated gene (PDF, 196 KB)
- Figure S9 - Alignment of the Abz1 amino acid modified in the strain 59A with the corresponding region seven other *Saccharomyces cerevisiae* strains and three other *Saccharomyces* species (PDF, 60 KB)
- Table S1 - Parental strains and segregants fermentation characteristics (PDF, 40 KB)
- Table S2 - Parental strains and segregants metabolites production characteristics (PDF, 40 KB)
- Table S3 - Genes showing strong differential expression between the two parental strains (PDF, 104 KB)
- Table S4 - Genes with eQTL in the 7 hotspots (PDF, 48 KB)

# Supplementary material for: Deciphering the Molecular Basis of Wine Yeast Fermentation Traits Using a Combined Genetic and Genomic Approach
**Source:** G3 (Bethesda). 2011 Sep 1;1(4):263–81. doi: 10.1534/g3.111.000422
**Supplement:** Supporting Information

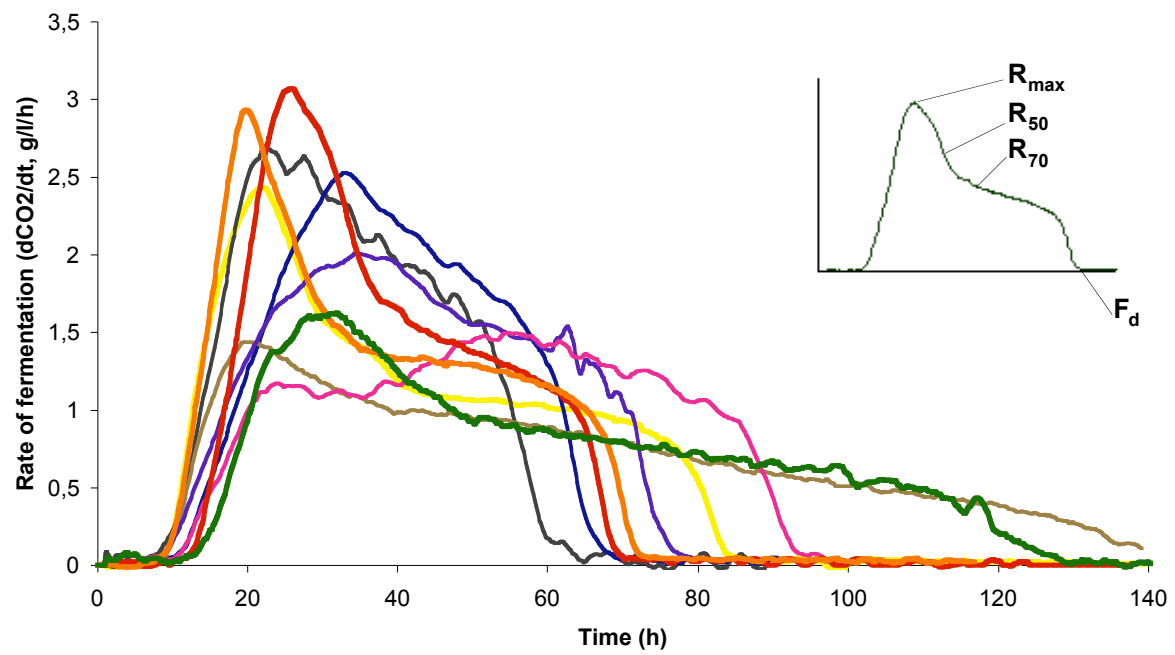

Figure S1 Fermentation kinetics of EC1118 industrial strain (orange line), S288c laboratory strain (green curve), 59A (red curve), the hybrid Z59S (yellow curve) and some segregants (all other coloured curves). The CO_2 production rate was measure in MS300 medium. ($g.L^{-1}.h^{-1}$).

# Supplementary material for: Deciphering the Molecular Basis of Wine Yeast Fermentation Traits Using a Combined Genetic and Genomic Approach
**Source:** G3 (Bethesda). 2011 Sep 1;1(4):263–81. doi: 10.1534/g3.111.000422
**Supplement:** Supporting Information

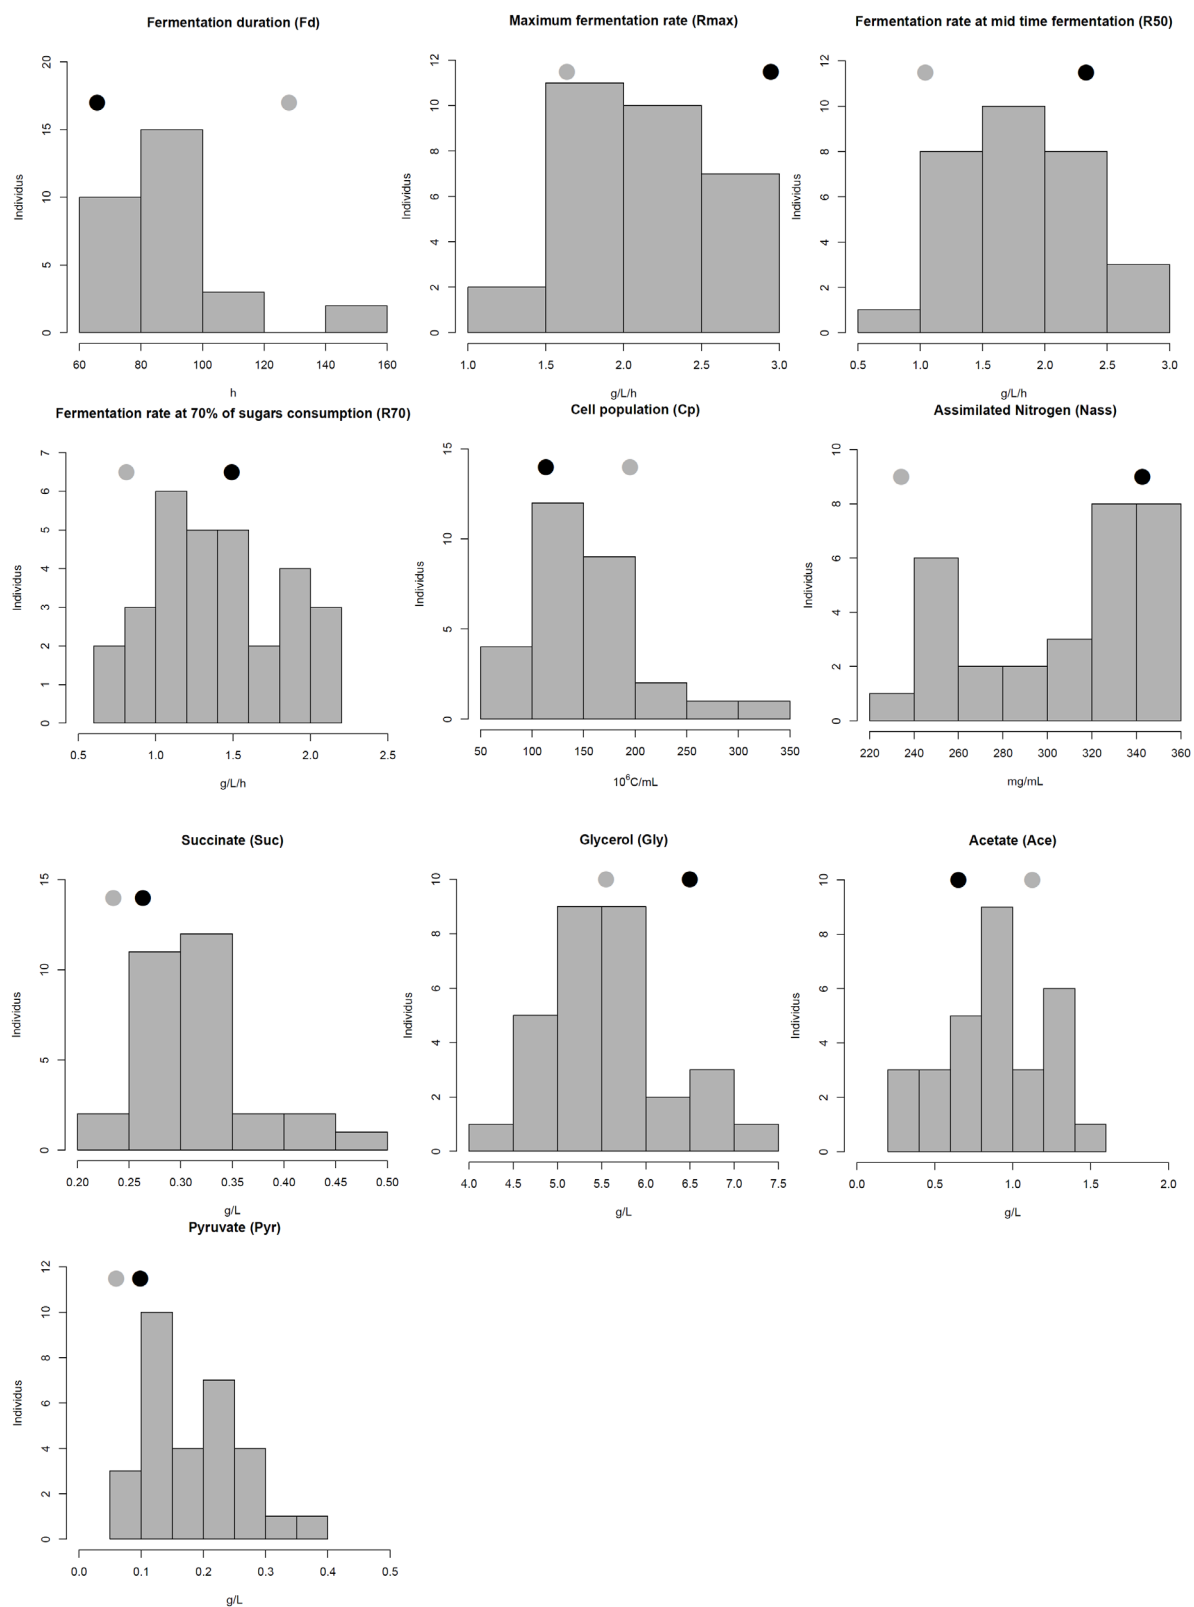

Figure S2 Distribution of fermentation parameters and metabolites production in the 30 segregants. Parent S288c and 59A mean values are shown on the top as grey (S288c) and black (59A) dots.

# Supplementary material for: Deciphering the Molecular Basis of Wine Yeast Fermentation Traits Using a Combined Genetic and Genomic Approach
**Source:** G3 (Bethesda). 2011 Sep 1;1(4):263–81. doi: 10.1534/g3.111.000422
**Supplement:** Supporting Information

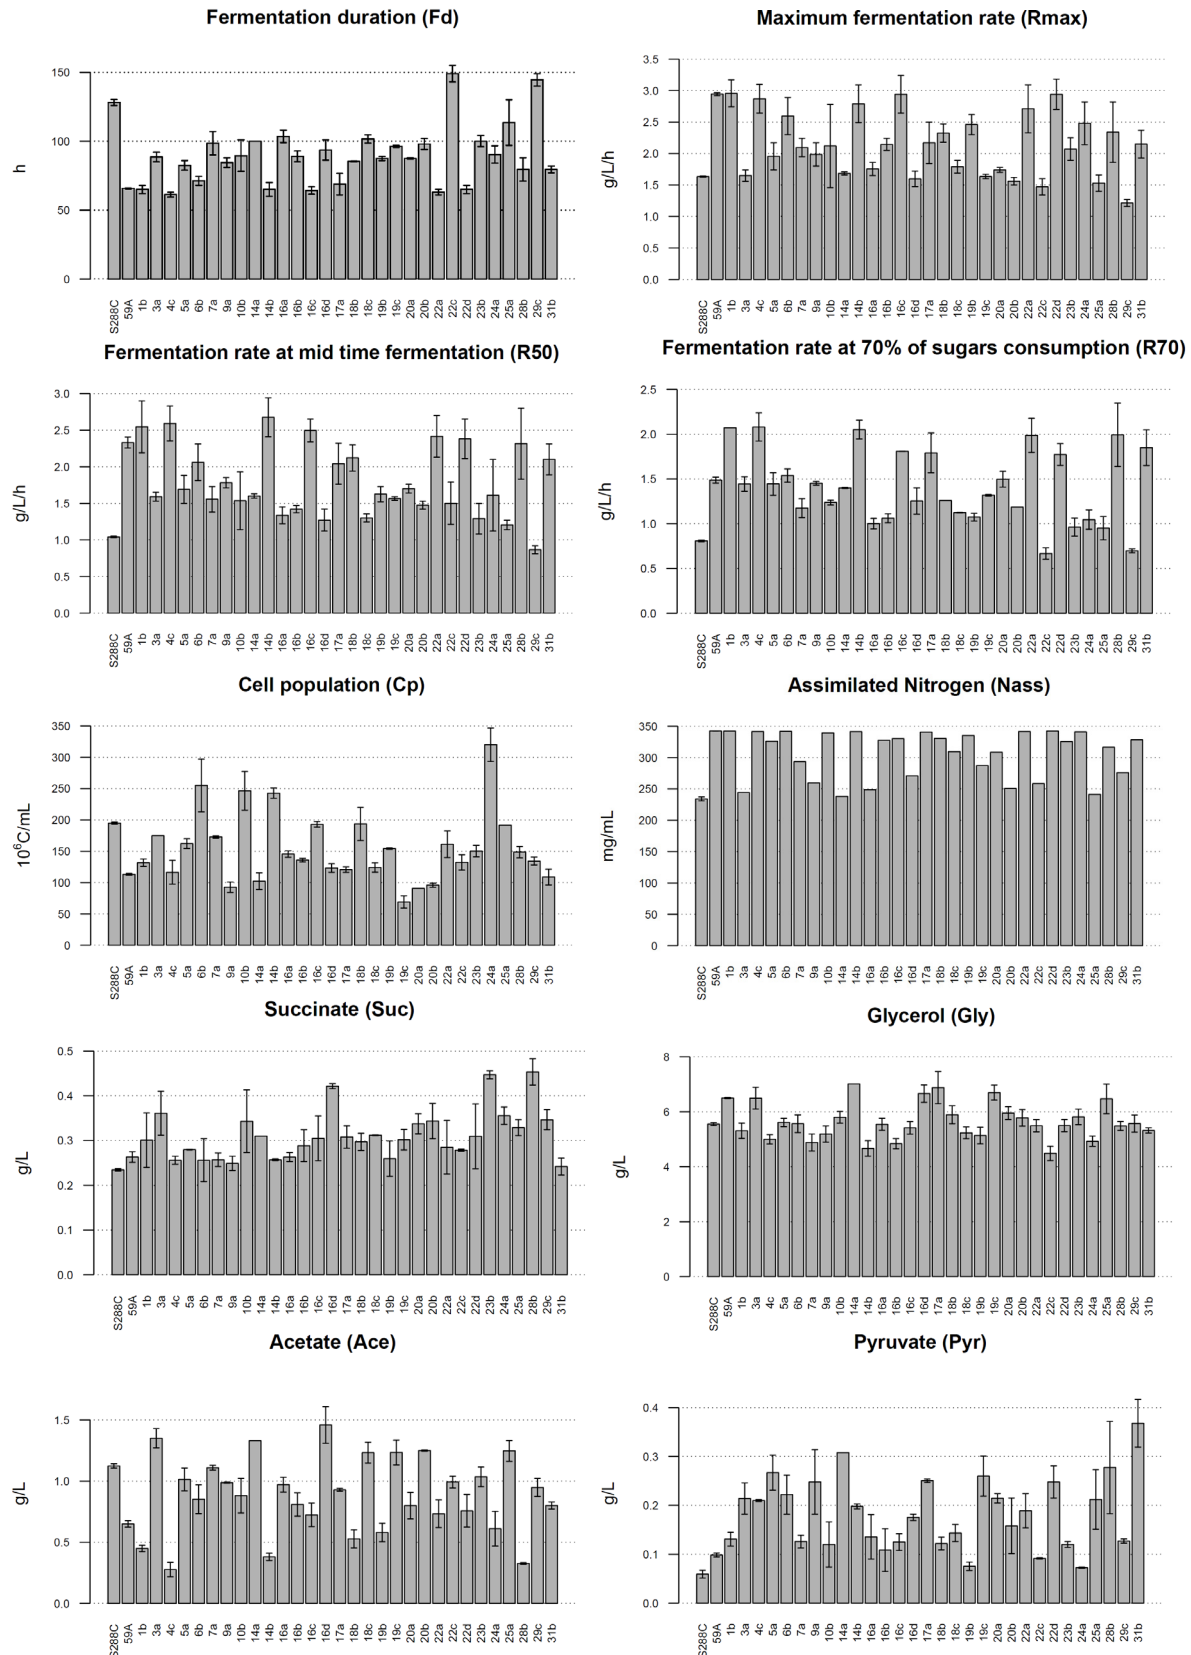

Figure S3 Fermentation traits value for each segregant and parental strains. The mean value and the standard deviation for each trait is provided. All traits were measured in two independent biological replicates except Nass measured from one fermentation experiment for the segregants and in five biological replicates for the parental strains and all traits.

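The fermentation traits plotted for each strain are averages, given with their SD. The segregants and parents were compared with the deposited trait table, which gives the same means to within 5% except for 1 of 319 values. Where a duplicate fermentation of a segregant exists, it gives a rough estimate of the error of 1 strain, and the parents, with more fermentations, a better one. For N_ass_ no error can be given for a segregant.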

# Supplementary material for: Deciphering the Molecular Basis of Wine Yeast Fermentation Traits Using a Combined Genetic and Genomic Approach
**Source:** G3 (Bethesda). 2011 Sep 1;1(4):263–81. doi: 10.1534/g3.111.000422
**Supplement:** Supporting Information

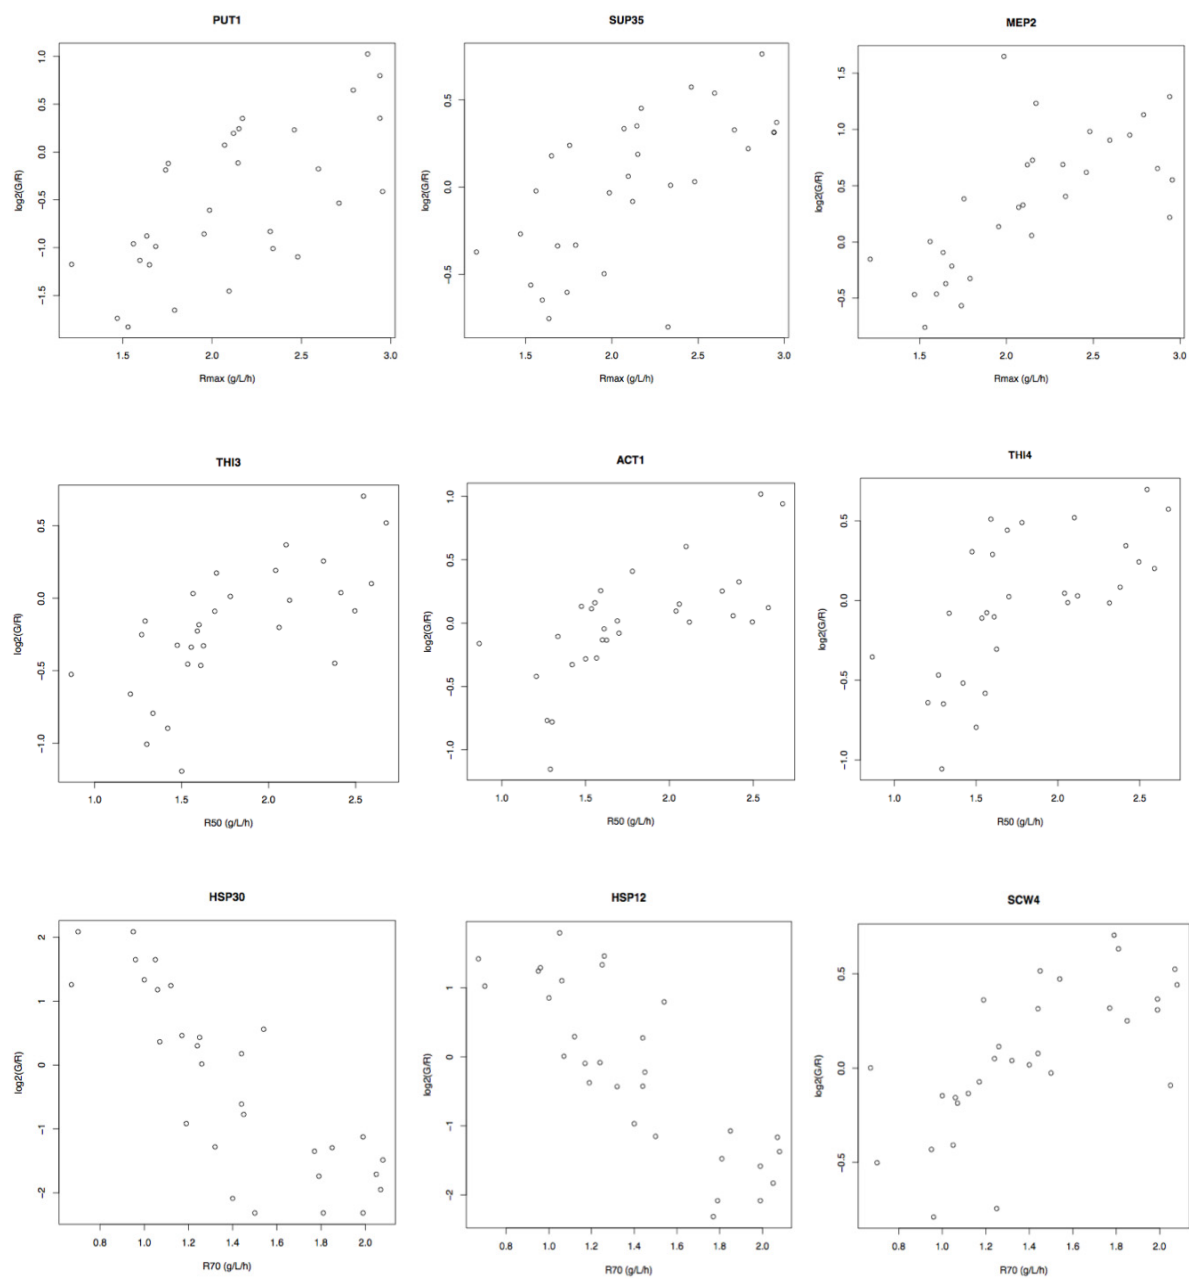

Figure S4 Correlations between fermentation parameters and the expression ratio of some genes in the population of segregants

# Supplementary material for: Deciphering the Molecular Basis of Wine Yeast Fermentation Traits Using a Combined Genetic and Genomic Approach
**Source:** G3 (Bethesda). 2011 Sep 1;1(4):263–81. doi: 10.1534/g3.111.000422
**Supplement:** Supporting Information

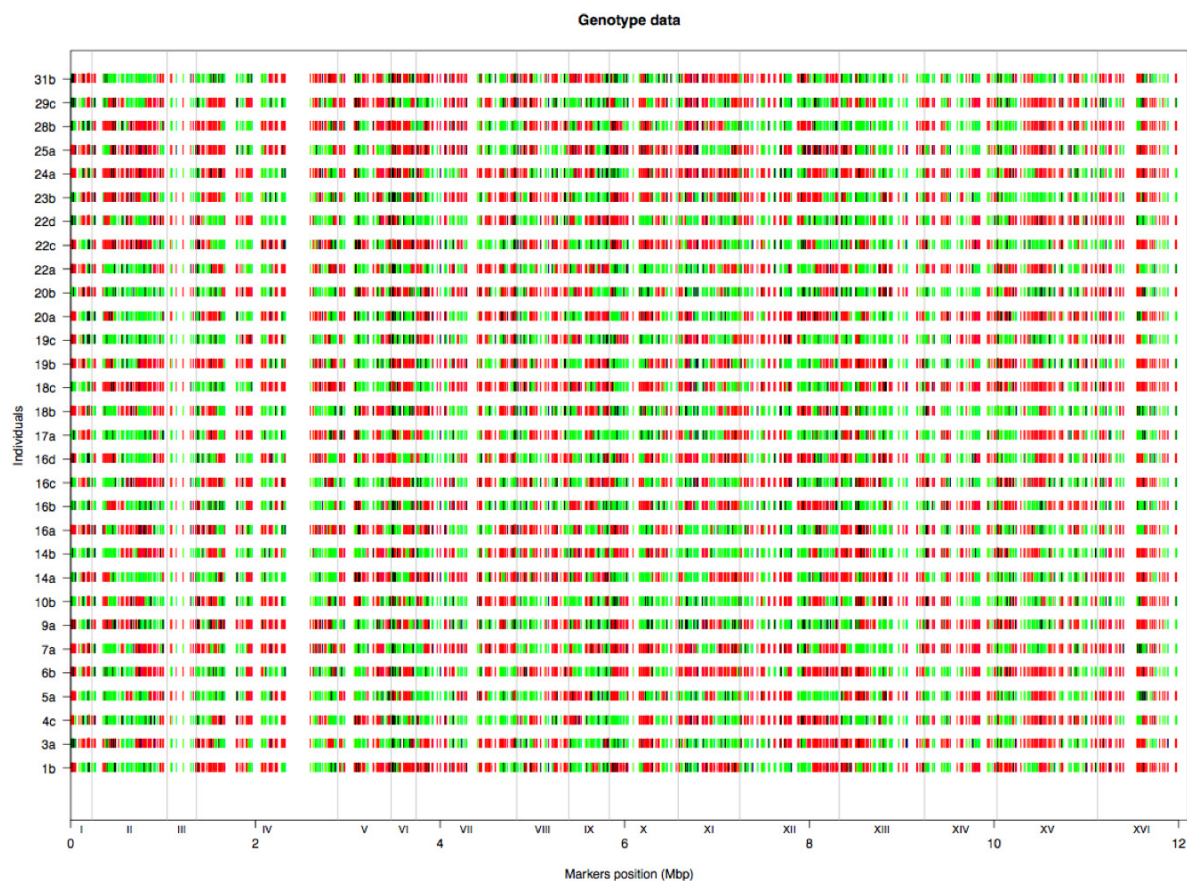

Figure S6 Markers distribution in the 30 segregants. Each marker position is displayed on the concatenated chromosomes with the colour indicating the parental origin (green 59A, red S288c). Ambiguous markers are indicated by a black bar.

# Supplementary material for: Deciphering the Molecular Basis of Wine Yeast Fermentation Traits Using a Combined Genetic and Genomic Approach
**Source:** G3 (Bethesda). 2011 Sep 1;1(4):263–81. doi: 10.1534/g3.111.000422
**Supplement:** Supporting Information

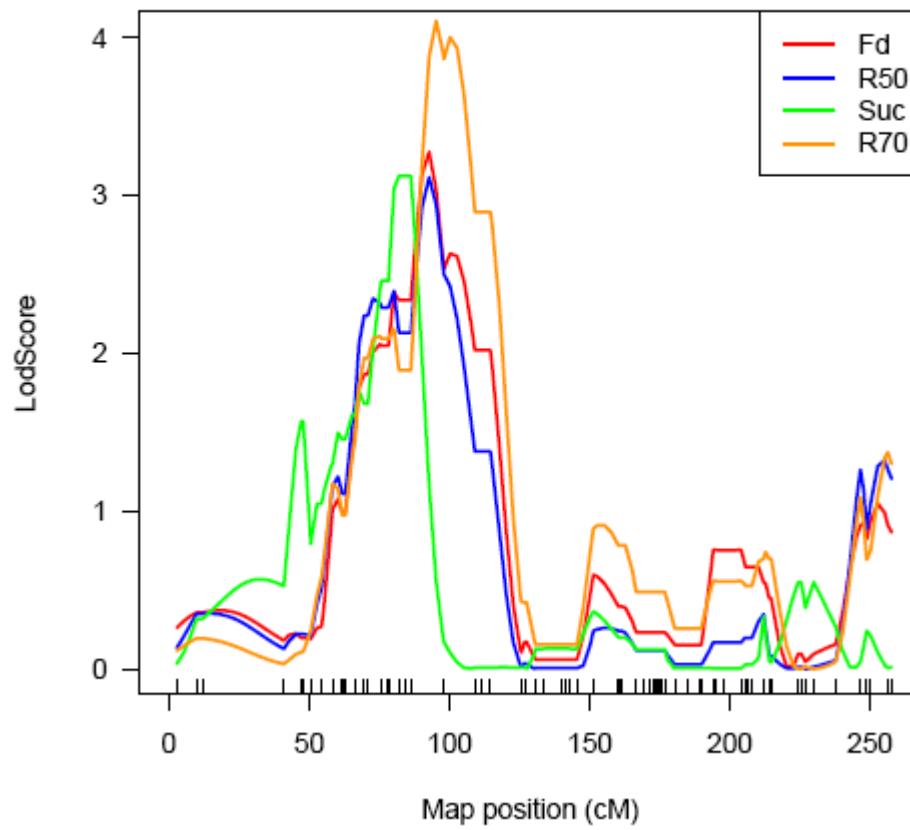

Figure S7 Overlapping of LOD peak values localised on chromosome II for four phenotypic traits. The x-axis represents the genomic marker localisation and the y-axis represents the LOD score values.

# Supplementary material for: Deciphering the Molecular Basis of Wine Yeast Fermentation Traits Using a Combined Genetic and Genomic Approach
**Source:** G3 (Bethesda). 2011 Sep 1;1(4):263–81. doi: 10.1534/g3.111.000422
**Supplement:** Supporting Information

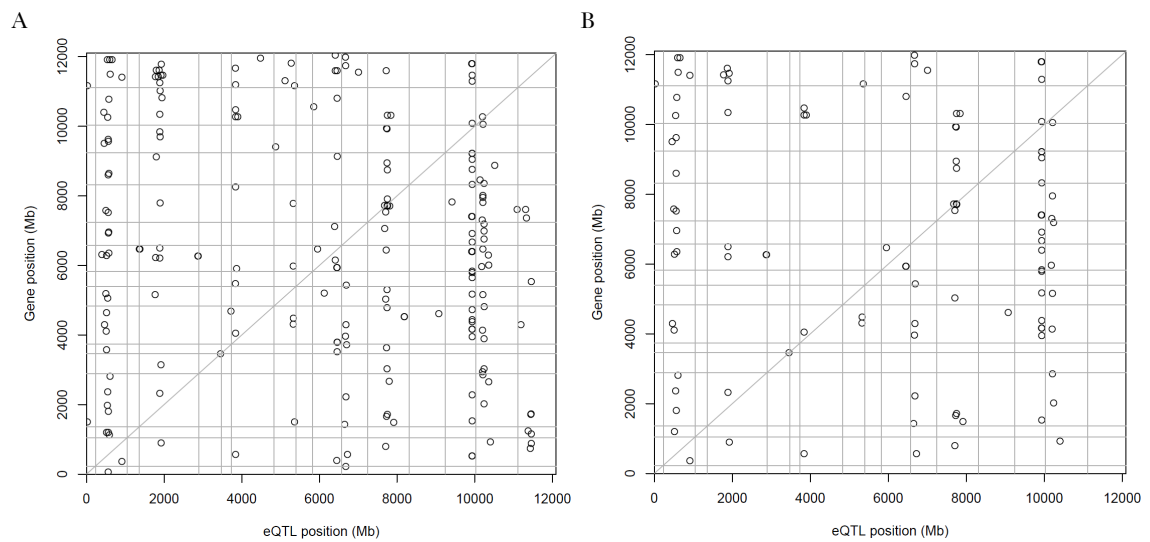

Figure S8 Genomic distribution of eQTL. Positions of detected eQTL are plotted against the position of the regulated gene. The figure displays eQTL with LOD score higher than 4.0 (A) and higher than 4.5 (B).

# Supplementary material for: Deciphering the Molecular Basis of Wine Yeast Fermentation Traits Using a Combined Genetic and Genomic Approach
**Source:** G3 (Bethesda). 2011 Sep 1;1(4):263–81. doi: 10.1534/g3.111.000422
**Supplement:** Supporting Information

59 A	R	D	R	E	T
S. 288C	EN TGE	KKNIK	EFKDI	SVQEY	YNK
RM11-1a	ENRGE	KKDIK	EFRDI	SVEEY	YTK
VIN13	ENRGE	KKDIK	EFRDI	SVEEY	YTK
YJM789	ENRGE	KKDIK	EFRDI	SVEEY	YTK
Y12	ENRGE	KKDIK	EFKDI	SVEEY	YTK
UWOPS87.2421	ENRGE	KKDIK	EFKDI	SVEEY	YTK
UWOPS05.217	ENRGE	KKDIK	EFKDI	SVEEY	YTK
<i>S. bayanus</i>	ENRGE	KKDVE	EFNDI	SVEEY	YTK
<i>S. mikatae</i>	ENRGE	KKDVR	EFNDI	SVEEY	YTK
<i>S. paradoxus</i>	ENRGE	KEDVR	EFNDI	SVEEY	YTK
	313	475	559	650	777

Figure S9 Alignment of the Abz1 amino acid modified in the strain 59A with the corresponding region seven other *Saccharomyces cerevisiae* strains and three other *Saccharomyces* species.

# Supplementary material for: Deciphering the Molecular Basis of Wine Yeast Fermentation Traits Using a Combined Genetic and Genomic Approach
**Source:** G3 (Bethesda). 2011 Sep 1;1(4):263–81. doi: 10.1534/g3.111.000422
**Supplement:** Supporting Information

Table S1 Parental strains and segregants fermentation characteristics

Strains	Rmax	R50	R70	Fd	Cp	Nass
S288C	1.63 (0.03)	1.04 (0.02)	0.81 (0.02)	128 (4.8)	194.9 (3.6)	234 (7)
59A	2.94 (0.05)	2.33 (0.17)	1.49 (0.08)	66 (0.7)	113.2 (3.5)	343 (0)
1b	2.96 (0.3)	2.54 (0.5)	2.07 (NA)	65 (4.2)	131.8 (8.3)	343 (NA)
3a	1.65 (0.13)	1.59 (0.08)	1.44 (0.12)	88 (4.9)	175 (0)	244 (NA)
4c	2.87 (0.33)	2.59 (0.34)	2.08 (0.22)	61 (2.5)	116.5 (26.9)	342 (NA)
5a	1.96 (0.3)	1.69 (0.27)	1.44 (0.18)	82 (4.9)	162.2 (11)	326 (NA)
6b	2.59 (0.42)	2.06 (0.35)	1.54 (0.13)	71 (4.6)	255 (59.4)	342 (NA)
7a	2.1 (0.21)	1.55 (0.25)	1.17 (0.15)	98 (12)	172.9 (2.7)	294 (NA)
9a	1.98 (0.26)	1.78 (0.1)	1.45 (0.03)	84 (4.9)	92.7 (11.7)	260 (NA)
10b	2.12 (0.93)	1.53 (0.56)	1.24 (0.04)	90 (16.3)	246.3 (43.7)	339 (NA)
14a	1.68 (0.04)	1.6 (0.04)	1.4 (0.01)	100 (0)	102.3 (18.8)	238 (NA)
14b	2.79 (0.42)	2.67 (0.37)	2.05 (0.15)	65 (7.1)	242.6 (11.5)	342 (NA)
16a	1.75 (0.15)	1.34 (0.16)	1 (0.08)	104 (6.4)	145.4 (7.3)	249 (NA)
16b	2.15 (0.13)	1.42 (0.07)	1.06 (0.07)	89 (5.7)	135.9 (4)	328 (NA)
16c	2.94 (0.42)	2.5 (0.22)	1.81 (0)	64 (3.9)	192.9 (6.2)	330 (NA)
16d	1.6 (0.21)	1.27 (0.26)	1.25 (0.21)	94 (10.5)	123.3 (9.6)	271 (NA)
17a	2.17 (0.47)	2.04 (0.4)	1.79 (0.32)	69 (11)	120.8 (6)	341 (NA)
18b	2.33 (0.21)	2.12 (0.25)	1.26 (NA)	85 (0.4)	193.5 (37.5)	330 (NA)
18c	1.79 (0.17)	1.3 (0.1)	1.12 (0)	102 (5.3)	124.1 (10.6)	309 (NA)
19b	2.46 (0.23)	1.62 (0.15)	1.07 (0.06)	88 (2.1)	154.3 (1.5)	335 (NA)
19c	1.64 (0.05)	1.56 (0.04)	1.32 (0.01)	96 (1.1)	69 (13.8)	287 (NA)
20a	1.74 (0.06)	1.7 (0.08)	1.5 (0.12)	88 (0.7)	90.6 (NA)	308 (NA)
20b	1.56 (0.08)	1.48 (0.08)	1.19 (NA)	98 (5.7)	95.8 (4.5)	251 (NA)
22a	2.71 (0.54)	2.42 (0.4)	1.99 (0.27)	63 (2.8)	161.1 (29.8)	342 (NA)
22c	1.47 (0.18)	1.5 (0.41)	0.67 (0.09)	149 (8.5)	132.2 (17.3)	258 (NA)
22d	2.94 (0.34)	2.38 (0.38)	1.77 (0.17)	65 (4.2)	NaN (NA)	343 (NA)
23b	2.07 (0.25)	1.29 (0.3)	0.96 (0.14)	100 (5.7)	150.2 (12.9)	326 (NA)
24a	2.48 (0.48)	1.61 (0.69)	1.05 (0.15)	90 (9)	319.9 (37.6)	341 (NA)
25a	1.53 (0.18)	1.21 (0.09)	0.95 (0.18)	114 (23.3)	191.6 (NA)	241 (NA)
28b	2.34 (0.68)	2.31 (0.69)	1.99 (0.5)	80 (12)	148.6 (12.8)	316 (NA)
29c	1.21 (0.08)	0.86 (0.08)	0.7 (0.03)	144 (6.4)	134.4 (8.9)	276 (NA)
31b	2.15 (0.31)	2.1 (0.3)	1.85 (0.28)	80 (3.5)	108.8 (18)	328 (NA)

Standard deviation for each trait is indicated between parentheses.

# Supplementary material for: Deciphering the Molecular Basis of Wine Yeast Fermentation Traits Using a Combined Genetic and Genomic Approach
**Source:** G3 (Bethesda). 2011 Sep 1;1(4):263–81. doi: 10.1534/g3.111.000422
**Supplement:** Supporting Information

Table S2 Parental strains and segregants metabolites production characteristics

Strains	Suc	Gly	Ace	Pyr
S288C	0.23 (0.01)	5.55 (0.12)	1.12 (0.04)	0.06 (0.02)
59A	0.26 (0.03)	6.5 (0.06)	0.65 (0.06)	0.1 (0.01)
1b	0.3 (0.09)	5.31 (0.4)	0.45 (0.04)	0.13 (0.02)
3a	0.36 (0.07)	6.49 (0.56)	1.35 (0.11)	0.21 (0.05)
4c	0.26 (0.01)	5 (0.24)	0.28 (0.08)	0.21 (0)
5a	0.28 (0)	5.61 (0.21)	1.01 (0.13)	0.27 (0.05)
6b	0.26 (0.07)	5.56 (0.45)	0.85 (0.17)	0.22 (0.06)
7a	0.26 (0.02)	4.88 (0.44)	1.11 (0.03)	0.13 (0.02)
9a	0.25 (0.02)	5.19 (0.42)	0.99 (0.01)	0.25 (0.09)
10b	0.34 (0.1)	5.8 (0.3)	0.88 (0.2)	0.12 (0.07)
14a	0.31 (NA)	7.01 (NA)	1.33 (NA)	0.31 (NA)
14b	0.26 (0)	4.66 (0.4)	0.38 (0.04)	0.2 (0.01)
16a	0.26 (0.01)	5.54 (0.31)	0.97 (0.09)	0.14 (0.06)
16b	0.29 (0.05)	4.84 (0.26)	0.81 (0.14)	0.11 (0.06)
16c	0.3 (0.07)	5.41 (0.32)	0.72 (0.14)	0.12 (0.02)
16d	0.42 (0.01)	6.66 (0.44)	1.46 (0.21)	0.18 (0.01)
17a	0.31 (0.04)	6.88 (0.82)	0.93 (0.02)	0.25 (0)
18b	0.3 (0.03)	5.89 (0.47)	0.53 (0.1)	0.12 (0.02)
18c	0.31 (0)	5.23 (0.3)	1.23 (0.12)	0.14 (0.02)
19b	0.26 (0.06)	5.13 (0.43)	0.58 (0.11)	0.08 (0.01)
19c	0.3 (0.03)	6.7 (0.38)	1.23 (0.14)	0.26 (0.06)
20a	0.34 (0.03)	5.95 (0.33)	0.8 (0.15)	0.21 (0.01)
20b	0.34 (0.06)	5.78 (0.43)	1.25 (0.01)	0.16 (0.08)
22a	0.28 (0.08)	5.49 (0.32)	0.73 (0.16)	0.19 (0.05)
22c	0.28 (0)	4.48 (0.37)	0.99 (0.07)	0.09 (0)
22d	0.31 (0.1)	5.5 (0.32)	0.76 (0.19)	0.25 (0.05)
23b	0.45 (0.01)	5.81 (0.4)	1.03 (0.11)	0.12 (0.01)
24a	0.36 (0.03)	4.93 (0.26)	0.61 (0.2)	0.07 (0)
25a	0.33 (0.03)	6.47 (0.76)	1.25 (0.12)	0.21 (0.09)
28b	0.45 (0.04)	5.48 (0.23)	0.33 (0.01)	0.28 (0.13)
29c	0.35 (0.03)	5.57 (0.44)	0.95 (0.1)	0.13 (0.01)
31b	0.24 (0.03)	5.32 (0.13)	0.8 (0.04)	0.37 (0.07)

Standard deviation for each trait is indicated between parentheses.

# Supplementary material for: Deciphering the Molecular Basis of Wine Yeast Fermentation Traits Using a Combined Genetic and Genomic Approach
**Source:** G3 (Bethesda). 2011 Sep 1;1(4):263–81. doi: 10.1534/g3.111.000422
**Supplement:** Supporting Information

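The genes with an eQTL in the 7 hotspots are those whose expression over the segregants was linked to a marker in 1 of 7 regions, named here by chromosome. Between the parents most genes of each list did not pass limma's test at an adjusted p under 0.01, which 1352 of all 4388 genes passed. Of the 35 genes of chromosome II, 5 were higher in S288C, 2 in 59A and 28 did not pass (median difference 0.17, camera adjusted p = 0.028), and adjusted p = 0.40 with an estimated correlation. Of the 22 genes of chromosome XII, 6 were higher in S288C, 1 in 59A and 15 did not pass (median difference 0.095, camera adjusted p = 0.028), and adjusted p = 0.17 with an estimated correlation, and this list holds the 4 *ASP3* genes. Of the 13 genes of chromosome XI, 0 were higher in S288C, 4 in 59A and 9 did not pass (median difference -0.21, camera adjusted p = 0.030), and adjusted p = 0.17 with an estimated correlation. Of the 42 genes of chromosome XIV, 6 were higher in S288C, 1 in 59A and 35 did not pass (median difference 0.10, camera adjusted p = 0.060). Of the 31 genes of chromosome XV, 2 were higher in S288C, 1 in 59A and 28 did not pass (median difference 0.059, camera adjusted p = 0.52). Of the 16 genes of chromosome IV, 1 were higher in S288C, 0 in 59A and 15 did not pass (median difference 0.11, camera adjusted p = 0.11). Of the 12 genes of chromosome XVI, 0 were higher in S288C, 1 in 59A and 11 did not pass (median difference -0.12, camera adjusted p = 0.10). With an estimated correlation none of the 3 lists was called. The adjustment of camera is over the 7 lists, which the study chose on the segregants and not on the parents.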

Table S4 Genes with eQTL in the 7 hotspots. Hotspot lod > 3.5

**Hotspot**	**Gene**				
**Chr II**	YAL044W-A	SSZ1	YMR031C	PMP3	MNE1
**87.8 - 125.3 cM<br>263400 – 3759000 bp**	FLC2	SPS100	NRK1	HSP12	ISA2
	TDP1	CYR1	RPL42A	FMP37	PMT6
	HSP30	HXT8	COQ10	YGR079W	ECM12
	NTH1	SPC1	GSH2	CYS4	GCN3
	YDR053W	OSM1	DDR2	PTM1	EMP46
	TVP23	GPX1	MCT1	YKL165C-A	YMR010W
**Chr IV**	SFT2	STR2	YOR352W	YJL028W	SWR1
**161 – 188.2 cM<br>483000 – 564600 bp**	DAD1	PNP1	SMA1	ISY1	RHO2
	YDR249C	YNL019C	ELP4	IZH2	FMP40
	YPL264C				
**Chr XI**	YAR069C	TIM21	YLR104W	YFR016C	SEC4
**29.2 – 45.5<br>87600 – 136500 bp**	MRPL11	THI4	SIP3	FRS1	
	UME6	POT1	CSR2	ORC4	
**Chr XII**	CWH43	RPL43B	CTF18	SHE10	YPL034W
**147.7 – 171.6 cM<br>443100 – 514800 bp**	MCH1	ASP3-1	SSO2	YOR1	GSM1
	YDL086W	ASP3-2	NGL2	IKI1	
	YEL008W	ASP3-3	HUB1	VPS63	
	IOC3	ASP3-4	MRPS12	YUH1	
**Chr XIV**	CDC15	HAM1	MTF1	VOA1	DDC1
**211.6 - 244 cM<br>634800 – 732000 bp**	OLA1	MOG1	YMR262W	ENP2	JID1
	SAS10	YKL050C	DIA1	YGR251W	YIL055C
	DHH1	MTR2	ATG4	YRF1-3	RPS24B
	PCF11	SPA2	RRP40	LSM12	MDE1
	PNC1	YLR012C	YOR021C	YML131W	YJL225C
	NSA1	GAT3	RPL3	YMR086W	
	PEX14	RFX1	YOR289W	MRS1	
	PIL1	YLR243W	YPL107W	KAR2	
**Chr XV**	PGS1	CDC12	CHS5	SWC4	YOL047C
**51.4 - 71.4 cM<br>154200 – 214200 bp**	ESF1	KRE27	RSC2	YGR265W	YOR050C
	MUS81	SNX4	ATG17	YHR003C	GCY1
	YDR532C	EXO70	OGG1	YLR257W	DSS4
	AFG1	NNF1	ALO1	MEC3	FRE1
	MST27	MLP1	ILV2	SFH1	VPS75
	HAP2				
**Chr XVI**	ATG12	MRP10	YEL076C	IDP3	
**96 – 126 cM<br>288000 – 378000 bp**	YCP4	MCH1	ROK1	YEL008W	
	BUD23	CHL4	HIS5	YCR101C	

Genes which have a LOD score higher than 3.5 in the hotspot are displayed.

How the deposited data were processed for this re-analysis (not part of the article)

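Gene expression and fermentation traits of 2 parental strains of yeast, the laboratory strain S288C and the wine yeast derivative 59A, and of 30 haploid segregants of their cross were taken from the authors' deposited tables. The expression table holds log2 ratios, which the authors made from 2-colour arrays. Sample RNA labelled with Cy3 was hybridised against a pool of RNA of the 30 segregants labelled with Cy5. The authors normalized each array by print-tip loess and all arrays by quantiles with R 2.9.2 and limma and averaged 2 technical hybridisations. The paper states a filter of low signals for its linkage analysis and gives 4398 genes. That such a filter was applied before deposit is an inference, which the files do not state. The table holds 4388 oligonucleotides on 40 arrays, 5 for each parent and 1 for each segregant, with 53 missing values in 14 of them. The scale and the direction, sample over pool, were taken from the paper's methods and supplementary figure and are not stated in the table. The dyes alone do not fix the direction, which was checked in the data against the paper, as on the *ASP3* genes. The centring was checked on the values, since array medians lie between -0.026 and 0.028 and the SD of an array between 0.417 and 0.433. The table reaches from -2.32 to 2.09 on every array. No 2 arrays are identical. Of the array's names 4104 were matched to the reference gene table of assembly R64 and 284 were kept as given, and no coordinates are printed because the array names no build. All value columns of the table were mapped to a sample by its label.

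The trait table, also deposited, gives 1 value per strain for 10 traits, in the units of the paper. By the paper these values are means over 5 fermentations for a parent and over duplicates for a segregant, with nitrogen from a single fermentation, though its tables give no SD for some other values of segregants. Labels and methods give a different culture volume and labelling kit, and for S288C a different mating type (MATa in the labels, MATα in the paper). None of these enters a test.

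The parents were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the log2 ratios, 5 arrays against 5, Benjamini-Hochberg adjustment over 4388 genes, adjusted p under 0.01, and a ratio over 2 for the smaller count). Named genes also have an exact permutation test over the 252 groupings of 10 arrays. Gene lists were tested with camera at a preset correlation of 0.01, with the correlation estimated per list and fry as alternatives, and called at an adjusted p under 0.05. Expression was set against traits over the segregants with Spearman's rho, a t approximation and Benjamini-Hochberg adjustment over all genes, as in the paper, and called at a rho over 0.6 in size and an adjusted p under 0.05. Permutation p-values of named genes, lists and the 45 trait pairs come from 100000 permutations, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The counts of called genes were compared with 100 permutations of each trait, and co-expression within a list with 10000 random lists, drawn among genes of nearby variance over the segregants (a window of 50 ranks). Mixtures were fitted with mclust 6.1.1 (1000 bootstrap samples), the largest gap was compared with 10000 normal samples, and plots were drawn with matplotlib 3.10.9. Tests of differences and of correlations are two-sided. The number of arrays limits the precision, and no measure of depth applies.

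The samples, tests, alternatives and gene lists were fixed before the data were examined, except the members of the Ty list. The rule for that list found no gene in the reference, so it holds the 7 genes that Table 1 of the paper describes as retrotransposons. The paper had called these on the same arrays. There are 27 gene lists: the PAU, DAN and TIR families, Ty retrotransposons, stress response, metallothioneins, nitrogen catabolite repression, amino acid synthesis, sulfur and methionine, folate and one-carbon metabolism, purine synthesis, thiamine, ribosomal proteins, proteasome, nuclear genes of respiration, the mitochondrial genome, glycolysis and ethanol, hexose transporters, trehalose and glycogen, ergosterol, autophagy, mating type, subtelomeric helicases, phosphate, iron, zinc, flocculins, maltose and asparaginases. A further 7 lists are the hotspots of Table S4. The genes named are the 15 highest in each parent among those past the threshold without overlap between the strains, every gene that the paper names from its expression data, the 5 highest and 5 lowest rho per trait among the genes called, in each list the 4 members of largest difference between the parents and the 2 of largest median rho, and every mating type gene, 202 in all. Values of Table 1 had been read before this rule was written. The alternatives were the methods' t-test, the replicate number as a block, other centring, normalization, shrinkage and adjustment, complete data, each parental replicate left out, Pearson's r, permutation p-values, 1 segregant per ascus, the 2 extreme segregants left out, both parents added, the segregant without a C_p_ value left out of the trait PCA, and other forms of the list and trait tests. After the data were seen, a wider list of Ty oligonucleotides, the unrounded nitrogen values of the labels and the gene lists against pyruvic acid were added.

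Both steps were tested on simulated data. Of 200 genes given a log2 difference between the parents, 99% of those at 1 in size and 78% of those at 0.5 were called. Among the unchanged ones, 2 were called in a run over 4377 genes. Genes given an r of 0.85 with R_70_ were called in 100% of cases, with 3 unchanged ones called in a run over 4379 genes. There the strains were shuffled gene by gene, which removes the correlation between genes. With it kept, permutations of a trait called up to 134 genes (N_ass_), so the 3 are no estimate of false calls in the real data. QTL and eQTL mapping was left out because no genotypes came with the files, and *ABZ2* was not analysed here.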

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

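The tests that weigh explanations in this part were all chosen after the results were seen. The number of genes that differ between the parents, 1352, was set against other splits of the same 10 arrays into 5 and 5. Of 100 splits drawn from the 126 possible, 1, the real one, gave as many genes, and the highest number in any other was 2, which argues against a chance arrangement of the arrays.

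Some single cultures stood apart from the other 4 of their strain. The measure given for each is the gap to the nearest culture divided by the range of the 5, which for chance exceeds the critical value of 0.71 in about 1 in 20 groups. It did so in 9 of 135 groups of named genes, and in 4 of 54 groups for the medians of gene lists. The value of YMR046C in S288C replicate 2 lay at 1.00 and the other 4 at 0.49 to 0.60 (0.784). In 3 of these genes the measure is fixed by the scale, since after quantile normalization each rank near its ends has 1 value, 4 cultures share a rank, and the critical value does not apply: *AI2* in 59A replicate 3 lay at -1.95 and the other 4 at -2.09 (0.999), *PAU1* in 59A replicate 1 lay at 1.42 and the other 4 at 1.55 (0.999) and *PAU14* in 59A replicate 1 lay at 1.39 and the other 4 at 1.51 (0.999). The value of *ASP3-4* in 59A replicate 4 lay at -0.63 and the other 4 at -0.51 to -0.46 (0.712). Among mating genes, *MFA2* in S288C replicate 2 lay at 0.33 and the other 4 at -0.10 to -0.050 (0.877), *MFA1* in 59A replicate 1 lay at 1.56 and the other 4 at 1.16 to 1.23 (0.812), *STE3* in S288C replicate 5 lay at 0.90 and the other 4 at -0.047 to 0.17 (0.769) and *STE6* in S288C replicate 2 lay at -0.53 and the other 4 at -0.60 to -0.59 (0.809). Among list medians, the ribosomal protein list in 59A replicate 4 lay at 0.057 and the other 4 at 0.19 to 0.24 (0.745), the nuclear respiration list in S288C replicate 3 lay at -0.12 and the other 4 at -0.037 to -0.0017 (0.711), the subtelomeric helicase list in S288C replicate 4 lay at 0.68 and the other 4 at 0.35 to 0.45 (0.721) and the iron list in S288C replicate 4 lay at 0.10 and the other 4 at 0.020 to 0.039 (0.757). No explanation for these was tested.

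The segregants were measured against a pool of their own RNA, yet the mean of a gene over the 30 segregants departs from 0 with an SD of 0.24 over genes and lies beyond 0.5 in size for 261 of 4388. Over genes, this mean correlates with the mean of both parents at r = 0.412, which is consistent with a dye effect of the oligonucleotide that all arrays share. For 74 genes all 30 segregants lie beyond all 10 parental arrays, 64 of them above and 10 below. That count sets segregants against parents, and it includes genes whose segregant mean is near 0, such as *SIR2* at -0.013. It therefore cannot decide whether the dye effect is the whole cause of the departures from 0. *RAD61* has a mean of 0.82 in the segregants against -0.85 in S288C and -0.70 in 59A, and *BNS1* 0.81 against -0.69 and -0.66. A different series of hybridisations or a different pool for the parents cannot be told apart from a difference between recombinant and parental strains, because no label gives the series, and the latter was not tested.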

How the results depend on the processing

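Between the parents, the count of 1352 genes stayed within 1.5 times its value under every alternative except the Benjamini-Yekutieli adjustment, which gave 860. Leaving out each parental replicate in turn gave 1148 to 1367 genes, and 136 to 147 with a ratio over 2. With the replicate number as a block it was 1202, but same-numbered cultures did not deviate together (r from -0.29 to 0.39, and 2 of 5 replicates correlated best with their own number), so the samples share only a number. With an estimated correlation, camera no longer called the lists of PAU, DAN and TIR genes (adjusted p = 0.104), Ty genes (0.526), glycolysis (0.558), helicases (0.667) and asparaginases (0.558). The thiamine list, of median -0.067 and mean 0.031, turned from lower to higher in S288C with fry (p = 0.00709), which does not compare it with other genes.

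The number of genes called with R_max_ was 37 with Pearson's r, 14 with 1 segregant per ascus, 33 without the 2 extreme segregants and 23 with the parents added. For R_50_ it was 18 with 1 segregant per ascus, and for F_d_ 43 with Pearson's r and 45 without the extremes. For N_ass_ it was 140 with 1 segregant per ascus, 16 without the extremes and 32 with the parents. Glycerol gave 1 without the extremes and 28 with the parents, and acetic acid 1 without the extremes and 1 on median-centred arrays. Pyruvic acid gave 69 with Pearson's r, 261 with 1 segregant per ascus and 9 with the parents. Genes shared between R_50_ and R_70_ numbered 17 with 1 segregant per ascus. R_50_ and F_d_ shared 24 with Pearson's r, 17 with 1 segregant per ascus and 31 without the extremes, and R_70_ and F_d_ 26 with Pearson's r and 24 without the extremes. R_max_ and N_ass_ shared 11 with Pearson's r, 14 with 1 segregant per ascus (all of those called with R_max_), 10 without the extremes and 13 with the parents added. With 1 segregant per ascus R_max_ shared 0 genes with R_50_ and 0 with R_70_.

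For the PAU, DAN and TIR list the adjusted p with R_max_ was 0.058 with 1 segregant per ascus, 0.058 without the extremes and 0.32 with an estimated correlation in camera. With R_50_ it was 0.16 with 1 segregant per ascus and 0.21 in camera, and with N_ass_ 0.17 in camera. The Ty list with R_max_ had 0.058 with 1 segregant per ascus and 0.14 in camera, and the nitrogen catabolite repression list with R_max_ 0.16 with 1 segregant per ascus. Stress response with F_d_ came to 0.03 with 1 segregant per ascus, and thiamine with R_50_ to 0.041 without the extremes. R_50_ lay outside the widened parental range in 4 segregants. F_d_ with 1 segregant per ascus no longer departed from normal (p = 0.0564), and the gap test for N_ass_ gave p = 0.96. For R_50_ the p of 2 components was 0.52 with 1 segregant per ascus and 0.47 in the gap test, which for C_p_, succinic acid and glycerol gave 0.12, 0.14 and 0.38. With traits divided by their mean, the axes carried 60.9%, 31.4% and together 92.3%. With 1 segregant per ascus 21 segregants remain. Where an alternative moved a value, the cause was not tested.

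Of the differences between the parents in 196 named genes under 16 settings, 2969 stayed on the same side of the threshold, 138 lost the call, 29 gained it and 0 changed direction. Of the correlations of named genes, 1052 stayed, 65 lost the call and 1 gained it. Among list shifts between the parents 351 stayed, 5 lost the call, 21 gained it and 1, thiamine, changed direction. Among list correlations 496 stayed, 38 lost the call and 6 gained it. The number of arrays, 5 per parent and 1 per segregant, limits the precision of each value, and signal over background was not used here.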

Differences from the paper's values

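The paper's count of genes different between the parents is 2184, and 1352 were found here at an adjusted p under 0.01. None of the alternatives set before the data were examined closes this difference: the methods' t-test gave 1181, the replicate block 1202, median-centred arrays 1361, quantile normalization 1355, complete data 1358, trended robust shrinkage 1380 and the Benjamini-Yekutieli adjustment 860. Before adjustment, at the same threshold, limma gave 1703 and the t-test 1594. At an unadjusted p under 0.05, which is not the paper's threshold, they gave 2317 and 2231. The paper's count with a ratio higher than 2 is 262, and 141 were found here. It was 143 with quantile normalization and 141 with each of the other 6 alternatives, so none closes the difference. The paper ties its filter of low signals to the linkage analysis, so its 2 counts may come from a larger set of oligonucleotides than the 4388 deposited. This could not be tested, because the other oligonucleotides are not in the table.

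The paper names *MAP1* and *PRE1* among the genes with the strongest correlation with R_max_. Of the 6 genes it names there, *MEP2*, *PUT1*, *MAE1* and *SUP35* were called here, and *MAP1* (rho = 0.28) and *PRE1* (rho = 0.52) were not. Both were called with R_70_, at 0.69 and 0.71. Of the stress genes it names with F_d_, *CUP1-1*, *CUP1-2*, *HSP12*, *HSP30* and *SSA4* were called, whereas *CTT1* (rho = 0.57) and *ATC1* (rho = 0.56) were under 0.6 in size, with adjusted p of 0.036 and 0.041. The paper names *MEP2* and *PUT1* for R_50_ and R_70_, and here *MEP2* was called with R_50_ only and *PUT1* with neither (rho = 0.59 and 0.53). The paper gives the PAU and DAN genes a correlation with R_max_ to some extent, and no member was called here, though the list median was 0.40. Table 1 of the paper lists no PAU or DAN gene, *MAP1* or *PRE1* for R_max_, and neither *CTT1* nor *ATC1* for F_d_. It also lists neither *MEP2* nor *PUT1* for R_70_, and no *PUT1* for R_50_. These differences thus lie between the paper's text and its own Table 1.

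The paper states that all of the traits it lists except R_50_ reach outside the parental range. Here R_50_ did so in 7 segregants (4 with the range widened by the paper's SDs) and N_ass_ in 0. The paper describes R_70_ as bimodal to some extent, and the likelihood ratio of 2 components gave p = 0.10 here. The paper reports weak or no correlation of gene expression with metabolites, and here 139 genes were called with pyruvic acid and 0 with succinic acid, glycerol and acetic acid. The gene sets of Table 1 itself were recovered as follows: all 62 genes for R_max_, 62 for R_50_, 102 for R_70_ and 83 for F_d_, and 58 of 65 for N_ass_ (65 of 65 with the unrounded values of the labels, chosen after seeing the values).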

Other observations

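Genes of glycolysis and ethanol formation were higher in 59A at mid-fermentation. Of 24 members, 16 were higher in 59A, 0 in S288C and 8 did not pass limma's test at an adjusted p under 0.01 (19 and 1 when adjusted over the list alone). *FBA1*, the aldolase gene, had a difference S288C minus 59A of -1.04 (standard error 0.11, limma adjusted p = 6.7e-06), *GPM1*, phosphoglycerate mutase, of -0.99 and *TPI1*, triose phosphate isomerase, of -0.87. The list's median was -0.51 (adjusted p = 7e-06 from camera, and adjusted p = 0.56 with an estimated correlation). *GPH1*, glycogen phosphorylase, was higher in 59A as well, with -1.08, in a list of 17 trehalose and glycogen genes of which 6 were higher in 59A and 1 in S288C (adjusted p = 0.18 from camera). Of the 131 ribosomal protein genes, 32 were higher in 59A, 8 in S288C and 91 did not pass (34 and 10 when adjusted over the list alone), with *RPL2B* at 0.98 and *RPL1A* at -0.88, and no shift of the list (adjusted p = 0.26). Of 16 subtelomeric helicase genes, 4 were higher in S288C and 0 in 59A (2 when adjusted over the list alone), with *YRF1-4* at 0.42, a call the methods' t-test did not give, and a list median of 0.26 (adjusted p = 0.0075 from camera, and adjusted p = 0.67 with an estimated correlation).

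The genes of the a-factor pheromone, *MFA1* and *MFA2*, and the receptor gene *STE2* of MATa cells were higher in 59A, with differences S288C minus 59A of -1.04, -1.19 and -0.53 (limma adjusted p = 3.6e-07, 1.4e-07 and 6.7e-05). The α genes *MF(ALPHA)1*, *STE3* and *SAG1* had differences of 0.25, -0.077 and -0.076 (limma adjusted p = 0.035, 0.76 and 0.16), none past the threshold. The paper gives S288C as MATα and 59A as MATa, and the labels give MATa for both. Over the 30 segregants the pairs of an α gene with a MATa gene had a rho from -0.60 (*MF(ALPHA)1* with *MFA2*) to 0.42 (*STE3* with *STE2*). Of 13 mating type genes 4 were higher in 59A and 0 in S288C (adjusted p = 0.22 from camera).

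Camera called none of the other lists between the parents. There were 6 of 38 amino acid synthesis genes higher in S288C and 6 in 59A (median -0.088, adjusted p = 0.50), 2 of 20 sulfur and methionine genes higher in S288C and 4 in 59A (median -0.13, adjusted p = 0.34), 0 of 11 purine synthesis genes higher in S288C and 3 in 59A (median -0.17, adjusted p = 0.28) and 3 of 18 thiamine genes higher in S288C and 3 in 59A (median -0.067, adjusted p = 0.99). The proteasome had 2 of 26 proteasome genes higher in S288C and 5 in 59A (median -0.035, adjusted p = 0.59), nuclear respiration 2 of 32 nuclear respiration genes higher in S288C and 5 in 59A (median -0.054, adjusted p = 0.45) and the mitochondrial genome 1 of 6 mitochondrial genome genes higher in S288C and 0 in 59A (median 0.10, adjusted p = 0.70). Transport and lipid lists gave 3 of 17 hexose transporter genes higher in S288C and 3 in 59A (median -0.17, adjusted p = 0.66), 1 of 21 ergosterol genes higher in S288C and 5 in 59A (median -0.057, adjusted p = 0.53), 0 of 8 maltose genes higher in S288C and 1 in 59A (median 0.069, adjusted p = 0.86), 2 of 14 phosphate genes higher in S288C and 4 in 59A (median -0.046, adjusted p = 0.59), 1 of 16 iron genes higher in S288C and 3 in 59A (median -0.073, adjusted p = 0.61) and 0 of 4 zinc genes higher in S288C and 2 in 59A (median -0.16, adjusted p = 0.28). Autophagy gave 1 of 24 autophagy genes higher in S288C and 2 in 59A (median -0.0071, adjusted p = 0.66), with 0 of 2 flocculin genes higher in S288C and 1 in 59A (median -0.14, adjusted p = 0.53) and 1 of 3 metallothionein genes higher in S288C and 0 in 59A (median 0.57, adjusted p = 0.28). Single members moved in both directions, such as *ERG13* at -0.76 and *MVD1* at 0.59 in sterol synthesis, and *SIT1* at -0.83 and *CCC2* at 0.72 in iron transport.

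The tests on pyruvic acid in this part were all chosen after the results were seen. With pyruvic acid 139 genes were called, and 0 of 100 permutations of the trait over the segregants called as many, with 63 as the highest, which argues against a chance order of the strains. Without the 2 segregants of most extreme value, 31b and 14a, 133 genes were called, still above 63. This count replaced an earlier form of the test, the share of the calls kept, after that share was seen to be 94 of 139 (67.6%), only just past the 2/3 set for it, so the case against these 2 segregants as the cause is weak. Ribosomal protein genes had a median rho of 0.34 with pyruvic acid, 104 of 131 above 0 and 9 called (adjusted permutation p = 0.0076 over the lists). The iron list (0.29, adjusted permutation p = 0.00054) and the mitochondrial genome (-0.44, adjusted permutation p = 0.031) also passed. So did the lists of the proteasome (0.18), autophagy (0.18) and purine synthesis (0.20), with adjusted permutation p of 0.031, 0.031 and 0.045. With 1 segregant per ascus only the ribosomal protein and iron lists passed, both at 0.035. Pyruvic acid was itself related to R_70_ (rho = 0.56, adjusted permutation p = 0.0048). With the parents added the count of called genes fell to 9, so the relation stays open.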
